# A new vulnerability to BET inhibition due to enhanced autophagy in BRCA2 deficient pancreatic cancer

**DOI:** 10.1038/s41419-023-06145-9

**Published:** 2023-09-21

**Authors:** EunJung Lee, Suyakarn Archasappawat, Keely Ji, Jocelyn Pena, Virneliz Fernandez-Vega, Ritika Gangaraju, Nitin Sai Beesabathuni, Martin Jean Kim, Qi Tian, Priya S. Shah, Louis Scampavia, Timothy P. Spicer, Chang-Il Hwang

**Keywords:** Pancreatic cancer, Cancer epigenetics

## Abstract

Pancreatic cancer is one of the deadliest diseases in human malignancies. Among total pancreatic cancer patients, ~10% of patients are categorized as familial pancreatic cancer (FPC) patients, carrying germline mutations of the genes involved in DNA repair pathways (e.g., BRCA2). Personalized medicine approaches tailored toward patients’ mutations would improve patients’ outcome. To identify novel vulnerabilities of *BRCA2*-deficient pancreatic cancer, we generated isogenic *Brca2*-deficient murine pancreatic cancer cell lines and performed high-throughput drug screens. High-throughput drug screening revealed that *Brca2*-deficient cells are sensitive to Bromodomain and Extraterminal Motif (BET) inhibitors, suggesting that BET inhibition might be a potential therapeutic approach. We found that *BRCA2* deficiency increased autophagic flux, which was further enhanced by BET inhibition in *Brca2*-deficient pancreatic cancer cells, resulting in autophagy-dependent cell death. Our data suggests that BET inhibition can be a novel therapeutic strategy for *BRCA2*-deficient pancreatic cancer.

## Introduction

Pancreatic cancer is the 3^rd^ leading cause of cancer-related deaths in the United States, with a dismal 5-year survival rate of 11% [1]. The low survival rate of pancreatic ductal adenocarcinoma (PDAC) is largely attributed to the late diagnosis of the disease when cancer has metastasized, making surgical resection a viable option for less than 20% of PDAC patients [2]. In addition, the highly resistant and heterogeneous nature of PDAC makes the benefits from the first-line chemotherapies rather modest. Therefore, there is an urgent need to develop more effective therapies for patients with PDAC.

PDAC is driven by somatic mutations in the oncogene *KRAS* and the tumor suppressor *TP53* [3]. In addition, around 10% of PDAC cases are hereditary and are categorized as familial pancreatic cancer (FPC), which describes families with two or more first-degree relatives afflicted by PDAC [4]. Previously, sequencing of FPC patient samples has revealed that FPC patients harbor germline mutations in genes related to DNA repair pathways (hereinafter referred to as ‘FPC genes’) which increase the likelihood of developing PDAC in their lifetime [4]. The most widely studied FPC gene is *BRCA1/2*, which code for key proteins mediating the homologous recombination (HR) DNA repair pathway [5]. Defects in BRCA1/2 create a unique set of vulnerabilities, such as increased genomic instability and defects in the HR pathway, which augments sensitivity to platinum-based chemotherapies and increases the reliance on alternative DNA repair pathways, respectively [6]. In the past decades, studies have found that these unique vulnerabilities inherent in *BRCA1/2* mutant cancers (e.g., breast, ovarian, and pancreatic cancers) could be utilized to induce synthetic lethality [7]. Other FPC gene mutations which can cause a defect in HR pathway (termed ‘BRCAness’) are thought to get benefits from similar approaches. Indeed, Pancreas Cancer Olaparib Ongoing (POLO) clinical trial has found that Poly ADP-ribose Polymerase inhibitor (PARPi) showed significant benefit in *BRCA1/2* mutant PDAC patients [8]. The success of PARPi as a targeted therapy for *BRCA1/2* mutant PDAC patients highlighted the need to develop other forms of targeted therapies that could exploit the unique vulnerabilities within FPC patients. This, in turn, will allow for the treatment of a wider range of patients with a larger range of FPC mutations.

To identify novel targeted therapies that could induce synthetic lethality in *BRCA2*-deficient PDAC, we established isogenic *BRCA2*-deficient murine PDAC cell lines, performed a high-throughput screening (HTS) of drugs, and validated the drug responses. From this screening, we identified that *BRCA2* deficiency confers increased sensitivity to Bromodomain and Extra terminal Motif Domain (BET) inhibitors (BETi). These BET proteins contain two tandem bromodomains in N-terminal, which can bind to lysine-acetylated histones and regulate gene transcription [9]. Further genetic and pharmacological perturbation study revealed that BET inhibition induces increased cell death in *BRCA2*-deficient PDAC, through promoting autophagy-dependent cell death.

## Materials and methods

### Cell lines and cell culture condition

Murine KPC cell lines (KPC-mT3 and KPC-mT19) were maintained with DMEM (Corning, 10-013-CV) supplemented with 10% FBS (Gen Clone, 25-550H), 1% penicillin-streptomycin (P/S, Gibco, 15140-122) [10]. Human pancreatic cancer cell lines (CAPAN1, PANC1, CFPAC1, CAPAN2, and MiaPaCa-2) were obtained from ATCC. All human cell lines were cultured in RPMI 1640 (Corning, 10-040-CV) supplemented with 10% FBS and 1% P/S.

### Compound library and HTS

A collection of ~3300 clinically approved drugs obtained from multiple vendors were assembled at the UF Scripps Biomedical Research High-throughput Screening Center and reformatted into 1536-well source plates for automated robotics screening [11]. In addition, the NCI-approved oncology drug set of 133 compounds was obtained directly from the NCI, described previously [12, 13].

### Cell viability assay and cytotoxicity assay

1500 cells (for mouse KPC cells) or 3000 cells (for human PDAC cell lines) in 50 µL of complete DMEM were plated per well of 96 well plates. 24 h post-plating, corresponding drugs were serially diluted in complete DMEM. 50 µL of diluted drugs were treated to cells and cells were incubated. 72 h post drug treatment, media was carefully removed. Then, 100 µL of diluted AlamarBlue solution prepared with 180 µL of Resazurin (Fisher Scientific, AC418900010) in 50 mL of 1x PBS was carefully added to each well. Cells with AlamarBlue solution were incubated in the 37 °C 5% CO_2_ incubator for 2 h. Absorbance at 570 nm and 600 nm was measured with a plate reader. Using the PRISM software, the cell viability measurements from each cell line were normalized to measurement from vehicle treated wells, then cell viability curves were generated using nonlinear regression (curve fit). Drug combination effect was analyzed using the Combenefit software [14]. To measure the cytotoxicity, the CytoTox-Glo assay (Promega, G9291) was used, and normalized by the cell viability based on CellTiter-Glo Luminescent cell viability assay. Luminescence signal was read by the SpectraMax iD5 plate reader (Molecular Device).

### RNA-seq and GSEA

For RNA-seq with the FPC gene KO cells and control cells, cells were plated, then treated with 1 µM of JQ1 or DMSO for 72 h. Cells were lysed with 1 mL of TRIzol (Thermo Fisher Scientific, 15596026) and 200 µL of Chloroform following the manufacturer’s instructions. The collected RNA was purified with PureLink RNA Mini Kit (Invitrogen, 12183018A) following the manufacturer’s protocol. RNA concentration was determined with nanodrop. Library preparation and RNA-sequencing were performed by Novogene Co., LTD (Beijing, China). In brief, mRNA was enriched using oligo(dT) beads, and rRNA was removed using the Ribo-Zero kit. The mRNA was fragmented, and cDNA was synthesized by using an mRNA template and random hexamers primer, after which a second-strand synthesis buffer (Illumina), dNTPs, RNase H, and DNA polymerase I were added for the second-strand synthesis, followed by adapter ligation and size selection. The library was sequenced by the Illumina Novaseq platform. Raw data were aligned to mm10 genome using HISAT2, read counts and normalized read counts were generated using the featureCounts, and the differentially expressed genes were identified using DESeq2. Principal Component Analysis plots were generated utilizing packages “factoMineR” and “factoextra” in R utilizing normalized counts of RNA-seq. Gene set enrichment analysis was performed with 7658 gene sets contained in C5: Gene Ontology Biological Processes database with normalized RNA-seq data.

### Western blotting

Cells were trypsinized into single cells to yield 10^6^ cells. To prepare whole cell lysate, cell pellets were lysed with 1% TNET buffer (50 mM Tris pH 7.5, 1% Triton X-100, 150 mM NaCl, 5 mM EDTA) with 1× protease inhibitor cocktails (Sigma-Aldrich, Sial-11836170001), and phosphatase inhibitor cocktails (Roche, 04906837001) on ice for 30 min. The lysate was clarified at 16,000 RCF for 10 min at 4 °C, and aliquoted into new tubes for storage at −80 °C. Total protein concentration was determined by DC Protein assay using DC Protein Assay Reagents A, B, S (Bio-Rad, 5000113, 5000114, 5000115). The cell extracts were mixed with 4X LDS sample buffer (Life Technologies, B0007), 10X NuPAGE Sample Reducing Agent (Invitrogen, NP0009) and heated at 70 °C for 10 min. The same amount of protein (20 μg) was loaded on NuPAGE gels (Life Technologies, NP0321). Protein lysates were separated on 4% to 12% Bis-Tris NuPAGE gels and run with MOPS Running Buffer (Life Technologies, J62847), transferred to polyvinylidene difluoride membrane (Millipore, IPVH00010), and blocked in 5% milk powder in TBST for 1 h. The membranes were then incubated in primary antibody overnight with rocking at 4 °C followed by incubation in appropriate secondary antibodies conjugated to horseradish peroxidase (1:5000) for 1 h and detection by Super Signal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34577). Primary antibodies used were: Beclin-1 (Cell Signaling Technology, D40C5), LC3A/B (Cell Signaling Technology, D3U4C), Atg5 (Cell Signaling Technology, D5F5U), Atg12 (Cell Signaling Technology, D88H11), Atg16l1 (Cell Signaling Technology, D6D5), Atg7 (Cell Signaling Technology, D12B11), SQSTM1/p62 (Cell Signaling Technology, 5114), Cleaved Caspase-3 (Cell Signaling Technology, 5A1E), Ku80 (Invitrogen, PA5-17454), Rad51 (Cell Signaling Technology, D4B10), cMyc (Abcam, AB32072), Vinculin (Cell Signaling, 13901) and GAPDH (ProSci, 3783, 1:5000). 1:1000 dilution for primary antibodies was used unless otherwise indicated.

### Animal experiments

Female athymic nude (Nu/Nu) mice with 6 weeks of age were purchased from Charles River Laboratory and used for subcutaneous engraftment. All the mice were housed in the Genome and Biomedical Sciences Facility at University of California, Davis under specific pathogen free environment, ambient temperature and a standard light-dark cycle. All the animal experiments were conducted in accordance with procedures approved by the Intuitional Animal Care and Use Committee (IACUC). For the subcutaneous engraftment, cells were trypsinized and resuspended in 50 µL of Matrigel (Fisher Scientific, CB-40230C). All the mice were either subcutaneously injected with 0.5 ×10^6^ cells of control or *Brca2*-KO KPC cells on the left and right flank, respectively. Following 3 days of tumor injection, the mice were randomized into 2 groups (8 mice per group). The mice were intraperitoneally administered with either vehicle or JQ1 (MedChemExpress, HY-13030) with a dose of 50 mg/kg 5 times per week. To prepare drug treatment for in vivo experiment, the vehicle consisted of 5% DMSO and 95% (20% SBE-β-CD in saline), while JQ1 was first resuspended in DMSO and then diluted with the vehicle to the final concentration of 5 mg/ml. Tumor size was measured with Vernier calipers three times a week, and tumor volumes were calculated according to the formula: $$\frac{\pi \times {length}\times {{width}}^{2}}{6}$$ [15]. After the course of drug administration, the mice were euthanized, and tumors were collected for histological examination. Note that one mouse in the DMSO group was lost, which is unrelated to the experiment.

Additional experimental details and methods can be found in the Supplementary information.

## Results

### Highthroughput drug screens in *Brca2*-deficient PDAC cells identify BET inhibitor

The rarity of FPC gene mutations in PDAC patients and commercially available PDAC cell lines hampered the development of personalized medicine for FPC patients [16]. We reasoned that isogenic *Brca2*-deficient PDAC cells would enable us to identify unique vulnerabilities associated with *BRCA2* deficiency. To this end, we inactivated *Brca2* utilizing CRISPR/Cas9 in the murine PDAC cell lines derived from *Kras*^*+/LSL-G12D*^*; Trp53*^*+/LSL-R172H*^*; Pdx1-Cre* (KPC) mouse (herein after referred to as ‘KPC-mT3’ and ‘KPC-mT19’). (Fig. 1A and Supplementary Fig. 1A, B). As a control, we used a gRNA targeting *Rosa26* locus as described elsewhere [17]. From this approach, we were able to establish the clonally derived isogenic *Brca2* knock-out (KO) KPC-mT3 and -mT19 cell lines. *Brca2*-KO KPC-mT3 cells exhibited a defect in RAD51 foci formation upon DNA damage and reduced HR efficiency in HR efficiency assay (Supplementary Fig. 1C–F). To determine if the isogenic *Brca2*-deficient KPC cell lines recapitulate the drug sensitivity observed in the clinical setting, we subjected our *Brca2*-KO KPC-mT3 cells to platinum-based chemotherapies and PARP inhibitors, which have been shown to be clinically effective in *BRCA1/2* mutant PDAC patients [8, 18]. *Brca2*-KO KPC-mT3 cells displayed an increased sensitivity to oxaliplatin and PARPi, olaparib and talazoparib, compared to the control, without any proliferation change (Supplementary Fig. 1G, H). However, we did not see any significant change for other common first-line chemotherapies gemcitabine and 5-FU, suggesting that the increased sensitivity to PARPi is specifically due to *Brca2* deficiency. To identify new vulnerabilities in *BRCA2* deficient PDAC, we performed a HTS with a set of epigenetic drugs, clinically approved drugs, and 133 National Cancer Institute (NCI) approved drugs (Fig. 1A) as described previously [13]. For screening a set of epigenetic drugs and 3300 approved drugs, we tested at a single concentration (2 µM) for both control and *Brca2*-KO KPC-mT3 cells (Supplementary file 1). 110 compounds that exhibited more than 50% reduced viability in either control or *Brca2*-KO KPC-mT3 cells were chosen for concentration response curve (CRC) experiments (Fig. 1B and Supplementary file 2). From the screening of a set of epigenetic drugs and 3300 approved drugs, we identified JQ1 as a top hit (Fig. 1B and Supplementary Fig. 2A). JQ1 rendered the biggest difference in IC50, indicating that *Brca2*-KO KPC-mT3 cells are preferentially sensitive to JQ1, a BET inhibitor. We further tested if JQ1 stood out in the second round of drug screening with the 133 NCI approved drug panel. This analysis confirmed that JQ1 is one of the top hits compared to the hits from the 133 NCI drug panel (Fig. 1C, Supplementary Fig. 2B, C and Supplementary file 3).

**Fig. 1:**
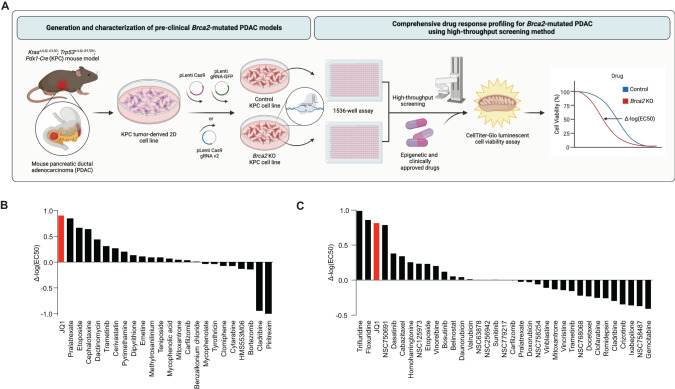
High-throughput screening (HTS) assays reveal sensitivity to BET inhibition in *Brca2*-deficient pancreatic cancer. **A** Schematic illustration of the process to generate *Brca2* knock out (KO) murine *Kras*^*+/LSL-G12D*^*; Trp53*^*+/LSL-R172H*^*; Pdx1-Cre* (KPC) pancreatic cancer cell lines and HTS assays of a set of epigenetic drugs clinically approved 3300 drugs, NCI approved 133 drugs with control and *Brca2*-KO KPC-mT3 cells. **B** A set of epigenetic drugs and 3300 clinically approved drug screening results. **C** FDA approved NCI 133 drug screening results.

### *Brca2*-deficient PDAC cells are sensitive to BET inhibition

To validate our HTS results, we tested JQ1 as well as birabresib and molibresib, additional BET inhibitors with two independent clonally derived *Brca2*-KO KPC cells from two different KPC cell lines each (KPC-mT3 and KPC-mT19-v2). We confirmed that *Brca2* deficiency rendered increased sensitivity to BET inhibitors (Fig. 2A–C). To confirm our findings in human PDAC cells, we additionally generated *BRCA2*-deficient MiaPaCa-2 human PDAC cell line and confirmed that *BRCA2* deficiency conferred increased sensitivity to BET inhibitors and olaparib (Fig. 2D and Supplementary Fig. 3A, B). This finding was further corroborated by the observation that CAPAN1, a *BRCA2* mutated PDAC cell line showed lower IC50 than three other cell lines with no mutation in *BRCA2* (Fig. 2E). Consistent with our finding in PDAC, a publicly available database for Genomics of Drug Sensitivity in Cancer [19] revealed that PARP inhibitors and BET inhibitors (e.g., JQ1, PFI-1, I-BET-762) are preferentially cytotoxic in mutant *BRCA2* context in breast cancer and pan-cancer, respectively (Fig. 2F, G). We additionally validated two other drugs, etoposide and afatinib from the HTS as these drugs have also been shown to be effective in *BRCA2* deficient setting (Supplementary Fig. 3C) [20, 21]. Consistent with pharmacological BET inhibition, depletion of Brd2, Brd3 and Brd4 by transfection of pooled siRNA against Brd2, Brd3 and Brd4 in *Brca2*-KO cells resulted in a significant decrease in cell viability (Fig. 2H, I and Supplementary Fig. 3D, E). While BETi competitively blocks the bromodomain pocket of BET proteins, BETi has differential affinities to BRD2, BRD3, and BRD4 [22]. For instance, JQ1 is known to bind with the highest affinity to BRD4 [23]. To discern which BET protein is responsible for the increased sensitivity to BET inhibition in *Brca2*-KO KPC-mT3 cells, we individually knocked down Brd2, Brd3, and Brd4 using siRNA transfection. Brd4 depletion, but neither Brd2 nor Brd3, led to the reduced viability only in *Brca2*-KO KPC-mT3 cells, indicating that the inhibition of BRD4 function is critical for BET inhibition in *Brca2*-KO KPC-mT3 cells (Supplementary Fig. 3F, G). Previously, BET inhibition has been shown to down-regulate DDR genes and MYC expression, resulting in deleterious effects in PDAC [24, 25]. While we observed similar down-regulation of DDR genes and MYC expression, these did not seem to be responsible for the differential response to BETi in *Brca2*-deficient KPC-mT3 cells (Supplementary Fig. 4A, B). In addition, BET inhibition was reported to induce BRCAness in HR-proficient PDAC cells, leading to the increased sensitivity to PARP inhibitor [24]. The previously reported synergism between JQ1 and PARPi disappeared in *Brca2*-deficient KPC-mT3 cells, likely due to the increased sensitivity to BETi in *Brca2* deficiency (Supplementary Fig. 5).

**Fig. 2:**
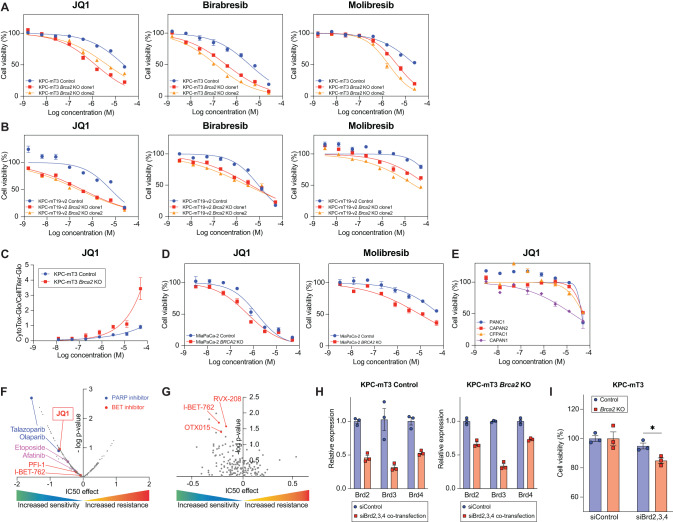
BRCA2 deficiency confers sensitivity to BET inhibitors. Cell viability assay with JQ1 and other BET inhibitors (birabresib and molibresib) in control and *Brca2*-KO KPC-mT3 (**A**) and -mT19 (**B**) cells. **C** Cytotoxicity measured by CytoToxGlo assay in control and *Brca2*-KO KPC-mT3 cells upon JQ1 treatment. **D** Cell viability assay with MiaPaCa2 control and *BRCA2*-KO cells upon BET inhibitors treatment. **E** Cell viability assay with the indicated cell lines upon JQ1 treatment. CAPAN1 is a *BRCA2* mutated PDAC cell line. Drug response data and *BRCA2* mutations in breast cancer (**F**) and pan-cancer (**G**) from the Genomics of Drug Sensitivity in Cancer. **H** Knockdown efficiency upon siControl and pooled siBrd2, Brd3, and Brd4 transfection, determined by quantitative reverse transcription PCR (RT-qPCR) analysis. **I** Percentage cell viability upon siControl or pooled siBrd2, Brd3, and Brd4 transfection. The mean ± SEM is shown. *p < 0.05 was determined by one-tailed unpaired Student *t* test.

### JQ1 significantly suppresses progression of *Brca2*-deficient KPC tumors in vivo

To evaluate if BET inhibition is an effective therapeutic approach for *BRCA2*-deficient pancreatic cancer in vivo, we subcutaneously injected KPC-mT3 cells into immunocompromised athymic nu/nu mice, and administered either with vehicle or JQ1 (50 mg/kg) via intraperitoneal injection (Fig. 3A). Over the 14-day treatment period, JQ1 treatment significantly reduced the tumor volume in both control and *Brca2*-deficient tumors, but more significant reduction in *Brca2*-deficient tumors (Fig. 3B, C). To evaluate the acute effect of JQ1 administration in vivo, we collected tumors after one-week treatment of JQ1 in separate cohorts of mice subcutaneously injected with control and *Brca2*-KO KPC-mT3 and mT19-v2 cells (one clone from KPC-mT3 and two clones from KPC-mT19-v2 with their control cells) (Fig. 3D). Immunohistochemical (IHC) analyses revealed that BET inhibition reduced cell proliferation and increased cell death, characterized by Ki67 IHC and TUNEL staining, respectively (Fig. 3E–J, Supplementary Fig. 6A–C). We did not see obvious evidence of cleaved caspase 3 activation (Supplementary Fig. 6D, E), suggesting alternative mechanisms of growth inhibition and cell death. Taken together, BET inhibition reduced the growth of PDAC tumors in vivo with more pronounced effect in *BRCA2* deficiency.

**Fig. 3:**
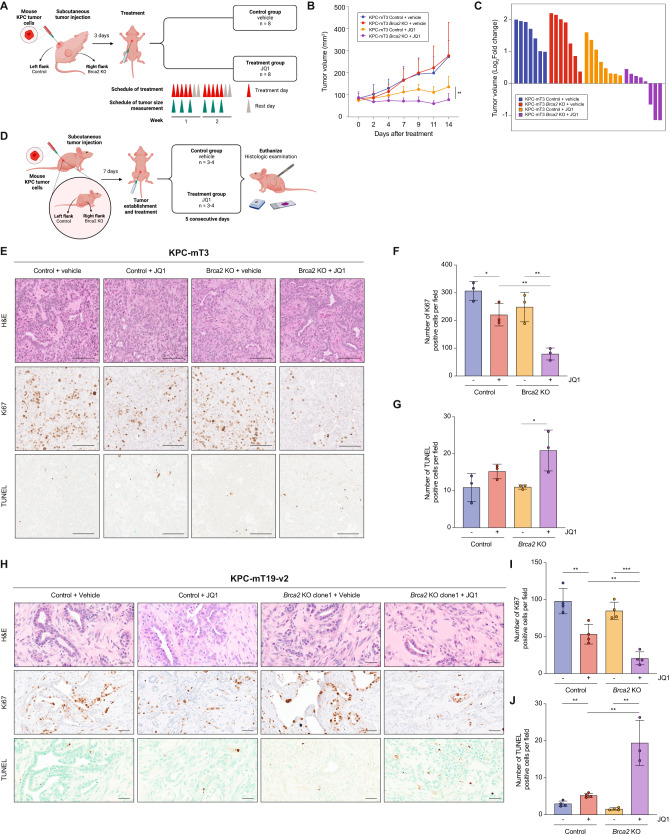
JQ1 treatment significantly suppresses *Brca2*-deficient pancreatic tumor growth in vivo. **A** Schematic drawing of the experimental design. **B** Mean tumor volume of the indicated groups (control + vehicle, *n* = 7; control + JQ1, *n* = 8; *Brca2*-KO + vehicle, *n* = 7; *Brca2*-KO + JQ1, *n* = 8). The mean ± SD is shown. **p < 0.05 was determined by two-tailed unpaired Student’s *t* test. **C** Changes in tumor volume after 14 days of JQ1 treatment. **D** Schematic drawing of the experimental design to evaluate the acute response (7 days) of JQ1. Representative hematoxylin and eosin (H&E) staining (top), Ki67 IHC (middle) and TUNEL (bottom) staining of the indicated tumors (**E** and **H**) and quantifications of Ki67 (**F** and **I**) and TUNEL (**G** and **J**) positive cells. Scale bars, 100 µm. The mean ± SD is shown. *p < 0.05, **p < 0.01, and ***p < 0.001 were determined by two-tailed unpaired Student’s *t* test.

### *Brca2* deficiency augments JQ1-mediated upregulation of autophagy-related genes in PDAC

To extend our finding in *Brca2*-deficient PDAC cells, we tested BET inhibitors in *Atm*- and *Bub1b*-KO KPC-mT3 cells. Inactivation of these genes resulted in the increased sensitivity to BET inhibitors, suggesting that a defect in DNA damage response (DDR) or HR DNA repair pathway rendered a new vulnerability to BET inhibitors (Supplementary Fig. 7A–D). To elucidate the common mechanism behind the increased sensitivity to JQ1 in *Brca2*-KO, *Atm*-KO, and *Bub1b*-KO (hereinafter referred to as FPC-gene-KO) KPC-mT3 cells, we performed RNA-seq to compare the transcriptomic differences between FPC-gene-KO KPC-mT3 cells and the control upon JQ1 treatment. 

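Of the 3 genes inactivated with CRISPR/Cas9, Bub1b, which encodes a kinase of the mitotic spindle checkpoint, had the largest transcript difference between its KO line and control cells. With DMSO, its normalized count was 2019.8 ± 100.6 (SD, n = 3 libraries) in Bub1b-KO cells and 4566 ± 338 (n = 3) in control cells. The log2 difference was -1.17 (SE 0.12, adjusted p = 1.2e-08 from limma). With JQ1 it was 1056 ± 43.0 in Bub1b-KO cells and 3171 ± 224 in control cells, a log2 difference of -1.58 (SE 0.12, adjusted p = 2.9e-11 from limma). Atm, the kinase that signals DNA double strand breaks, stood at 1522 ± 29.6 in DMSO-treated Atm-KO cells and at 1996 ± 272 in DMSO-treated control cells. Its log2 difference was -0.38 (SE 0.080, adjusted p = 7.4e-04 from limma). With JQ1, Atm stood at 3036 ± 149.9 in Atm-KO cells and 3129 ± 101.1 in control cells, a log2 difference of -0.044 (SE 0.080, adjusted p = 0.70 from limma). Brca2, which loads RAD51 in homologous recombination, stood at 826 ± 17.2 in DMSO-treated Brca2-KO cells and 794 ± 145 in control cells. The log2 difference of Brca2 was 0.072 (SE 0.15, adjusted p = 0.76 from limma). With JQ1, Brca2 stood at 457 ± 1.68 in Brca2-KO cells and 556 ± 32.5 in control cells, a log2 difference of -0.28 (SE 0.15, adjusted p = 0.17 from limma). A small insertion or deletion need not lower a transcript, so the levels of Brca2 and Atm check the labels of those lines only in part. The paper's supplement reports that no Bub1b clone tested reached a full KO score and proposes that the gene is essential. By that score, the Bub1b-KO line is therefore not a full KO.

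**Figure D1:**
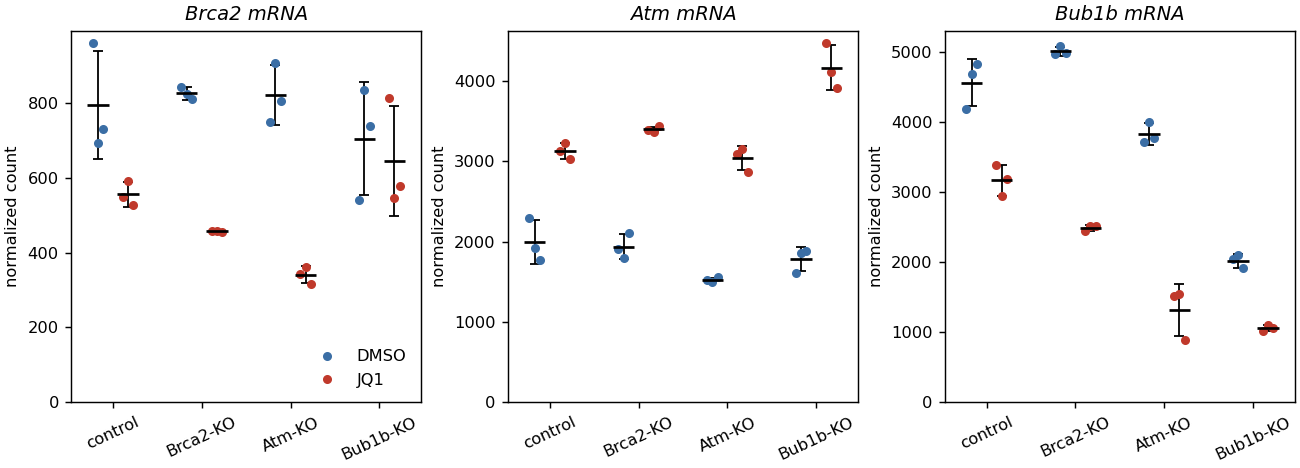
Normalized counts of Brca2, Atm and Bub1b mRNA in each of the 24 libraries by genotype, with DMSO in blue and JQ1 in red; thin bars are the SD around the mean (horizontal line) of 3 libraries. The 6 Bub1b-KO libraries lie between 1011 and 2107 for Bub1b, and the 6 control libraries between 2941 and 4824. The Atm-KO libraries with JQ1 lie between 889 and 1548, so a low Bub1b level marks the Bub1b-KO line with DMSO only.

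RNA was sequenced from KPC-mT3 cells, a mouse PDAC line with mutant Kras and Trp53, and 4 genotypes were compared: control cells, which carry a guide RNA against the Rosa26 locus, and Brca2-KO, Atm-KO and Bub1b-KO cells. Each genotype was grown for 72 h with DMSO, the vehicle, or with 1 µM JQ1, a small molecule that displaces BET proteins from acetylated histones, which made 8 groups of 3 libraries. In control cells, the reads counted per library, in mega-reads (M), were 34.6 to 44.1 M (median 35.5) with DMSO and 34.1 to 37.1 M (median 35.1) with JQ1. In Brca2-KO cells they were 31.8 to 35.7 M (median 35.5) with DMSO and 31.2 to 37.4 M (median 31.6) with JQ1. In Atm-KO cells they were 34.5 to 42.1 M (median 36.9) and 31.2 to 40.2 M (median 35.3), and in Bub1b-KO cells 32.7 to 34.2 M (median 33.6) and 30.3 to 36.5 M (median 35.1), in the same order. Libraries of 1 group correlated at 0.981 to 0.985 (Pearson, log2 values across genes, which are not independent replicates), and no pair was close enough to be copies of 1 library.
The authors enriched poly(A) RNA, removed ribosomal RNA, aligned the reads to the mouse genome mm10 with HISAT2, counted them per gene with featureCounts and deposited normalized counts. These values are whole reads divided by 1 size factor per library, which is the scaling of DESeq2, so the reads could be recovered for 100% of the values (within 0.1 read of a whole number). The deposited values were tested here as log2(normalized count + 1) with limma, with 1 mean for each of the 8 groups and a shared estimate of the spread for each gene. The 14693 genes with a normalized count of 10 or more in at least 3 of the 24 libraries were tested, out of 26301 in the table, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. Lists of genes, written before the data were examined, were tested against all other genes with limma's camera at a preset correlation of 0.01. A p with an estimated correlation is given beside every list whose call it ends. On the recovered reads, edgeR called 11631 and DESeq2 called 11783 genes between JQ1 and DMSO, close to the count from the deposited values. Each KO genotype may be 1 clone, so differences between genotypes and differences between clones cannot be separated. Neither the paper nor the labels say that the 3 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.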

As expected, JQ1 drastically changed the transcriptomic profiles of the PDAC cells (Fig. 4A). 

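JQ1 changed the level of 11857 of the 14693 genes tested in the mean of the 4 genotypes, with 5545 higher and 6312 lower than with DMSO at an adjusted p under 0.05 from limma (12 libraries per treatment). Of these, 1347 were more than 2-fold higher and 2564 more than 2-fold lower. The balance of all called genes turns with quantile normalization, to 6615 higher and 5459 lower. Fam222a rose by 7.64 (SE 0.33, adjusted p = 2.1e-17 from limma) on the log2 scale, and Ttr, the carrier protein of thyroid hormone and retinol, by 4.81 (SE 0.16, adjusted p = 5.3e-20 from limma). Prl2c2, a placental hormone of the prolactin family, changed by -9.69 (SE 0.19, adjusted p = 6.7e-25 from limma). This was the largest fall among called genes with a mean normalized count of 50 or more. In control cells Prl2c2 went from 459 ± 149 normalized counts (SD, n = 3) with DMSO to 0 in the 3 libraries with JQ1. Its rank is not stable. Over the alternatives run, Prl2c2 ranged from -12.18 to -7.48 and Mrc1, the mannose receptor gene, from -8.66 to -7.88. Tns4, a focal adhesion protein, changed by -7.72 (SE 0.29) and Serpinb5, the protease inhibitor maspin, by -7.30 (SE 0.32).
Of 30 mitosis genes, 29 were lower and 0 higher. Their mean log2 fold change was -0.72 (SE 0.076 over genes, adjusted p = 7.9e-06 from camera and 0.35 with an estimated correlation). By genotype, the mean was -0.23 in control cells (15 lower and 3 higher, adjusted p = 0.22 from camera), -0.75 in Brca2-KO (27 and 0), -1.39 in Atm-KO (30 and 0) and -0.50 in Bub1b-KO cells (20 and 1). In the test of the difference in response between FPC-gene-KO and control cells, 28 had a lower and 0 a higher response, or 30 and 0 when adjusted over the list alone (adjusted p = 6.1e-18 from camera and 0.14 with an estimated correlation). The mitotic cyclin gene Ccnb2 changed by -1.93 (SE 0.051) and Ube2c, a ubiquitin conjugating enzyme of mitotic exit, by -1.45 (SE 0.061). Of 22 genes of the mesenchymal side of epithelial-mesenchymal transition, 15 fell and 3 rose, or 16 and 3 when adjusted over the list alone (mean -1.27, adjusted p = 0.013 from camera). Sparc, a secreted matrix protein, changed by -3.81 (SE 0.12) and the collagen gene Col6a1 by -4.47 (SE 0.24). Genes of epithelial and ductal identity fell as well, 21 of 28 with 5 higher (mean -1.17, adjusted p = 0.0021 from camera). Among them, the tight junction gene Cldn7 changed by -4.48 (SE 0.13) and the duct keratin gene Krt7 by -2.83 (SE 0.037). Of 30 hypoxia and glycolysis genes, 25 fell and 3 rose (mean -0.93, adjusted p = 1.7e-05 from camera and 0.099 with an estimated correlation). The lactate exporter gene Slc16a3 changed by -4.22 (SE 0.13). Of 23 NF-κB targets and cytokines, 16 fell and 6 rose (mean -1.24, adjusted p = 0.033 from camera and 0.12 with an estimated correlation). The largest change among them was that of the collagenase gene Mmp13, -5.87 (SE 0.13). In contrast, 18 of 26 p53 targets rose and 5 fell (19 and 5 when adjusted over the list alone), with a mean of 0.39 (adjusted p = 0.0082 from camera). The growth arrest gene Btg2 rose by 2.17 (SE 0.050).
Among 11 genes described as responsive to BET inhibitors, Serpini1, a serine protease inhibitor, rose by 2.40 (SE 0.084), while Hmga2, an architectural chromatin protein, changed by -3.04 (SE 0.036) and Fosl1, an AP-1 subunit, by -3.02 (SE 0.093). In all, 4 of these 11 were higher and 6 lower, and the list did not pass the test (adjusted p = 0.30 from camera). Of 20 macrophage and leukocyte markers, 7 were measured, and 5 of them were lower with JQ1 (adjusted p = 0.043 from camera and 0.12 with an estimated correlation). Mrc1, the mannose receptor gene, changed by -8.54 (SE 0.27, adjusted p = 2.7e-20 from limma). Of 9 endothelial markers measured, 3 were higher and 4 lower (adjusted p = 0.95 from camera). Except where a second count is given, the counts of these lists were the same when adjusted over the list alone.
In the principal component analysis of all 24 libraries, on normalized counts of unit variance, the first component separated the treatments and held 31.7% of the variance over 20907 genes, and the second held 12.5%. Differences between the treatments made up 98.5% of the variance along the first component, on which DMSO libraries lay between -92.5 and -66.0 and JQ1 libraries between 60.3 and 92.1. Along the second component, 94.9% of the variance lay between the 4 genotypes.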

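Upon JQ1, 47 of the 52 measured clustered histone genes, which encode the replication-dependent core and linker histones, were higher and 0 lower in the mean of the 4 genotypes. Their mean log2 fold change was 2.84 (SE 0.22 over genes, adjusted p = 2.1e-09 from camera), and the counts were the same when adjusted over the list alone. H4c8 (Entrez gene 69386, chromosome 13 from 23531044 to 23531478 in GRCm38), which encodes histone H4, rose by 6.47 (SE 0.16, adjusted p = 1.6e-22 from limma). Its normalized count went from 7.61 ± 4.05 (SD, n = 3) to 789 ± 52.4 in control cells and from 18.4 ± 7.32 to 1081 ± 44.0 in Brca2-KO cells. The histone H3 genes H3c15 and H3c4 rose by 5.90 (SE 0.29) and 5.56 (SE 0.22), and the H2A gene H2ac7 by 5.44 (SE 0.26). Clustered histone genes have near-identical copies that can share reads, so the value of a single copy is uncertain, and their mRNA ends in a stem-loop instead of a poly(A) tail.
Of 30 genes of histone acetylation, H3K4 methylation and BET-associated transcription, 16 rose and 6 fell (mean 0.33, adjusted p = 0.018 from camera and 0.19 with an estimated correlation). Hexim1, an inhibitor of the elongation kinase P-TEFb, rose by 2.83 (SE 0.033, adjusted p = 1.5e-29 from limma). Brd2 (chromosome 17 from 34112019 to 34122814), a BET protein that JQ1 binds, rose by 2.71 (SE 0.028, adjusted p = 1.6e-30 from limma), and the H3K4 methyltransferase gene Kmt2c by 1.22 (SE 0.050). The other measured BET genes, Brd3 and Brd4, had log2 fold changes of 0.11 (SE 0.030) and 0.17 (SE 0.029), calls that end with each cell line as 1 replicate. Of 39 genes of Polycomb, DNA methylation, heterochromatin and histone deacetylation, 22 were higher and 12 lower, and the list did not pass the test (mean 0.13, and 0.21, 0.081, -0.019 and 0.23 in control, Brca2-KO, Atm-KO and Bub1b-KO cells; adjusted p = 0.16 from camera). Among these, the deacetylase gene Sirt1 rose by 1.66 (SE 0.056) and the Polycomb gene Cbx4 by 1.41 (SE 0.043), while Suv39h1, an H3K9 methyltransferase gene, changed by -0.99 (SE 0.037). The counts of both lists were the same when adjusted over the list alone.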

Gene set enrichment analysis (GSEA) revealed that the genes involved in the epigenetic regulatory pathway were significantly upregulated upon JQ1 treatment (Fig. 4B). Interestingly, the gene sets related to macroautophagy and many autophagy-related pathways (e.g., phagosome acidification, phagosome maturation, and regulation of macroautophagy) were also significantly upregulated upon JQ1 treatment. 

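Of 76 genes of the macroautophagy machinery measured in KPC-mT3 cells, 59 rose with JQ1 and 13 fell in the mean of the 4 genotypes, with a mean log2 fold change of 0.41 (SE 0.064 over genes, adjusted p = 3.5e-08 from camera and 0.0066 with an estimated correlation). All 12 genes of the ULK1 and class III PI3K complexes, which start the autophagosome, rose, with a mean of 0.72 (adjusted p = 2.9e-05 from camera). Ulk1 (Entrez gene 22241, chromosome 5 from 110784489 to 110810120 in GRCm38), the kinase at the head of this pathway, rose by 1.79 (SE 0.025, adjusted p = 8.0e-28 from limma). In control cells it went from 1942 ± 19.7 to 6275 ± 174 normalized counts (SD, n = 3). Its paralog Ulk2 rose by 1.61 (SE 0.035), and Uvrag and Atg14, subunits of the PI3K complexes, by 0.96 (SE 0.041) and 0.91 (SE 0.047).
Of 26 genes of lipid transfer and ATG8 conjugation, 20 rose and 5 fell (mean 0.45, adjusted p = 1.2e-04 from camera). Map1lc3b (chromosome 8 from 121590438 to 121598760), which encodes the autophagosome protein LC3B, rose by 1.26 (SE 0.033, adjusted p = 3.5e-22 from limma), and Atg3 and Atg12, which act in the conjugation of LC3, by 1.03 (SE 0.035) and 0.95 (SE 0.043). Of 20 selective autophagy receptors and adaptors, 13 rose and 6 fell, and the list did not pass the test (mean 0.17, and 0.029, 0.15, 0.43 and 0.087 in control, Brca2-KO, Atm-KO and Bub1b-KO cells; adjusted p = 0.066 from camera). Ccpg1, a receptor for the endoplasmic reticulum, rose by 1.50 (SE 0.044) and Sqstm1, which encodes p62, by 1.00 (SE 0.036), while Fundc1, a mitochondrial receptor, changed by -1.52 (SE 0.049). Of 18 genes of the fusion of autophagosomes with lysosomes, 14 rose and 2 fell (mean 0.41, adjusted p = 2.7e-04 from camera). The lipid kinase gene Pikfyve rose by 1.10 (SE 0.038) and Vps33a, a subunit of the HOPS tethering complex, by 1.08 (SE 0.037).
The subunits of the V-ATPase, the proton pump that acidifies lysosomes and phagosomes, rose as a group, 17 of 18 with 0 lower and a mean of 1.05 (adjusted p = 2.1e-09 from camera). Atp6v0d1 rose by 1.90 (SE 0.035, adjusted p = 1.5e-25 from limma) and Atp6v1h by 1.49 (SE 0.034). Of 48 genes of lysosomal hydrolases and membrane proteins, 36 rose and 10 fell (mean 0.54, adjusted p = 1.4e-07 from camera and 0.10 with an estimated correlation). Cln5, a gene of neuronal ceroid lipofuscinosis, rose by 1.77 (SE 0.044), the progranulin gene Grn by 1.75 (SE 0.035) and the sialidase gene Neu1 by 1.67 (SE 0.027). Of 24 MiT/TFE factors and regulators of mTORC1, which include activators and inhibitors, 19 rose and 3 fell (mean 0.47, adjusted p = 6.6e-04 from camera). Sesn3 and Flcn, regulators of mTORC1 signalling, rose by 1.82 (SE 0.046) and 1.42 (SE 0.045), and the arginine sensor gene Castor1 changed by -2.09 (SE 0.13). The counts were the same when adjusted over the list alone for all 8 of these groups.

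**Figure D2:**
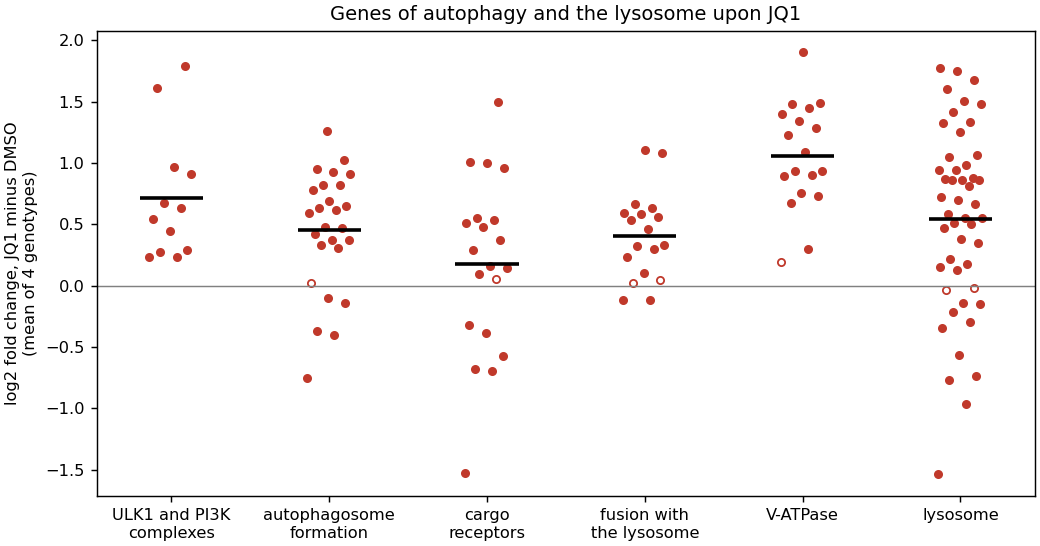
Log2 fold change of each gene of 6 lists, JQ1 minus DMSO in the mean of the 4 genotypes; filled points have an adjusted p under 0.05 from limma, open points do not, and the black line is the mean of the list. The means run from 0.17 for cargo receptors to 1.05 for the V-ATPase.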

The analysis of publicly available transcriptomic data [26, 27] from four different human PDAC cell lines with JQ1 treatment also confirmed the consistent up-regulation of the gene set involved in macroautophagy (Supplementary Fig. 8A, B). Macroautophagy is a proteo-homeostatic mechanism that sequesters and traffics unwanted proteins and/or organelles to the lysosome for degradation [28]. Dysfunction in the autophagy process has been widely implicated in cancer, both as a cancer-promoting mechanism in times of nutrient deprivation and as an anti-cancer mechanism through autophagy-dependent cell death [28]. 

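With JQ1 in both, 41 of the 76 macroautophagy genes were higher in FPC-gene-KO than in control KPC-mT3 cells and 6 were lower (43 and 6 when adjusted over the list alone), taking the mean of the 3 KO genotypes. The mean log2 difference of the list was 0.16 (SE 0.026 over genes, adjusted p = 5.7e-05 from camera and 0.059 with an estimated correlation). Ncoa4 (Entrez gene 27057, chromosome 14 from 32159879 to 32179855 in GRCm38), the receptor for autophagy of ferritin, was higher by 0.82 (SE 0.044, adjusted p = 5.6e-14 from limma), or 0.59 when the median of each chromosome is removed. With JQ1 its normalized count was 3274 ± 149 (SD, n = 3) in control cells, 4724 ± 109 in Brca2-KO cells, 6339 ± 188 in Atm-KO cells and 6494 ± 136 in Bub1b-KO cells. Map1lc3b was higher by 0.51 (SE 0.054, adjusted p = 2.3e-08 from limma) in JQ1-treated FPC-gene-KO cells.
Of 18 genes of the fusion with lysosomes, 12 were higher and 0 lower (13 and 0 when adjusted over the list alone), with a mean of 0.25 (adjusted p = 5.8e-05 from camera). Epg5, a tether of autophagosomes and lysosomes, was higher by 0.56 (SE 0.057), the SNARE gene Stx7 by 0.53 (SE 0.048) and the HOPS subunit gene Vps41 by 0.46 (SE 0.046). Of 20 cargo receptors, 12 were higher and 1 lower (mean 0.16, adjusted p = 0.013 from camera and 0.28 with an estimated correlation). Ccpg1 was higher by 0.48 (SE 0.071), and Calcoco1, a relative of the receptor NDP52, was lower at -0.36 (SE 0.059), which turns to 0.051 when the median of each chromosome is removed. Initiation genes (6 higher and 1 lower of 12, or 7 and 1 when adjusted over the list alone) and conjugation genes (11 higher and 4 lower of 26) did not pass the test as lists (adjusted p = 0.055 and 0.22 from camera). Among them, Atg14 was higher by 0.44 (SE 0.076), or 0.21 when the median of each chromosome is removed, Atg7, the E1-like enzyme of conjugation, by 0.45 (SE 0.10), and Atg101, a subunit of the ULK1 complex, lower at -0.43 (SE 0.066), which is -0.014 and no longer called when the median of each chromosome is removed. Of 18 V-ATPase genes, 12 were higher and 1 lower (13 and 1 when adjusted over the list alone), with a mean of 0.21 (adjusted p = 6.7e-04 from camera and 0.21 with an estimated correlation). Atp6v1b2 was higher by 0.65 (SE 0.039). Of 48 lysosomal genes, 37 were higher and 3 lower (39 and 3 when adjusted over the list alone), with a mean of 0.29 (adjusted p = 1.3e-10 from camera and 0.090 with an estimated correlation). Sgsh, a sulfatase of heparan sulfate breakdown, was higher by 1.07 (SE 0.090), while Hexa, a subunit of beta-hexosaminidase, was lower at -2.30 (SE 0.38). With DMSO, the lysosomal genes spread more in Bub1b-KO cells (SE 0.16 over genes) than in Brca2-KO (0.059) and Atm-KO cells (0.035). The 3 lines therefore did not share the lower level of Hexa with DMSO equally. Of 24 regulators of mTORC1 and MiT/TFE, 13 were higher and 2 lower, or 13 and 3 when adjusted over the list alone (mean 0.025, with 0.053, 0.13 and -0.11 in Brca2-KO, Atm-KO and Bub1b-KO cells; adjusted p = 0.023 from camera and 0.17 with an estimated correlation).
By genotype, the macroautophagy genes were higher in JQ1-treated Atm-KO than in control cells (42 higher and 2 lower, or 43 and 3 when adjusted over the list alone, mean 0.22, adjusted p = 5.3e-06 from camera). In Bub1b-KO cells, 31 were higher and 14 lower (34 and 14 when adjusted over the list alone), and the list did not pass the test (mean 0.11, adjusted p = 0.060 from camera). Lysosomal genes were higher in both, 38 with 0 lower in Atm-KO cells and 28 with 7 lower in Bub1b-KO cells (28 and 8 when adjusted over the list alone; adjusted p = 5.0e-15 and 4.8e-05 from camera, and 0.37 in Bub1b-KO cells with an estimated correlation).
The response to JQ1 itself was compared as JQ1 minus DMSO in FPC-gene-KO cells less JQ1 minus DMSO in control cells. In this comparison 17 macroautophagy genes had a larger and 1 a smaller response, the same when adjusted over the list alone, with a mean log2 difference of 0.12 (SE 0.025 over genes, adjusted p = 0.0011 from camera and 0.091 with an estimated correlation). Of 100 groupings of the libraries, the real one included, 9 gave a difference in response as large for this list, so chance is not excluded. By line, the mean difference in response was 0.088 (SE 0.027 over genes) in Brca2-KO cells, 0.25 (SE 0.038 over genes) in Atm-KO cells and 0.030 (SE 0.028 over genes) in Bub1b-KO cells, and single lines were not tested for it. Bnip3, a mitochondrial autophagy receptor, differed by 1.08 (SE 0.18, adjusted p = 1.1e-04 from limma), Ncoa4 by 0.65 (SE 0.062), Epg5 by 0.57 (SE 0.081) and Map1lc3b by 0.42 (SE 0.077). Without JQ1, 17 macroautophagy genes were higher in FPC-gene-KO than in control cells and 6 lower (19 and 8 when adjusted over the list alone), a mean of 0.038 (adjusted p = 0.15 from camera). By line this mean was 0.064 (SE 0.029 over genes) in Brca2-KO, -0.033 (SE 0.033 over genes) in Atm-KO and 0.081 (SE 0.030 over genes) in Bub1b-KO cells, and single lines were not tested for it. Of 48 lysosomal genes, 28 had a larger response to JQ1 in FPC-gene-KO cells and 1 a smaller one (30 and 2 when adjusted over the list alone), with a mean of 0.29 (adjusted p = 1.3e-10 from camera and 0.080 with an estimated correlation). With DMSO, Bnip3 was lower in FPC-gene-KO than in control cells, at -1.06 (SE 0.13).
Over all genes tested, limma called 6613 between JQ1-treated FPC-gene-KO and control cells (3303 higher and 3310 lower), 3982 between the DMSO-treated cells (1785 higher and 2197 lower), and 2966 with a different response to JQ1. The balance is not stable: with quantile normalization it was 3403 higher and 3173 lower between JQ1-treated and 2281 higher and 2182 lower between DMSO-treated cells, and with chromosome medians removed 3269 higher and 2794 lower, and 1712 higher and 1600 lower. Genes on chromosome 15, 557 of those tested, were lower as a whole in every KO line, with a median log2 difference from control cells, less that of all genes, between -0.37 (Brca2-KO) and -0.48 (Bub1b-KO) with JQ1. With the median of each chromosome removed, an alternative chosen after seeing the data, the mean log2 difference of the macroautophagy genes between JQ1-treated FPC-gene-KO and control cells was 0.18.

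**Figure D3:**
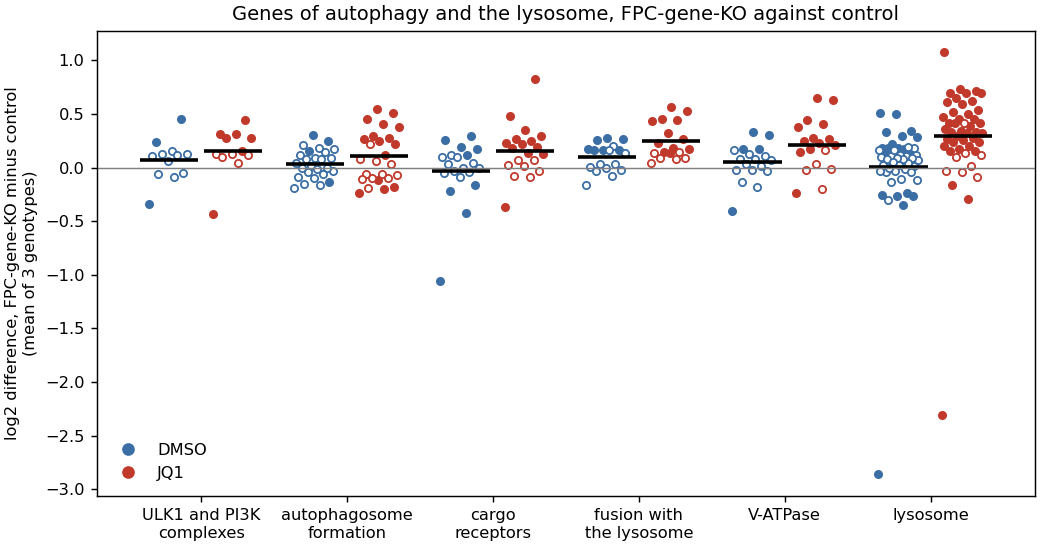
Log2 difference of each gene of 6 lists between FPC-gene-KO and control cells, in the mean of the 3 KO genotypes, with DMSO in blue and JQ1 in red; filled points have an adjusted p under 0.05 from limma, open points do not, and black lines are list means. The lysosomal genes have a mean of 0.0049 with DMSO and 0.29 with JQ1, and the lowest point of each is Hexa, at -2.86 and -2.30. The 3 KO genotypes did not share the value of Hexa with DMSO equally.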

When using GSEA to compare the transcriptomic changes between the control and FPC-gene-KO KPC-mT3 cells upon JQ1, we found that the up-regulation of macroautophagy and autophagy-related pathways were even more prominent in FPC-gene-KO KPC-mT3 cells (Fig. 4C–E), suggesting that the increased autophagic flux might play a role in the drug response of FPC-gene-KO KPC-mT3 cells. While the mechanism behind BET inhibition-mediated gene up-regulation remains unclear, a proposed potential mechanism involves the re-organization of the associated chromatin complex upon BET inhibition [29]. To determine if the changes to the level of autophagy-related transcripts upon JQ1 were regulated at the epigenetic level, we performed CUT-and-RUN-seq for H3K27ac to identify the genomic regions of the active promoters and enhancers in the control and *Brca2*-KO KPC-mT3 cells upon JQ1 treatment. The H3K27ac CUT-and-RUN-seq analysis showed that the autophagy-related genes that were up-regulated upon JQ1 treatment had increased H3K27ac in the proximal transcriptional start site in the JQ1 treated *Brca2*-KO KPC-mT3 cells compared to the control (Fig. 4F, G), suggesting that *Brca2*-KO KPC-mT3 cells might exhibit more autophagy and JQ1 might preferentially induce autophagy mediated cell death in *Brca2*-KO KPC-mT3 cells. 

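In Brca2-KO KPC-mT3 cells alone, 53 of the 76 macroautophagy genes rose and 9 fell between DMSO and JQ1 (54 and 10 when adjusted over the list alone), with a mean log2 fold change of 0.41 (SE 0.061 over genes, adjusted p = 1.4e-08 from camera, 3 libraries per treatment). Of the 12 initiation genes, 11 rose and 0 fell (mean 0.64, adjusted p = 6.5e-05 from camera), with Ulk1 at 1.65 (SE 0.051, adjusted p = 1.4e-19 from limma) and Ulk2 at 1.38 (SE 0.069). Of the 26 genes of lipid transfer and ATG8 conjugation, 20 rose and 3 fell (20 and 4 when adjusted over the list alone) (mean 0.47, adjusted p = 4.2e-05 from camera). In this group Map1lc3b rose by 1.08 (SE 0.066, adjusted p = 2.0e-13 from limma), from 4903 ± 76.4 to 10356 ± 408 normalized counts (SD, n = 3). Atg10, the E2-like enzyme that joins ATG12 to ATG5, rose by 1.04 (SE 0.21) and the protease gene Atg4d by 0.91 (SE 0.11). Of the 18 fusion genes, 12 rose and 0 fell (mean 0.44, adjusted p = 7.8e-05 from camera), among them Pikfyve by 1.24 (SE 0.075) and Epg5 by 0.89 (SE 0.070). The 20 cargo receptors went both ways, 10 higher and 6 lower (11 and 6 when adjusted over the list alone), and did not pass the test as a list (adjusted p = 0.10 from camera). The V-ATPase rose with 16 of 18 subunits (mean 0.99, adjusted p = 1.2e-10 from camera), and of 48 lysosomal genes 35 rose and 8 fell (mean 0.55, adjusted p = 2.6e-09 from camera and 0.066 with an estimated correlation). Grn rose by 1.68 (SE 0.070), the sulfatase gene Gns by 1.67 (SE 0.070) and Atp6v0d1 by 1.89 (SE 0.070). The counts given once were the same when adjusted over the list alone. Over all genes tested, limma called 9051 in Brca2-KO cells, 4206 higher and 4845 lower with JQ1, which turns to 5065 higher and 4313 lower with quantile normalization.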

Taken together, JQ1 transcriptionally upregulates the genes associated with autophagy in *Brca2*-deficient PDAC.

**Fig. 4:**
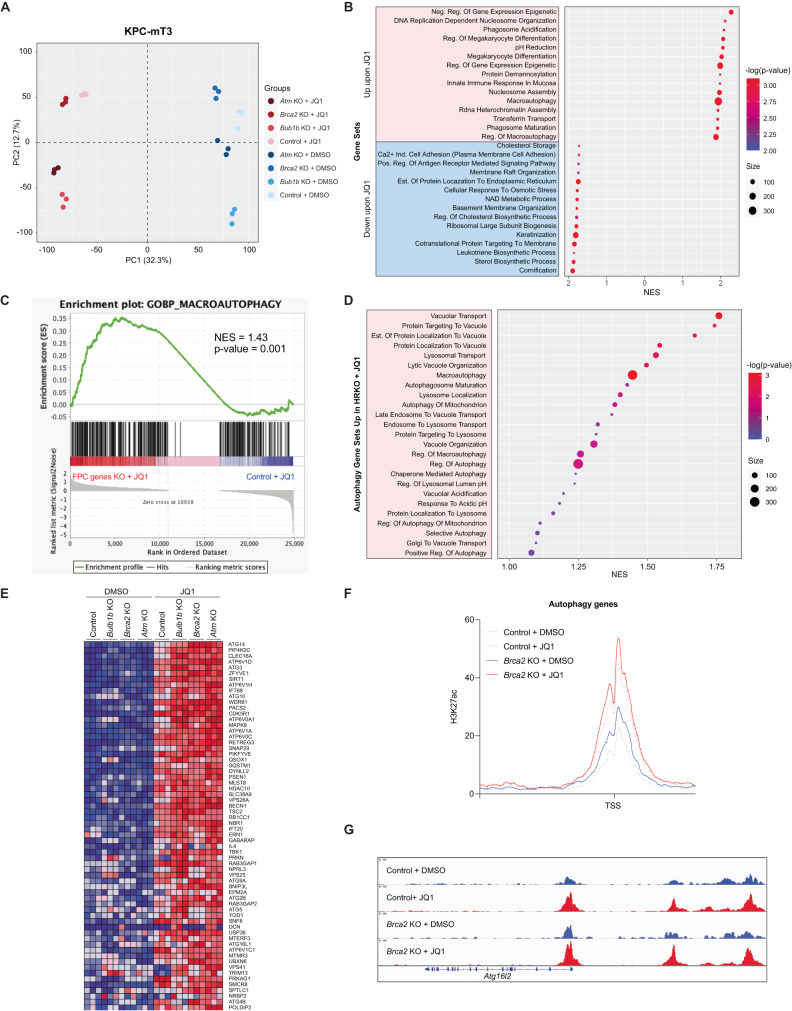
JQ1 significantly upregulates autophagy-related processes in FPC-gene-KO KPC cells. **A** Principal Component Analysis of the transcriptome of FPC-gene-KO KPC cells (*Atm*-KO, *Brca2*-KO, *Bub1b*-KO) and the control, treated with 1 µM JQ1 or DMSO for 72 h (*n* = 3). **B** Top 15 upregulated and downregulated gene sets from Gene Set Enrichment Analysis (GSEA) with Gene Ontology (GO) Biological Processes (BP) gene sets upon treatment with JQ1 (*n* = 3). The size and the color of each point indicate the number of genes and the significance of each output as -log(p-value), respectively. **C** GSEA of GO BP Macroautophagy gene set comparing JQ1-treated FPC-gene-KO KPC cells and JQ1-treated control KPC cells. **D** Top autophagy-related gene sets from GSEA of transcriptomic profiles of JQ1 treated FPC-gene-KO cells, and JQ1 treated control (*n* = 3). **E** A heatmap of differentially expressed autophagy-related genes. A metaprofile of CUT-and-RUN H3K27ac marks proximal to transcriptionally upregulated autophagy genes in the macroautophagy gene set (**F**) and a representative browser track image in *Atg16l2* locus (**G**). NES Normalized Enrichment Score, TSS Transcription Start Site.

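Among the themes of the downregulated gene sets of Fig. 4B, all 19 measured enzymes of cholesterol synthesis fell with JQ1 in the mean of the 4 genotypes, with a mean log2 fold change of -1.66 (SE 0.14 over genes, adjusted p = 2.3e-10 from camera). Nsdhl, which removes methyl groups in sterol synthesis, changed by -2.76 (SE 0.043, adjusted p = 5.7e-27 from limma). Fdps, the farnesyl diphosphate synthase gene, changed by -2.59 (SE 0.032) and the lanosterol demethylase gene Cyp51 by -2.38 (SE 0.026). Keratin, desmosome and cornified envelope genes also fell, 20 of 25 with 2 higher (mean -1.83, adjusted p = 1.7e-05 from camera), with the cornified envelope genes Sprr1a at -6.85 (SE 0.14) and Ivl at -5.46 (SE 0.38). Of 85 cytosolic ribosomal protein genes, 73 fell and 3 rose (mean -0.38, adjusted p = 3.5e-08 from camera and 0.32 with an estimated correlation). Many of these have pseudogenes that can share their reads. Of 35 nucleolar ribosome assembly factors, 27 fell and 6 rose (mean -0.34, adjusted p = 0.0016 from camera and 0.31 with an estimated correlation). Gar1 and Dkc1, which act in pseudouridylation, changed by -1.30 (SE 0.094) and -1.12 (SE 0.037). Basement membrane genes (13 lower and 6 higher of 21) and genes of NAD metabolism (9 lower and 3 higher of 14) did not pass the test as lists (adjusted p = 0.082 and 0.13 from camera). Among them, the nidogen gene Nid1 changed by -3.85 (SE 0.069) and Nmnat2, an enzyme of NAD synthesis, by -4.32 (SE 0.36). The counts of these lists were the same when adjusted over the list alone. Within a genotype, limma called 9379 genes between JQ1 and DMSO in control cells (4313 higher), 9650 in Atm-KO cells (4475 higher) and 9708 in Bub1b-KO cells (4570 higher). With quantile normalization the majority turns in each, to 5442 higher and 4382 lower in control, 5335 higher and 4536 lower in Atm-KO and 5315 higher and 4375 lower in Bub1b-KO cells.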

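Of the 50 genes legible in the heatmap of Fig. 4E, 48 rose with JQ1 in the mean of the 4 genotypes and 0 fell (mean log2 fold change 0.75). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. Cdk5r1, an activator of the kinase CDK5, rose by 2.80 (SE 0.12, adjusted p = 7.0e-18 from limma), the V-ATPase genes Atp6v0c and Atp6v1d by 1.34 (SE 0.058) and 1.28 (SE 0.035), and Wdr81, which acts in endosome maturation, by 1.27 (SE 0.035). By genotype, 41 of the 50 rose in control cells, 47 in Brca2-KO cells, 48 in Atm-KO cells and 45 in Bub1b-KO cells, with 0 lower in each. With JQ1 in both, 27 were higher and 2 lower in FPC-gene-KO than in control cells. Trim13, a ubiquitin ligase of the endoplasmic reticulum, was higher by 0.64 (SE 0.14, adjusted p = 4.6e-04 from limma), Atg10 by 0.54 (SE 0.17) and the SNARE gene Snap29 by 0.43 (SE 0.067), while Prkag1, a subunit of the energy sensor AMPK, and Atp6v1c1 were lower at -0.31 (SE 0.077) and -0.24 (SE 0.056). These 2 genes lie on chromosome 15, and with the median of each chromosome removed, an alternative chosen after seeing the data, they turn to 0.11 and 0.18, while Trim13, on chromosome 14, falls to 0.41. The call of Atg10 ends when 1 control library is left out. In JQ1-treated Brca2-KO cells, 17 were higher and 2 lower than in control cells, in Atm-KO cells 27 and 1, and in Bub1b-KO cells 26 and 6. With DMSO, 9 were higher and 6 lower in FPC-gene-KO cells. In the test of the difference in response to JQ1, 14 had a larger response in FPC-gene-KO cells and 0 a smaller one, among them Ern1, a sensor of unfolded proteins, by 0.90 (SE 0.087) and the kinase gene Mapk8 by 0.38 (SE 0.11), a call that ends with either of 2 control libraries left out or the chromosome medians removed.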

### *Brca2* deficiency increases autophagic flux upon JQ1 treatment

From the transcriptomic analyses, we hypothesized that JQ1-mediated upregulation of autophagy-associated genes induces increased autophagic flux in *Brca2*-KO KPC cells. 

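Comparing JQ1-treated Brca2-KO with JQ1-treated control cells, 27 of the 76 macroautophagy genes were higher in Brca2-KO cells and 3 lower (28 and 6 when adjusted over the list alone), with a mean log2 difference of 0.15 (SE 0.024 over genes, adjusted p = 3.6e-05 from camera and 0.055 with an estimated correlation). Atg14 was higher by 0.62 (SE 0.093, adjusted p = 1.5e-05 from limma), Map1lc3a, which encodes LC3A, by 0.55 (SE 0.13), Map1lc3b by 0.39 (SE 0.066) and Ncoa4 by 0.53 (SE 0.054), while Atg101 was lower at -0.38 (SE 0.081). With the median of each chromosome removed, an alternative chosen after seeing the data, the calls of Map1lc3a and Atg101 end, at 0.33 and -0.0045, and Atg14 and Ncoa4 fall to 0.41 and 0.33. Becn1, which encodes BECLIN-1, and Sqstm1 differed by 0.054 (SE 0.066) and 0.0058 (SE 0.072), which limma did not call (adjusted p = 0.61 and 0.97), nor with chromosome medians removed, where Becn1 is 0.12. Of 18 fusion genes, 9 were higher and 0 lower (10 and 1 when adjusted over the list alone) (mean 0.21, adjusted p = 3.4e-04 from camera), with Epg5 at 0.58 (SE 0.070) and the HOPS subunit gene Vps16 at 0.51 (SE 0.065), or 0.29 with chromosome medians removed. Of 20 cargo receptors, 7 were higher and 1 lower (mean 0.14, adjusted p = 0.018 from camera and 0.43 with an estimated correlation), and of 26 conjugation genes 8 and 1 (9 and 3 when adjusted over the list alone) (mean 0.13, adjusted p = 0.046 from camera and 0.11 with an estimated correlation). Initiation genes (3 higher and 1 lower) and V-ATPase genes (5 higher and 1 lower) did not pass the test as lists (adjusted p = 0.082 and 0.091 from camera). Of 48 lysosomal genes, 24 were higher and 3 lower (26 and 3 when adjusted over the list alone) (mean 0.19, adjusted p = 2.7e-07 from camera and 0.20 with an estimated correlation), with the cathepsin gene Ctsf at 1.48 (SE 0.15) and Sgsh at 0.94 (SE 0.11). Over all genes tested, limma called 4032 between these cells, 1964 higher and 2068 lower in Brca2-KO cells, a balance that turns to 1604 higher and 1507 lower with chromosome medians removed. In the paper's account, JQ1 raised gene sets of macroautophagy in KPC-mT3 cells, and more so in FPC-gene-KO cells, and its authors propose from this that increased autophagic flux might play a role in the drug response. They therefore turned to protein markers of autophagy in control and Brca2-KO cells.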

Recent reports suggested that JQ1 induces the accumulation of autophagosomes and autolysosomes, and increased autophagy flux [30]. To test this hypothesis, we measured the expression of autophagy protein markers upon JQ1 treatment. *Brca2*-KO KPC-mT3 cells exhibited higher base-line expression of autophagy markers LC3A/B II and BECLIN-1 compared to the control, and JQ1 treatment increased the expression LC3A/B II and BECLIN-1 in both control and *Brca2*-KO KPC-mT3 cells (Fig. 5A). Particularly, JQ1-treated *Brca2*-KO KPC-mT3 cells had further increased expression of autophagy marker proteins along with decreased expression of autophagy substrate SQSTM1/p62, indicative of increased autophagic flux. Despite an increase in autophagic flux in JQ1-treated *Brca2*-KO KPC-mT3 cells, there was no significant difference in the expression of ATG family proteins (Supplementary Fig. 9). Immunofluorescence (IF) staining of LC3 showed more autophagosome formations depicted by the increased number of LC3 puncta in *Brca2*-KO cells upon JQ1 treatment (Fig. 5B, C). To visualize the autophagy flux at the cellular level, we utilized an autophagy reporter construct (EGFP-LC3-RFP) to observe autophagosome puncta formation and trafficking in the cell. This reporter allowed us to distinguish early autophagic vacuoles from autolysosomes using the differential pH sensitivities as described elsewhere [31]. JQ1 treatment in control and *Brca2*-KO KPC-mT3-v2 cells increased LC3 puncta intensity per cell (Fig. 5D, E). Consistent with IF results, *Brca2*-KO KPC-mT3-v2 cells also had higher baseline LC3 puncta intensity compared to control cells, and this intensity in the *Brca2*-KO KPC-mT3-v2 cells further increased upon JQ1 treatment. Using the recently developed quantitative method to measure dynamic autophagy rates in live cells [32], we measured the rates of three major steps in autophagy: the rate of formation of autophagosomes (R_1_), the rate of fusion of autophagosomes with autolysosomes (R_2_), and the rate clearance of autolysosomes (R_3_) (Fig. 5F). First, we validated our system with rapamycin, an autophagy inducer, resulting in the increased R_1_, R_2_, and R_3_ of murine KPC control cells (Supplementary Fig. 10A). The measurement of dynamic autophagy rates revealed that *Brca2*-KO KPC-mT3-v2 cells have higher basal autophagy flux (Fig. 5G), and JQ1 treatment further increased autophagy flux in both control and *Brca2*-KO cells (Fig. 5H, Supplementary Fig. 10B). Collectively, we concluded that JQ1 induces increased autophagic flux in *Brca2*-deficient PDAC cells.

**Fig. 5:**
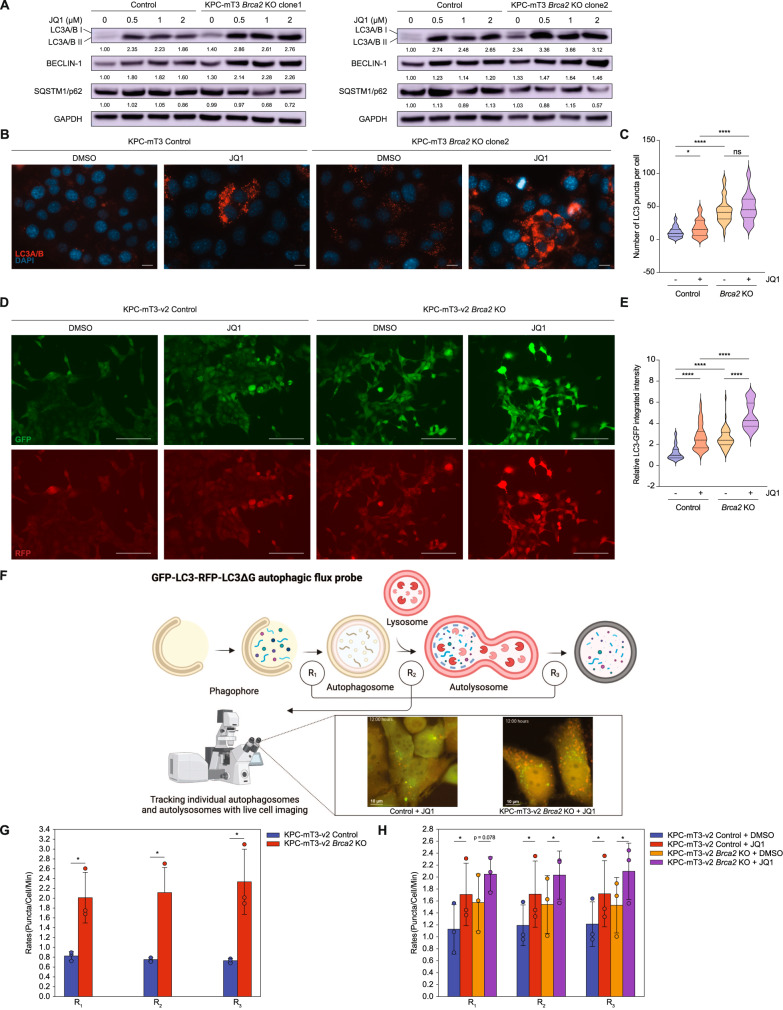
JQ1 and *Brca2* deficiency increase autophagic flux. **A** Western blotting of autophagy markers (LC3A/B, BECLIN-1, and SQSTM1/p62) in control and *Brca2*-KO KPC-mT3 clone 1 and 2 upon JQ1 treatment for 72 h. Representative images of immunofluorescence staining of LC3 upon 1 μM JQ1 treatment for 24 h (**B**) and the quantification (**C**) in control and *Brca2*-KO KPC-mT3 cells. Scale bars, 100 µm. **D**, **E** Autophagic flux with the autophagy reporter (EGFP-LC3-RFP) upon 5 μM JQ1 treatment for 24 h in control and *Brca2*-KO KPC-mT3-v2 cells. *p < 0.01, ****p < 0.0001, and ns not significant were determined by two-tailed unpaired Student’s *t*-test. Scale bars, 150 µm. **F** A schematic drawing of the live cell imaging-based autophagy rate measurement. **G** Basal rates of *Brca2*-KO and control KPC-mT3-v2 cells. A minimum of 600 cells were imaged. Bar graphs represent mean with error bars representing ± standard deviation based on three biological replicates. *p < 0.05, and ns not significant were determined by one tailed paired *t*-test. **H** Rates of *Brca2*-KO and control KPC-mT3-v2 cells after treatment with 5 µM JQ1 for 12 h. A minimum of 600 cells were imaged. Bar graphs represent mean with error bars representing ± standard deviation based on three biological replicates. *p < 0.05, and ns not significant were determined by one-tailed paired *t*-test.

### BET inhibition in *Brca2* deficiency causes autophagy-dependent cell death

The increased autophagy induced by JQ1 in *Brca2*-KO KPC-mT3 cells prompted us to investigate whether autophagy-dependent cell death is critical for *Brca2*-KO KPC-mT3 cells upon JQ1 treatment. Previously, JQ1 has also been known to induce ferroptosis, an iron-dependent cell death [33]. However, the increased sensitivity to JQ1 in *Brca2*-KO KPC-mT3 cells was not due to increased ferroptosis (Supplementary Fig. 11A, B). Furthermore, cleaved caspase 3 expression was not significantly increased in *Brca2*-KO KPC-mT3 cells upon JQ1 treatment, compared to the control cells treated with JQ1 (Supplementary Fig. 11C). This indicated that the preferential cell death in *Brca2* deficiency is not likely due to either ferroptosis or caspase3-dependent apoptosis. To show JQ1-mediated cell death in *Brca2*-KO KPC-mT3 cells is autophagy-dependent, we asked whether hydroxychloroquine (HCQ), an autophagy inhibitor, can rescue JQ1-induced cell death in *Brca2*-KO KPC-mT3 cells. As expected, HCQ treatment partially rescued the increased sensitivity to JQ1 in *Brca2*-KO-mT3 cells while the control cells did not show any antagonistic effect upon JQ1 and HCQ treatment (Fig. 6A, B and Supplementary Fig. 11D). Likewise, we were able to rescue the increased sensitivity to JQ1 with autophagy inhibition in *Atm*- and *Bub1b*-deficient KPC cells, suggesting that autophagy-dependent cell death might be a common mechanism in HR-deficiency (Fig. 6C, D). While HCQ is known to block the fusion of autophagosomes with lysosomes, it also has other autophagy-independent effects. Therefore, we decided to genetically perturb the autophagy genes responsible for autophagosome formation such as *Atg5, Atg12* and *Atg16l1* using RNA interference. In line with pharmacological inhibition of autophagy, depletion of autophagy genes also rescued the effect of JQ1 in *Brca2*-KO KPC-mT3 cells (Fig. 6E, F and Supplementary Fig. 11E). Taken together, our data with pharmacological and genetic perturbation of autophagy indicated that the induction of autophagy-dependent cell death in *Brca2* deficiency is in part responsible for the increased sensitivity to BET inhibition in *Brca2*-KO setting.

**Fig. 6:**
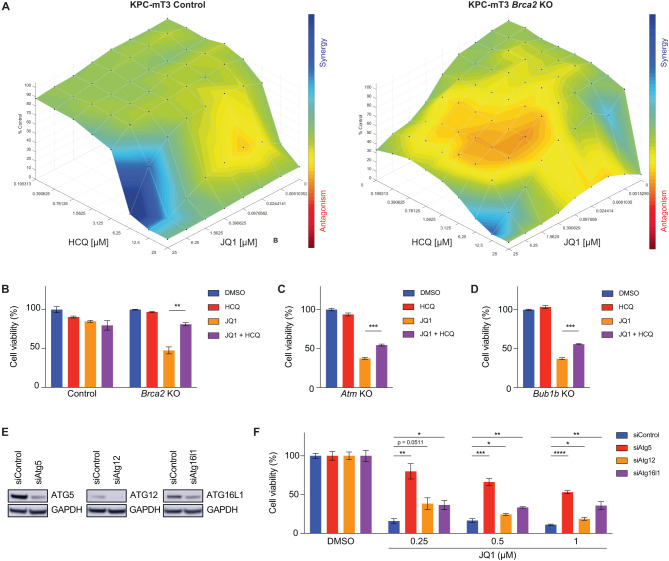
Autophagy inhibition partially rescues JQ1-mediated cell death in *Brca2*-KO KPC cells. **A** Analysis and visualization of hydroxychloroquine (HCQ) and JQ1 combination of control (left) and *Brca2*-KO KPC-mT3 cells (right, clone 2) with Combenefit. Blue and red indicate synergy and antagonism, respectively. Cell viability assay of control, *Brca2*-KO (**B**), *Atm*-KO (**C**) and *Bub1b*-KO (**D**) KPC-mT3 cells upon DMSO, HCQ (5 μM), JQ1 (0.5 μM), HCQ (5 μM) and JQ1 (0.5 μM) combination treatment. **E** Western blotting of *Brca2*-KO KPC-mT3 cells transfected with the indicated siRNAs. **F** Percentage cell viability of *Brca2*-KO KPC-mT3 cells transfected with the indicated siRNAs upon JQ1 treatment. Cell viability was calculated as the average of the percentage covered area per field (see Supplementary Fig. 11E). *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 were determined by two-tailed unpaired Student’s *t*-test.

## Discussion

In this study, we identified JQ1, a small molecule BET inhibitor from the high-throughput drug screen in *Brca2*-KO KPC cells. This finding was validated using isogenic human and mouse cell lines, human PDAC cell lines and publicly available pan-cancer analysis. We propose that BET inhibition might be a potential therapeutic strategy for FPC patients with the mutated genes involved/implicated in HR DNA repair pathway. BET proteins have recently emerged as therapeutic targets for human malignancies, and BRD4 among BET proteins appears to be a major target of BET inhibition [34]. In line with this, our genetic perturbation experiments using siRNA confirmed that the increased sensitivity to BET inhibitors in *Brca2*-KO KPC cells was mainly mediated by BRD4. While the BET proteins share ~75% identity between family members, it has been shown that they play distinct roles in gene transcription, chromatin remodeling, DNA replication, and DNA damage repair [9]. In particular, a recent study further confirms that BRD4 is directly involved in DNA double strand break repair [35]. In addition, due to a poor pharmacokinetic profile, low oral bioavailability, and unwanted toxicities of JQ1, there has been extensive effort to develop selective inhibitors of BET with reduced toxicity. Nonetheless, our findings highlight a novel vulnerability of FPC, particularly in *BRCA2* deficiency. Identification of BET inhibitors as a new vulnerability of FPC was an unexpected finding because many epigenetic drugs including BET inhibitors were used to induce a “BRCAness” phenotype and exert a synergistic cytotoxicity effect in combination with olaparib in HR-proficient tumors, including breast, ovarian and prostate cancers [36]. This phenomenon has also been observed in PDAC upon combination therapy with JQ1 and olaparib as JQ1 mitigates DNA double strand break repair pathway and further improves the efficacy of olaparib [24]. However, in our study, we found that *BRCA2*-deficient PDAC is sensitive to BET inhibition alone, which sheds light on unexplored mechanisms between HR DNA repair pathway and epigenetic regulations. Several PARP inhibitors have already been approved for *BRCA1/2* mutated cancers. However, the development of PARPi resistance appears to be inevitable [37]. JQ1 has been shown to re-sensitize *BRCA2*-mutated ovarian cancer cells that have developed resistance to olaparib [38]. It remains to be determined whether BETi can be still effective to *BRCA2*-mutated PDAC cells that become resistant to PARPi. Therefore, BET inhibition as a therapeutic approach might be broadly applicable to both HR-proficient and -deficient as well as PARPi-resistant cancers.

There is ample evidence that autophagy and DNA repair pathways are interconnected. For instance, autophagy deficiency has been shown to induce genomic instability through various mechanisms, reviewed in Vesonni et al. [39]. Here, we showed that the increased sensitivity to BETi in *Brca2*-deficient PDAC cells is in part due to autophagy-dependent cell death. Autophagy is a conserved catabolic process that contributes to cellular homeostasis, through the degradation and recycling of cytoplasmic components and organelles in the lysosome [28, 40, 41]. Recently, it has been reported that PDAC tumors exhibit high autophagy activity which confers resistance to chemotherapies [42]. Therefore, a significant effort to combine autophagy inhibitor with other therapies are being pursued in both preclinical and clinical settings. For example, the combination of autophagy inhibitors with MAPK pathway inhibitors are currently being tested in patients with PDAC [42–44]. We found that *Brca2* deficiency resulted in increased autophagy activity. This is in line with recent observations that *BRCA1/2* can negatively regulate autophagy [45–47]. Upon BET inhibition, the autophagy activity was further pronounced, resulting in autophagy-dependent cell death. Unlike the current therapeutic strategy of combining autophagy inhibition with other chemo- or targeted therapies, autophagy inhibition confers antagonistic effect of JQ1 sensitivity in *Brca2* deficiency. This raises a potential concern that autophagy inhibition might exert antagonistic effect depending on the context. It should be noted that autophagy has been shown to have dual roles in cancer progression: both pro- and anti-tumorigenic roles [48, 49]. For instance, suppression or deficiency of autophagy genes has been shown to enhance tumorigenesis. In pancreatic cancer, *Atg5* or *Atg7* deficiency resulted in increased PanIN lesions, albeit lack of progression to malignant disease [50]. In line with this, a monoallelic deletion of *BECLIN1* is frequently found in breast cancer samples [51].

It is tempting to speculate that the increased sensitivity to JQ1 might be associated with DDR defects as we showed the defects in other FPC genes (e.g., *ATM, BUB1B*) resulted in increased sensitivity to BETi. Because of the scarcity of non-*BRCA* mutations in FPC, the clinical benefit of PARPi and other therapeutic strategies have only been focused on pancreatic cancer with *BRCA1/2* mutations. It is urgently required to develop appropriate preclinical models to evaluate the PARPi therapies and identify novel vulnerabilities tailored toward each FPC gene. Isogenic FPC gene KO of murine KPC or human PDAC cell lines can provide a platform to identify a new vulnerability of FPC and investigate the underlying molecular mechanisms of synthetic lethality and potential resistance mechanisms in the future.

### Supplementary information

Supplementary information

Supplemental Figures

original data files

Supplementary file 1

Supplementary file 2

Supplementary file 3

Supplementary file 4

Reproducibility Checklist

## Data Availability

The accession number for the data for RNA-seq and CUT-and-RUN-seq is NCBI GEO: GSE207298.

# Supplementary material for: A new vulnerability to BET inhibition due to enhanced autophagy in BRCA2 deficient pancreatic cancer
**Source:** Cell Death Dis. 2023 Sep 21;14(9):620. doi: 10.1038/s41419-023-06145-9
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Information**

**Supplementary File 1. Data associated with 3300 clinically approved drug screening in *Brca2*-KO KPC and control cells**

**Supplementary File 2. Concentration Response Curve (CRC) data associated with 110 clinically approved drugs**

**Supplementary File 3. Concentration Response Curve (CRC) data from the 133 NCI drug panel**

**Supplementary File 4. Sequence information of the guide RNAs used in this study**

**Supplementary Figure Legends**

**Supplementary Fig. 1 Characterization of *Brca2*-KO KPC cells. A,** Surveyor assay performed with *Brca2* knock-out (KO) KPC-mT3 and mT19 cells to verify CRISPR/Cas9-mediated mutation. – and + indicates the absence and presence of T7 endonuclease I. **B,** Graph illustrating the Inference of CRISPR Edits (ICE) KO score for each *Brca2* KO KPC cell lines generated. **C-D,** Immunofluorescence (IF) staining of RAD51 foci in control and *Brca2*-KO KPC-mT3 cells upon 0.2 μM doxorubicin treatment for 24 hrs (C) and the quantifications of the number of RAD51 foci / cell (D). Scale bars, 100 µm. **E-F**, Homologous recombination efficiency assay in control and *Brca2*-KO KPC-mT3 cells (E) and the quantification (F). **G,** Cell viability assay performed with *Brca2*-KO KPC-mT3 cells upon 72 hrs treatment with various concentrations of PARP inhibitors (olaparib and talazoparib) and common first-line PDAC chemotherapies (gemcitabine, 5-FU and oxaliplatin). **H,** Relative cell growth of KPC-mT3 cells with control and *Brca2*-KO. Error bars represent mean ± SEM.

**Supplementary Fig. 2 *Brca2*-KO KPC cells are sensitive to JQ1.** **A,** Scatter plot analysis of the set of epigenetic drugs and clinically approved 3300 drugs screen. All data from all assay plates, including high and low controls, are displayed. The average signal-to-background ratio (S:B) = 123.67 ± 3.97 for control cells (left) and 109.36 ± 4.05 for *Brca2*-KO KPC-mT3 cells (right) (n = 3 plates). The heat cutoff was determined by using the Average + 3 x Standard Deviation of the low control. Z’ = 0.74 ± 0.04 for control cells and 0.53 ± 0.11 for *Brca2*-KO KPC-mT3 cells between high and low controls wells, as well as broad distribution of hits indicate that the assay is robust. Blue circles represent low control wells containing cells in the presence of DMSO only, black circles represent data wells containing compounds and red circles represent high control wells containing media + DMSO. **B,** Scatter plot analysis of NCI approved 133 drugs screen. All data from all assay plates, including high and low controls, are displayed. The average signal-to-background ratio (S:B) = 137.39 ± 5.61 for control cells (left) and 130.76 ± 5.61 for *Brca2*-KO KPC-mT3 cells (right) (n = 3 plates). The heat cutoff was determined by using the Average + 3 x Standard Deviation of the low control. Z’ = 0.75 ± 0.03 for control cells and 0.66 ± 0.08 for *Brca2*-KO KPC-mT3 cells between high and low controls wells, as well as broad distribution of hits indicate that the assay is robust. Blue circles represent low control wells containing cells in the presence of DMSO only, black circles represent data wells containing compounds and red circles represent high control wells containing media + DMSO. **C,** JQ1 concentration response curve of control and *Brca2*-KO KPC-mT3 cells in 1536 wells. Each curve represents the mean and the standard deviation of 16 replicates.

**Supplementary Fig. 3 New vulnerabilities of *BRCA2*-deficient pancreatic cancer. A,** Surveyor assay performed with control and *BRCA2*-KO MiaPaCa-2 cells to verify CRISPR/Cas9 mediated mutation. – and + indicates the absence and presence of T7 endonuclease I. **B,** Cell viability assay performed with control and *BRCA2*-KO MiaPaCa-2 cells upon olaparib treatment. **C,** Cell viability assay performed with control and *Brca2*-KO KPC-mT3 cells upon 72 hrs treatment with various concentration of afatinib (left) and etoposide (right). **D**-**E,** Cell viability of control and *Brca2*-KO KPC-mT3 cells were assessed after pooled transfection of siBrd2, siBrd3 and siBrd4 with the final concentration of 60 nM (**D**) and 75 nM (**E),** respectively. **F,** Knockdown efficiency upon siControl transfection or individual Brd2, Brd3, and Brd4 siRNAs, assessed by RT-qPCR. **G,** Percentage cell viability upon siControl transfection or individual Brd2, Brd3, and Brd4 siRNAs. The mean ± SEM is shown. *p<0.05, **p<0.01 and ***p<0.001 were determined by one-tailed unpaired Student *t*-test.

**Supplementary Fig. 4 JQ1 treatment down-regulates MYC and genes involved in DNA repair**. **A,** Western blot analysis of MYC, KU80 and RAD51 in *Brca2*-KO KPC-mT3 clone 1 (left) and 2 (right) and control from KPC-mT3 cells upon 0, 0.5, 1, and 2 μM of JQ1 treatment for 72 hrs. **B,** Western blot analysis of MYC in *Brca2-*KO KPC-mT3 clone 1 (left) and 2 (right) and control after 4 hrs and 24 hrs treatment of JQ1. GAPDH is the loading control.

**Supplementary Fig. 5 *Brca2* deficiency abrogates JQ1’s synergistic interaction with olaparib**. **A-B,** Analysis and visualization of olaparib and JQ1 in control (**A**) and *Brca2*-KO KPC-mT3 cells (**B**) with Combenefit. Blue indicates synergy and red indicates antagonism.

**Supplementary Fig. 6 JQ1 treatment is preferentially effective in *Brca2*-deficient tumors. A,** Representative hematoxylin and eosin (H&E) staining, Ki67 immunohistochemistry, and TUNEL staining of the indicated tumors derived from control and *Brca2*-KO clone 2 KPC-mT19-v2 cells. **B-C,** Quantifications of the number of Ki67 (B) and TUNEL (C) positive cells. **D-E**, Immunohistochemical staining of cleaved caspase 3 (D) and the quantification (E) in the indicated tumors derived from control and *Brca2*-KO KPC-mT3 cells. Error bars indicate mean ± SD. Statistical significance was analyzed by two-tailed unpaired Student’s *t*-test for histological analyses. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. Scale bars, 100 µm.

**Supplementary** **Fig. 7 Characterization of *Atm*- and *Bub1*-KO KPC-mT3 cells. A,** Surveyor assay performed with *Atm and Bub1b* knock-out (KO) KPC-mT3 cells to verify CRISPR/Cas9-mediated mutation. – and + indicates the absence and presence of T7 endonuclease I. **B,** Graph illustrating the Inference of CRISPR Edits (ICE) KO score. **C-D,** Cell viability assay performed with *Atm*-KO (C) and *Bub1b*-KO (D) KPC-mT3 cells upon JQ1, birabresib and molibresib treatments.

**Supplementary Fig. 8 JQ1 treatment in human PDAC cells up-regulates the genes involved in autophagy. A,** Genes involved in macroautophagy were up-regulated upon JQ1 treatment in GSEA with two human PDAC cell lines, ASPC1 and PANC1 (GSE124069). **B,** Genes involved in macroautophagy were up-regulated upon JQ1 treatment in GSEA with two human PDAC cell lines, MiaPaCa-2 and L37PL in GSEA (GSE98067).

**Supplementary Fig. 9 JQ1 treatment increases autophagy in *Brca2*-KO KPC cells.** Western blot analysis of autophagy-related proteins (ATG5, ATG7, ATG12, ATG16L1) in *Brca2*-KO KPC-mT3 clone 1 and 2 and control upon 0, 0.5, 1, and 2 μM of JQ1 treatment for 72 hrs. GAPDH is the loading control from **Fig. 5A.**

**Supplementary Fig. 10 Quantitative measurement of dynamic autophagy rates. A,** Rates of KPC-mT3-v2 control cells after treatment with 100 nM Rapamycin for 30 minutes. Respective concentration of DMSO was used a negative control. A minimum of 600 cells were imaged. Bar graphs represent mean with error bars representing ± standard deviation based on three biological replicates. **B,** Autophagosome (AP) and autolysosome (AL) numbers were measured over 24 hrs following treatment with JQ1 or DMSO in control and *Brca2*-KO KPC-mT3-v2 cells. Values were normalized to AP and AL numbers at 0 hrs post-treatment treatment (AP_0_ and AL_0_). Line represents mean with shaded area representing ± standard deviation based on two biological replicates. Statistical significance was analyzed by one-tailed paired Student’s *t*-test. *p < 0.05, ns, not significant.

**Supplementary Fig. 11 Autophagy inhibition partially rescues JQ1-mediated cell death in *Brca2*-KO KPC cells.** **A,** Cell viability assay of *Brca2*-KO KPC-mT3 cells upon DMSO, ferrostatin (ferroptosis inhibitor, 5 μM), JQ1 (0.5 μM), JQ1 (0.5 μM) and ferrostatin (5 μM) combination treatment for 72 hrs. **B,** Cell viability assay of *Brca2*-KO KPC-mT3 cells upon DMSO, ferrostatin (5 μM), erastin (ferroptosis activator, 5 μM), ferrostatin (5 μM) and erastin (5 μM) combination treatment for 72 hrs. **C,** Western blot of cleaved caspase 3 in control and *Brca2*-KO KPC-mT3 cells upon DMSO, doxorubicin (0.2 μM), and JQ1 (10 μM) treatment for 48 hrs. VINCULIN is the loading control. **D**, Analysis and visualization of HCQ and JQ1 combination of *Brca2*-KO KPC-mT3 cells (clone 1) with Combenefit. Blue indicates synergy and red indicates antagonism. **E,** Representative images of control siRNA or Atg5 siRNA, Atg12 siRNA, Atg16l1 siRNA expressing *Brca2*-KO KPC-mT3 cells treated with JQ1. Microscopic images were taken from 4X field to quantify the covered area per field. *p<0.05, **p<0.01, ***p<0.001 were determined by two-tailed unpaired Student’s *t*-test. Scale bars, 800 µm.

**Supplementary Methods**

**Compound Library and HTS**

A collection of ~3,300 clinically approved drugs obtained from multiple vendors were assembled at the UF Scripps Biomedical Research High-throughput Screening Center and reformatted into 1536-well source plates for automated robotics screening (1). In addition, the NCI-approved oncology drug set of 133 compounds was obtained directly from the NCI, described previously (2, 3). In brief, a 1536-well 2D cell viability assay was optimized previously (2). Cell viability was determined based on the amount of ATP present using CellTiter-Glo (Promega, G7573). Trypsinized cells were resuspended and filtered through cell strainer. 62 cells in 5 µL of culture media were seeded in 1536-well plates. After incubation of the assay plates overnight, cells were treated with compounds and vehicle (10 nL, 0.02% DMSO). Cell viability was assessed after 72 hrs of incubation using CellTiterGlo reagent according to manufacturer’s instructions. All data files obtained were uploaded into Scripps’ institutional database for individual plate quality control and hit selection. All plates were required to pass Z’ analysis >0.5 based on the control wells (n =24 per control per plate) before they were subjected to further analysis (4). Compound activity was normalized on a per-plate basis as described previously. The High control is defined as wells containing medium only (100% inhibition), and Low control wells contain cells treated with DMSO only (0% inhibition). IC50 values were determined by fitting the concentration-response curve (CRC) data with a four-parameter variable-slope method in GraphPad Prism (GraphPad Software).

**Lentiviral and Retroviral Transduction**

To produce the lentivirus and retrovirus, HEK-293T (for lentivirus production) or Phoenix Ecotropic (for retrovirus production) were plated to 70-90 % confluency at the time of transfection with complete DMEM. 18-24 hrs post-plating, cell media were replaced with DMEM supplemented with 10% FBS. For lentiviral production in each well of 6-well plate format, 1 µg of payload plasmid along with 0.2 µg pMD2.G (Addgene #12259) and 0.8 µg psPAX2 (Addgene #12260) packaging plasmid were transfected into HEK-293T cells with the Xtremegene9 transfection agent (MilliporeSigma, 06365787001) at 1 to 3 DNA to transfection agent ratio following the manufacturer’s protocol. For retroviral production in 10 cm plate, the 5 µg of payload plasmid (e.g., pMRX-IP-GFP-LC3-RFP, Addgene #84573) was transfected into Phoenix Ecotropic cells with the Xtremegene9 transfection agent at 1 to 3 DNA to transfection agent ratio following the manufacturer’s protocol. 48 hrs post-transfection, lentivirus or retrovirus supernatant was harvested, spun down at 1100 rpm for 5 min, filtered through a 0.45-µm filter, then treated to mouse KPC cells with 1:1000 dilution of 1000x polybrene transfection agent (MilliporeSigma, C788D57). 48 hrs post transduction, the transduced cell lines were selected with corresponding antibiotics: 1 mg/mL of geneticin (VWR, 100216-972) or 2 µg/mL of puromycin (Thermo Scientific, 53-79-2). As our *Brca2*-KO KPC cells already express GFP, we generated additional control and *Brca2*-KO KPC cells without GFP expression. We retrovirally introduced the autophagy reporter construct to the control and *Brca2*-KO KPC cells, then sorted the GFP+ cells 5 days post-transduction.

**Fluorescence-activated Cell Sorting (FACS)**

Five days after the retroviral transduction of the autophagy reporter construct to control and *Brca2*-KO KPC cells, GFP+ cells were sorted with the Sony SH800 Sorter. Prior to sorting, cells were dissociated into single cells, washed with 1x PBS, then resuspended into 1mL of 1x PBS with 5% BSA solution. Living, singlet, and GFP+ cells were sorted into 2 mL of FBS, then cultured in complete DMEM.

**Homologous Recombination Efficiency Assay**

The homologous recombination assay was performed according to the manufacturer’s instructions (Norgen Biotek Corporation, Catalog no. 35600). Briefly, both control and *Brca2*-deficient cells were co-transfected with dl-1 and dl-2 plasmids using X-tremeGENE9 DNA transfection reagent (Roche, Catalog no. 636779001) (Ratio transfection reagent:DNA = 6:1). After 48 hours of transfection, total genomic DNA was isolated using DNeasy Blood & Tissue Kit (Qiagen, Catalog no. 69504). To determine HR efficiency, PCR reactions were performed using supplied primer mixtures (assay and universal primers) and run under the following conditions: initial denaturation at 95°C for 3 minutes then 95°C for 15 seconds, 61°C for 15 seconds and 72°C for 15 seconds and repeated for 35 cycles then a final extension at 72°C for 5 minutes. The expected amplicon sizes for the assay and universal primer sets are 420 bp and 546 bp (to detect the backbone of dl-1 plasmid). The PCR products were then run on a 2% agarose gel and analyzed using Image J. The intensity of each recombinant product was first normalized with its internal control (dl-1 product). The HR efficiency was calculated in relative to the control cells.

**T7 Endonuclease I-based Mismatch Cleavage Assay**

To determine gene editing efficiency, genomic DNA was isolated from the cells using a lysis buffer (10 mM Tris-HCl, 50 mM KCl, 2.5 mM MgCl_2_, 0.45% Nonidet P40, 0.45% Tween 20, pH 8.3, and 10 mg/mL of ProteinaseK). PCR was performed with the isolated DNA, corresponding primers, and AmpliTaq Gold 360 Mastermix (Thermo Fisher Scientific, 4398881) following the manufacturer’s protocol. PCR products were purified with Invitrogen PureLink PCR Purification Kit (Invitrogen, K310002). For the mismatch cleavage assay (surveyor assay), two reactions were prepared per PCR product. In both reactions, the DNA was denatured and allowed to reanneal. Then, T7 endonuclease I (New England Biolabs, M0302L) was added to one set of reaction pairs and incubated for 30 min at 37˚C.

**ICE Analysis**

To verify the efficiency of FPC gene knockout for each clonally derived cell line, genomic DNA from each clone was isolated and purified with Invitrogen PureLink PCR Purification Kit (Invitrogen, K310002). For instance, to model *BRCA2* mutant PDAC patients, we lentivirally introduced Cas9 in KPC cells. A guide RNA (gRNA) targeting the mouse *Brca2* gene was cloned into LRNG vector which contains the Neo-IRES-GFP cassette, and a gRNA construct was lentivirally introduced to KPC cells (**Fig. 1A**). To ensure the loss of *BRCA2*, we clonally derived *Brca2*-KO KPC cells, then validated the presence of a frame-shift mutation in the *Brca2* gene via Sanger sequencing followed by the Inference of CRISPR Edits (ICE) analysis (5) PCR was performed to amplify the 500 bp genomic sequence flanking the gRNA target site. Amplified PCR products from each clone were sequenced with Sanger Sequencing. Synthego’s ICE CRISPR Analysis Tool was utilized to compare the control wild-type sequence to experimental sequences from each clone to determine the extent of the gene KO (5).

**CRISPR-mediated Genome Editing**

Guide RNAs were designed using CRISPR Design (http://crispr.mit.edu). gRNAs were cloned into LRG vector (Addgene #65656) (Shi et al., 2015) or lentiCRISPR v2 (Addgene #52961). LRNG vector was generated by inserting Neo- IRES cassette in front of GFP cassette in LRG vector. Lenti-Cas9- Puro (Addgene #108100) was lentivirally introduced into murine KPC cells. After antibiotics selection, gRNA was lentivirally introduced. LRNG gRNA expressing cells were selected with G418 (1 mg/mL). To make single clones, 0.5 cell per well was plated in the 96 well plate. Single cell-derived clonally expanded KPC cells were validated mutation efficiency by Surveyor assay and Sanger sequencing. In the case of the *Bub1b* gene, the highest KO score was 50 among more than 80 clones that we tested. This suggested an essential role of BUB1B as previously shown that *Bub1b* is one of the essential genes for cell survival, as a critical regulator of mitotic spindle checkpoint (6, 7). gRNA sequences used were listed in the Supplementary File 4.

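Each of the 3 guide RNAs has 20 bases and matches the mouse genome GRCm38 (GENCODE vM21 annotation) inside a coding exon of its gene, on the strand opposite to the coding strand. The Brca2 guide, ACAGCTGTGGTTCATAACCG, matches chromosome 5 from 150529567 to 150529586, next to a TGG PAM, in exon 3 of the 27 exons of its principal transcript. The Atm guide, CTCTGTCATGCTCTAACTGC, matches chromosome 9 from 53533879 to 53533898, next to a CGG PAM. This is exon 1 of 62 in one coding transcript and exon 2 of 64 in another. The Bub1b guide, CATGACCCGCCCGTGCCGTA, matches chromosome 2 from 118600197 to 118600216, next to an AGG PAM, in exon 2 of the 23 exons of its principal transcript. The matches were searched within these 3 genes, and off-target sites were not searched.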

**Drug Treatment Experiments**

Drugs used for this study include JQ1 (MedChemExpress, HY-13030), birabresib (MedChemExpress, HY-15743), molibresib (MedChemExpress, HY-13032), olaparib (MedChemExpress, HY10162), talazoparib (MedChemExpress, HY-16106), oxaliplatin (MedChemExpress, HY-17371), 5-FU (MedChemExpress, HY90006), gemcitabine (MedChemExpress, HY-17026), etoposide (MedChemExpress, 33419-42-0), and afatinib (MedChemExpress, HY-10261). Oxaliplatin and cisplatin were dissolved in water and other drugs were dissolved in DMSO. For EC50 analysis, cells were trypsinized to single cells. Cells were counted and diluted to 30 cells/μL in media. 50 μL of this cell media (1,500 cells per well) was plated in a 96-well plate (Thermo Fisher Scientific, FB012931). Once cells were attached (between 24 and 48 hrs after plating), drugs were added in 50 μL of media. Eight different doses plus a vehicle control were used for each drug, and three replicate wells were treated with each dose. Seventy-two hrs after the addition of the drug, cell viability was measured using AlamarBlue assay and a plate reader (Molecular Devices, SpectraMax ID5).

**CUT&RUN Assay**

For Cut and run assay, cells were trypsinized into single cells to yield 10^5^ cells for each reaction and the input sample. Enriched chromatins were extracted with reagents (Cell Signaling Technology, Cut and Run Assay Kit, 86652) according to the manufacturer’s instructions. Briefly, cell pellets were resuspended in 1mL of 1× Wash Buffer (+spermidine +protease Inhibitor cocktail). Samples were centrifuged for 3 min at 600 ×g at room temperature. For each reaction or input sample, 100 μL of 1× Wash Buffer (+spermidine +protease inhibitor cocktail) was added. 100 μL of input samples were stored at 4°C for the next DNA extraction step. 10 μL of Concanavalin A Magnetic Beads suspension were added in 100 μL Concanavalin A Bead Activation Buffer. The activated magnetic beads were placed on a magnetic rack until solution became clear and then liquid was removed. The beads were washed with Concanavalin A Bead Activation Buffer a second time and resuspended with the equal initial volume (10 μL/sample). 10 μL of activated bead suspension was added to the washed cell suspension. The samples were rotated for 5 min at room temperature. The tubes were placed on the magnetic rack then the liquid was discarded. 100 μL of Antibody Binding Buffer (+spermidine +protease inhibitor cocktail + digitonin) was added. The cell: bead suspension was aliquoted into separate 1.5 mL tubes and 2 μL of Acetyl-Histone H3 (Lys27) (D5E4) XP® Rabbit mAb (Cell Signaling Technologies, 8173) was added to each reaction. For the negative control Rabbit (DA1E) mAb IgG XP Isotype Control antibody (66362, Cut and Run Assay kit) was used. Tubes were rotated at 4°C overnight. Next day, samples were placed on the magnetic separation rack and the liquid was removed. 1 mL of Digitonin buffer (+spermatidin +digitonin +PIC) was added. Tubes were placed on the magnetic rack and the liquid was removed. 50 μL of pAG-MNase premix was added and tubes were rotated at 4°C for 1 hr. The tubes were placed on the separation magnetic rack and the liquid was discarded. 1 mL of Digitonin Buffer (+spermidine +PIC +digitonin) was added. The tubes were placed on the magnetic rack and the liquid was removed. 150 μL of Digitonin Buffer (+spermidine +PIC +digitonin) was added. pAG-MNase was activated by adding 3μL of cold Calcium Chloride and the samples were incubated at 4°C for 30 min. 150 μL of 1X Stop Buffer (+digitonin +RNAse +spike in DNA) was added and the tubes were incubated at 37°C for 10 min. The tubes were centrifuged at 4°C for 2 min at 16,000 ×g and the enriched chromatin supernatant was transferred to new tubes. For input sample preparation, 200 μl of DNA extraction buffer (+ proteinase K + RNAse A) to the 10 μL input samples. The cells were lysed by 55°C incubation for 1 hr with shaking. Lysed chromatin was then sonicated for 13 cycles (15 sec on/ 45 sec off, middle amplitude) using Bioruptor (Diagenode). After sonicated chromatin was centrifuged at 18,500g for 10 min at 4°C. DNA purification was performed with DNA Purification Buffers and Spin Columns according to the manufacturer’s instruction (Cell Signaling Technologies, 14209).

**Transfection**

siRNAs used were MISSION siRNA universal negative control #1 (Millipore Sigma, SIC001), mouse Brd2 (Millipore Sigma, SASI_Mm01_00091655), mouse Brd3 (Millipore Sigma, SASI_Mm02_00308269), mouse Brd4 (Millipore Sigma, SASI_Mm01_00116323) mouse Atg5 (Millipore Sigma, SASI_Mm01_00089196), mouse Atg12 (Millipore Sigma, SASI_Mm01_00176890) and mouse Atg16l (Millipore Sigma, SASI_Mm01_00181794). Prior to siRNA transfection, cells were seeded either on 96-well plates for cell viability assessment or 6-well plates for gene silencing verification. After 48 hrs, siRNAs targeting individual Brd2, Brd3, Brd4, Atg5, Atg12 and Atg16l were prepared in the final concentration of 20nM, while the triple siRNA combination targeting Brd2, Brd3 and Brd4 were prepared in the final concentrations of 60, 75 and 150 nM (20, 25 and 50 nM of each siRNA, respectively). All the prepared siRNAs were combined with X-tremeGENE siRNA transfection reagent (Millipore Sigma, 04476093001) according to the manufacturer’s recommendations for 72 hrs. The efficiency of siRNA knockdown was verified either by Western blot analysis or RT-qPCR.

**Quantitative Real-time PCR**

Total RNA was isolated using TRIzol reagent (Invitrogen, 15596026) and incubated for 5 min at room temperature. Chloroform was added to the samples and then thoroughly mixed them by shaking until homogeneous, followed by incubation for 5 min on ice. The samples were then centrifuged at 14,000 rpm for 15 min at 4°C. The aqueous phase was transferred to a new DNase/RNase-free tube. Isolated total RNA samples were either further processed according to the manufacturer’s guidelines or followed by column-based purification with PureLink RNA Mini Kit (Invitrogen, 12183018A) according to the manufacturer’s instructions. DNA digestion was performed on-column using PureLink DNase Set (Invitrogen, 12185010), and RNA was finally eluted with DNase/RNase-free water. The RNA concentration and purity of the samples were determined by NanoDrop ND-1000 spectrophotometer (Thermo Scientific). cDNA synthesis was performed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) following the manufacturer’s guidelines. Each reaction was prepared as follows: 2 µg of RNA template, 3 µL of 10X RT buffer, 1.2 µL of 25X dNTP mix, 3 µL of 10X RT random primers, 1.5 µL of MultiScribe reverse transcriptase and 6.3 µL nuclease-free water with a total of 20 µL for 1 reaction. Reverse transcription was performed in a thermocycler as follows: 25°C for 10 min, 37°C for 120 min and 85°C for 5 min. For qPCR analysis, 1 µL of cDNA was used as template. Primers of the genes of interest (listed in the supplementary file 4), Power SYBR green master mix (Applied Biosystems, 4368702) and nuclease-free water (up to 20 µL) were added to each reaction. All qPCR reactions were performed in LightCycler 480 real-time PCR system (Roche) by setting the thermal-cycling condition as follows: 95°C for 10 min, 95°C for 15 sec and 60°C for 60 sec for 40 cycles. The relative mRNA expression levels of the genes of interested were normalized by Gapdh and calculated by the following equation: Relative mRNA expression level = 2^-ΔΔCt^.

**Immunofluorescence Staining**

Cells were cultured on an 8-well chambered cell culture slide (CELLTREAT Scientific Products, 229168). For the Rad51 foci IF experiments, doxorubicin (Spectrum Chemicals, TCI-D4193, 0.2 µM) was treated for 24 hrs. The cells were washed with PBS twice. After the final wash, the cells were fixed with 4% paraformaldehyde in PBS for 15 min at room temperature and washed with PBS once. The paraformaldehyde-fixed cells were permeabilized with 1% BSA and 0.3% Triton X-100 in PBS for 10 minutes at room temperature. The cells were then blocked with 5% BSA and 0.1% Triton X-100 in PBS for 30 minutes at room temperature. The primary antibody was prepared in PBS with 1% BSA and 0.3% Triton X-100. The antibodies used for this study include rabbit anti-LC3A/B (Cell Signaling, 12741, 1:200 dilution) and Rad51 (Cell Signaling, D4B10, 1:1000 dilution). After blocking, the cells were then incubated with primary antibody overnight at 4°C. Following 2 washes of PBS, the cells were then incubated with secondary antibody, goat anti-rabbit IgG H&L (Alexa Fluor® 594) (Abcam, ab150080, 1:1000 dilution) for 1 hr at room temperature and lastly incubated with DAPI (Genetex, GTX16206, 1:250 dilution) for 5 min at room temperature, followed by 2 washes of TBS and once with PBS. The glass slides were mounted with coverslips using Fluoromount-G slide mounting medium (Fisher Scientific, OB100-01) and imaged on a Zeiss AxioPlan II microscope using a 63X 1.4 NA objective lens together with X-Cite light source. Image acquisition was performed using a Hamamatsu ORCA-ER CCD camera and Volocity (PerkinElmer). The images were finally processed and quantified using ImageJ (NIH Image) with the Find Maxima algorithm.

**Live cell imaging and image processing**

For live-cell imaging, cells were cultured in FluoroBrite DMEM (A1896701, Gibco) supplemented with 8% FBS, 4 mM of GlutaMAX (35050061, Gibco) and 1 mM Sodium Pyruvate (11360070, Gibco). Bafilomycin A1 (S1413, Selleck Chemicals,), rapamycin (S1039, Selleck Chemicals), and JQ1 (HY-13030, MedChemExpress) were used for treating the cells. For measuring rates, 500 nM bafilomycin A1 was added along with a final concentration of 0.2 µg/mL Hoechst 33342 trihydrochloride solution (Hoechst 33342, [Invitrogen, H3570],). DMSO (472301, Sigma Aldrich) was used as a negative control for drug treatment (rapamycin or JQ1). Live cell imaging setup was previously described (8). Any position that is distorted during treatment of drugs or imaging is excluded from the analysis. An equal number of random positions were included to maintain uniform sampling for all the conditions. Images were acquired using PLAN APO LAMBDA 20X CF160 Plan Apochromat Lambda 20X objective lens, N.A. 0.75, W.D.1.0mm, F.O.V.25mm, DIC, Spring Loaded. Imaging processing steps were previously described (8). A contrast value of 16.36 was used for detecting GFP puncta while 13.25 was used for the TRITC channel. Autolysosome number was extracted by using [TRITC- TRITC HAVING (GFP AND TRITC)] binary operation. The Grow Region to intensity tool was used to account for variability in puncta size in cells in the GFP and TRITC channels. The puncta detection accuracy was confirmed through manual inspection of multiple images under various conditions. Cellpose was used for counting cells in images (9). Cellpose was implemented in Python 3.9 using a custom script and a custom-trained model was used to extract the cell count per image [https://github.com/shahlab247/image_analysis-BRCA2]. The segmentation accuracy was confirmed by manual inspection as well as by comparison with the Hoechst-based nucleus count. A custom script in Python 3.9 was used for analysis [https://github.com/shahlab247/image_analysis-BRCA2].

**Histology and Immunohistochemistry**

Harvested tumors were fixed in 10% neutral buffered formalin and replaced with 70% ethanol on the following day. Formalin-fixed paraffin-embedded (FFPE) sections with 4 µm thickness were prepared for hematoxylin and eosin (H&E) and immunohistochemistry. For immunohistochemical staining on Ki67 and cleaved caspase 3, antigen retrieval was performed for 45 min with citrate buffer at pH 6.0 in a Decloaking Chamber (Biocare Medical) at 125°C and 15 psi. Slides were blocked with normal goat serum then incubated with rabbit polyclonal Ki67 (NeoMarkers, RB1510P, 1:1000 dilution) and active cleaved caspase 3 (Promega, G748A, 1:1000 dilution) overnight at room temperature in a humidified chamber, followed by biotinylated goat anti-rabbit secondary antibody (1:1000 dilution). The Vectastain ABC kit elite kit and diaminobenzidine peroxidase substrate kit (Vector Labs) were used for amplification and visualization of signal, respectively. For TUNEL analysis, the slides were stained using TUNEL assay kit (Abcam, ab206386) according to the manufacturer’s instructions. For the quantification of IHC, three images per tumor were quantified using ImageJ software.

**References**

1. Baillargeon P, Fernandez-Vega V, Sridharan BP, Brown S, Griffin PR, Rosen H, et al. The Scripps Molecular Screening Center and Translational Research Institute. SLAS Discov. 2019;24(3):386-97.

2. Fernandez-Vega V, Hou S, Plenker D, Tiriac H, Baillargeon P, Shumate J, et al. Lead identification using 3D models of pancreatic cancer. SLAS Discov. 2022;27(3):159-66.

3. Hou S, Tiriac H, Sridharan BP, Scampavia L, Madoux F, Seldin J, et al. Advanced Development of Primary Pancreatic Organoid Tumor Models for High-Throughput Phenotypic Drug Screening. SLAS Discov. 2018;23(6):574-84.

4. Zhang JH, Chung TD, Oldenburg KR. A Simple Statistical Parameter for Use in Evaluation and Validation of High Throughput Screening Assays. J Biomol Screen. 1999;4(2):67-73.

5. Conant D, Hsiau T, Rossi N, Oki J, Maures T, Waite K, et al. Inference of CRISPR Edits from Sanger Trace Data. CRISPR J. 2022;5(1):123-30.

6. Koyuncu D, Sharma U, Goka ET, Lippman ME. Spindle assembly checkpoint gene BUB1B is essential in breast cancer cell survival. Breast Cancer Res Treat. 2021;185(2):331-41.

7. Sun X, Wang Z, Chen X, Shen K. CRISPR-cas9 Screening Identified Lethal Genes Enriched in Cell Cycle Pathway and of Prognosis Significance in Breast Cancer. Front Cell Dev Biol. 2021;9:646774.

8. Beesabathuni NS, Park S, Shah PS. Quantitative and temporal measurement of dynamic autophagy rates. Autophagy. 2022:1-20.

9. Stringer C, Wang T, Michaelos M, Pachitariu M. Cellpose: a generalist algorithm for cellular segmentation. Nat Methods. 2021;18(1):100-6.

# Supplementary material for: A new vulnerability to BET inhibition due to enhanced autophagy in BRCA2 deficient pancreatic cancer
**Source:** Cell Death Dis. 2023 Sep 21;14(9):620. doi: 10.1038/s41419-023-06145-9

Supplementary Figure 1

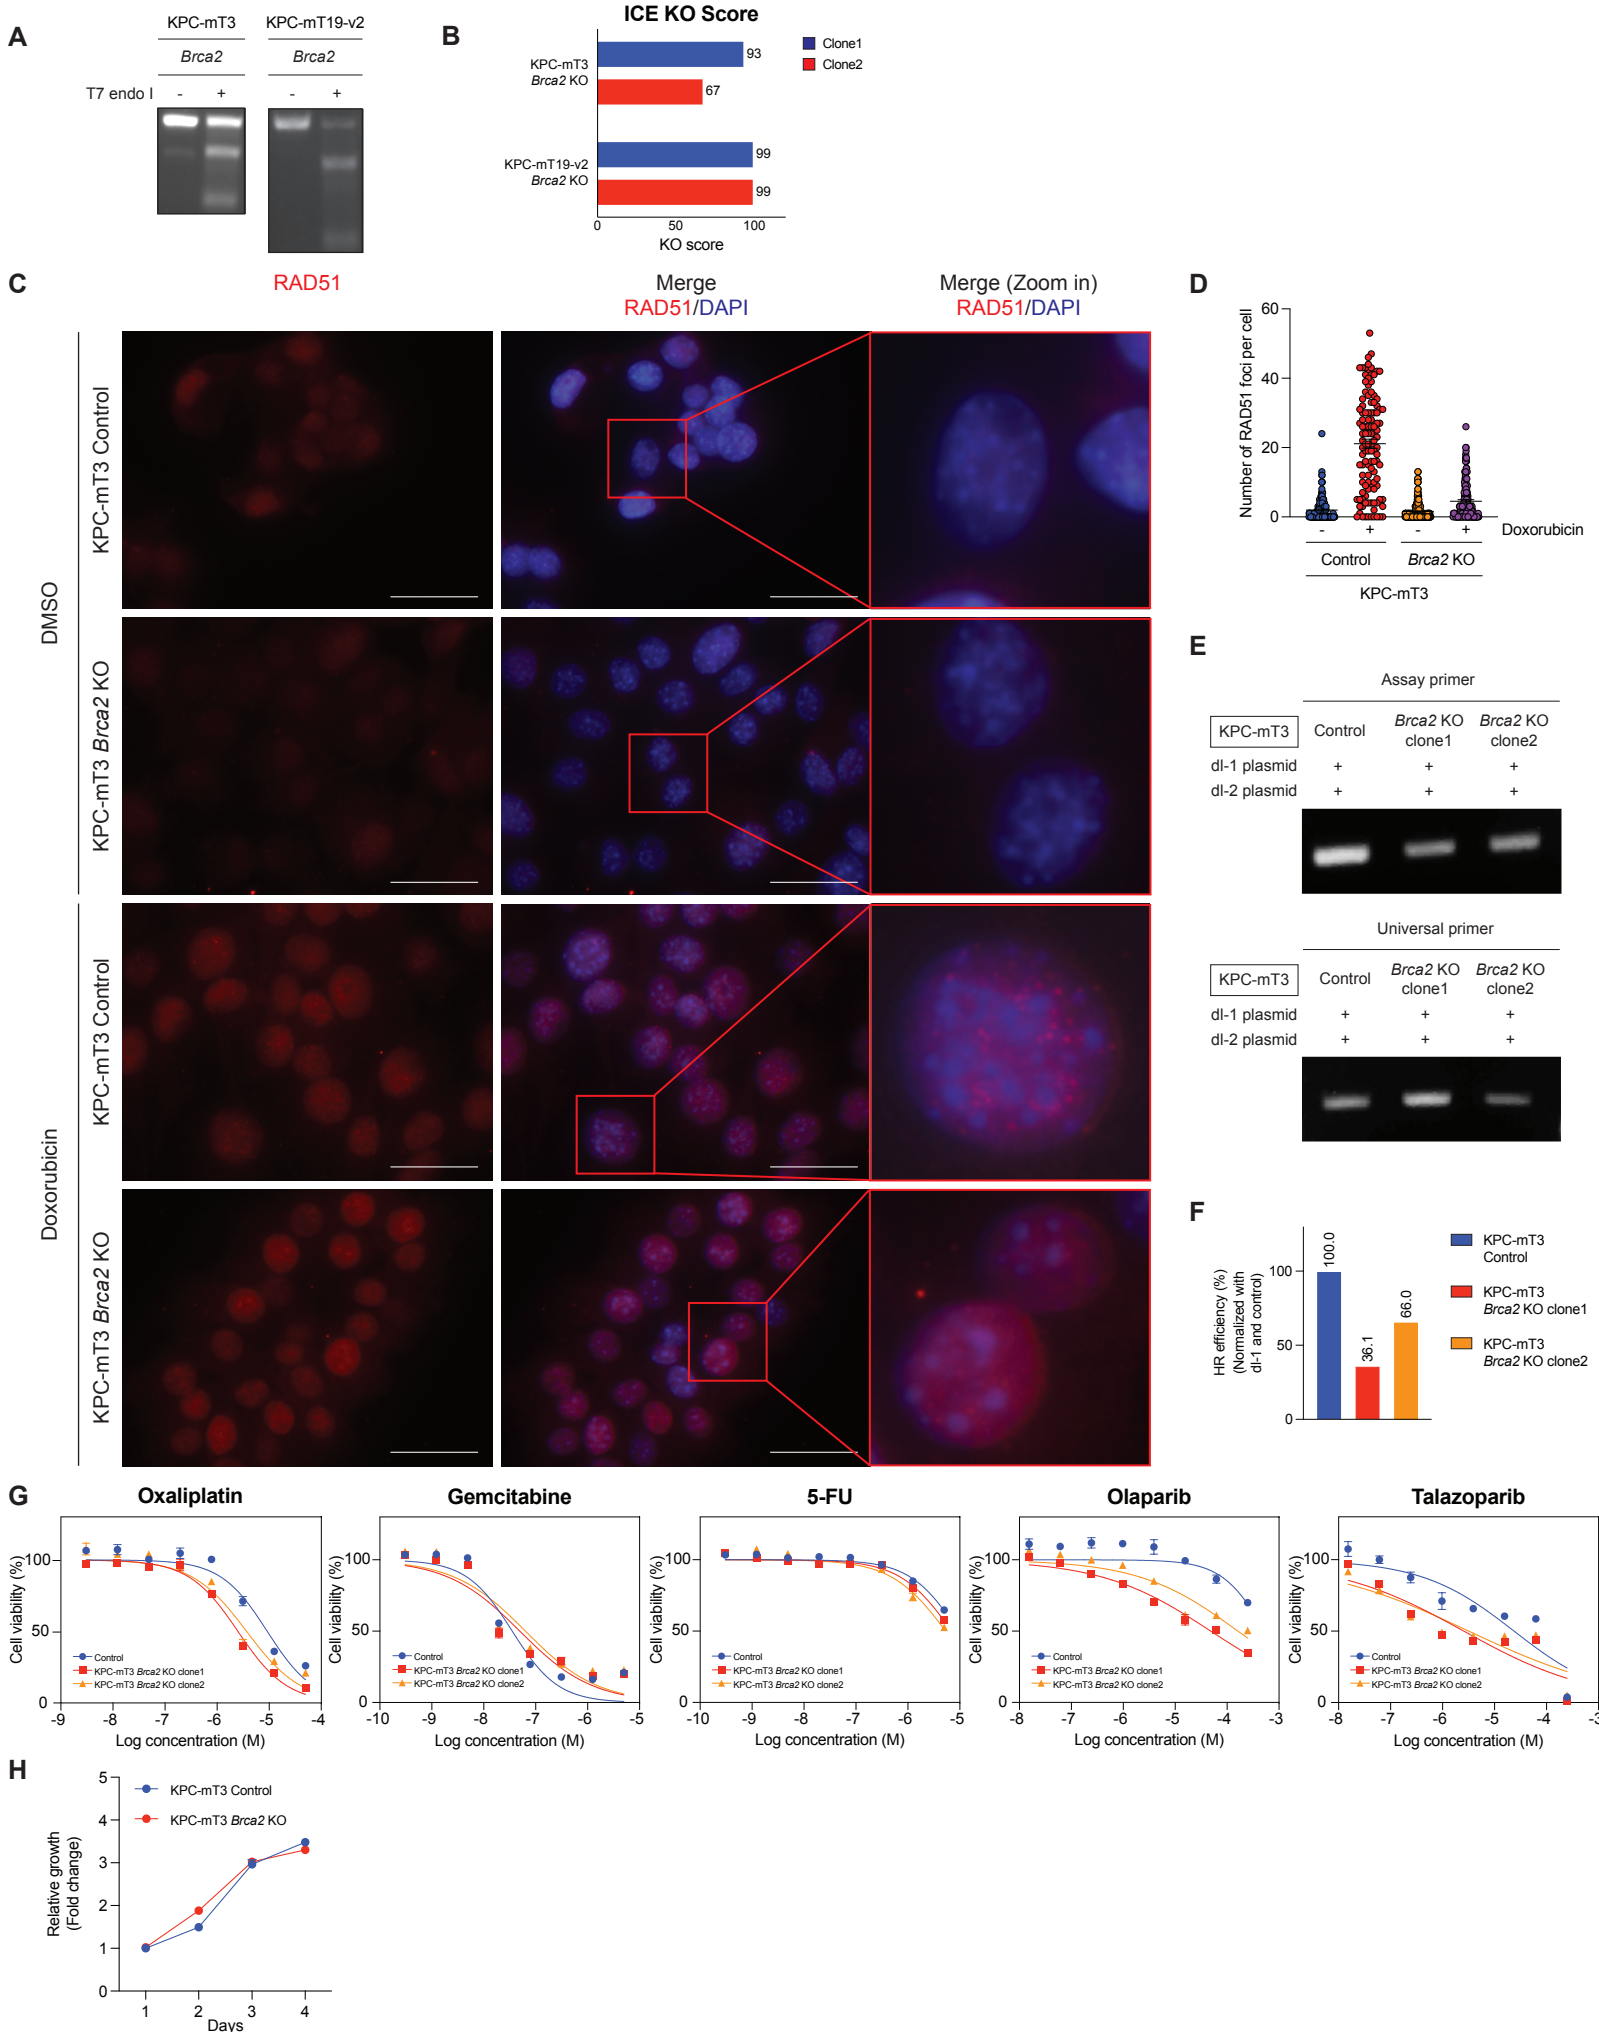

Supplementary Figure 2

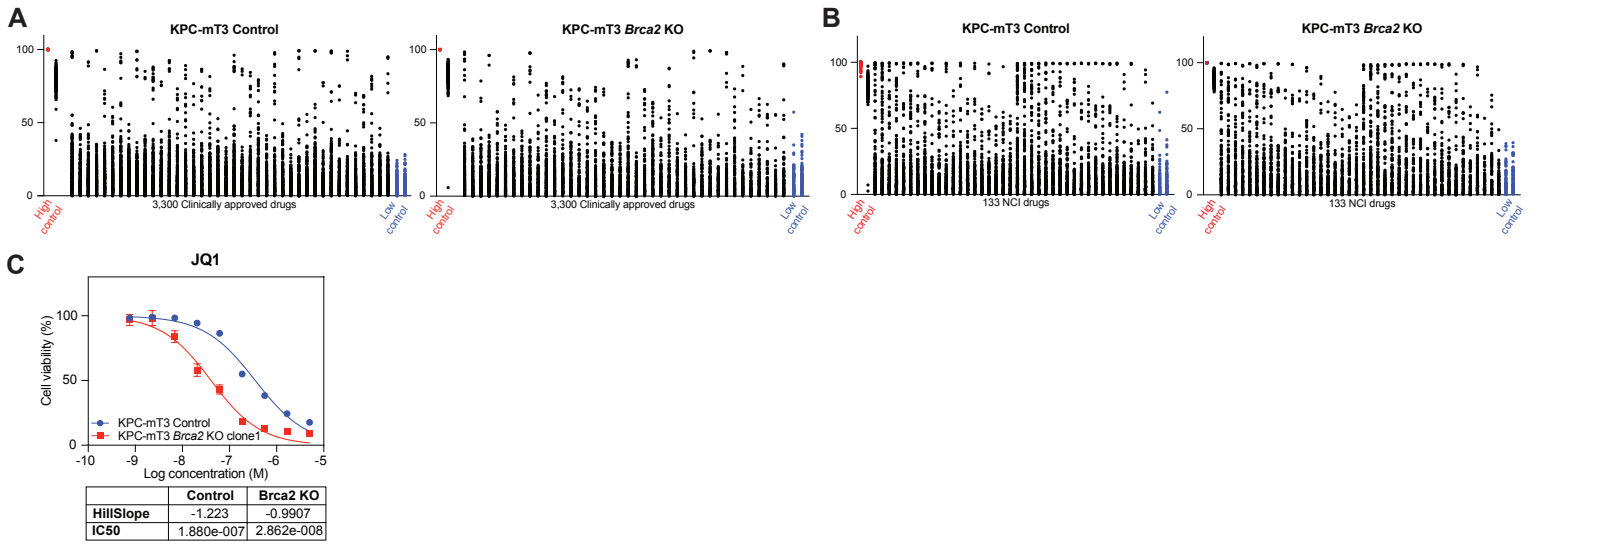

Supplementary Figure 3

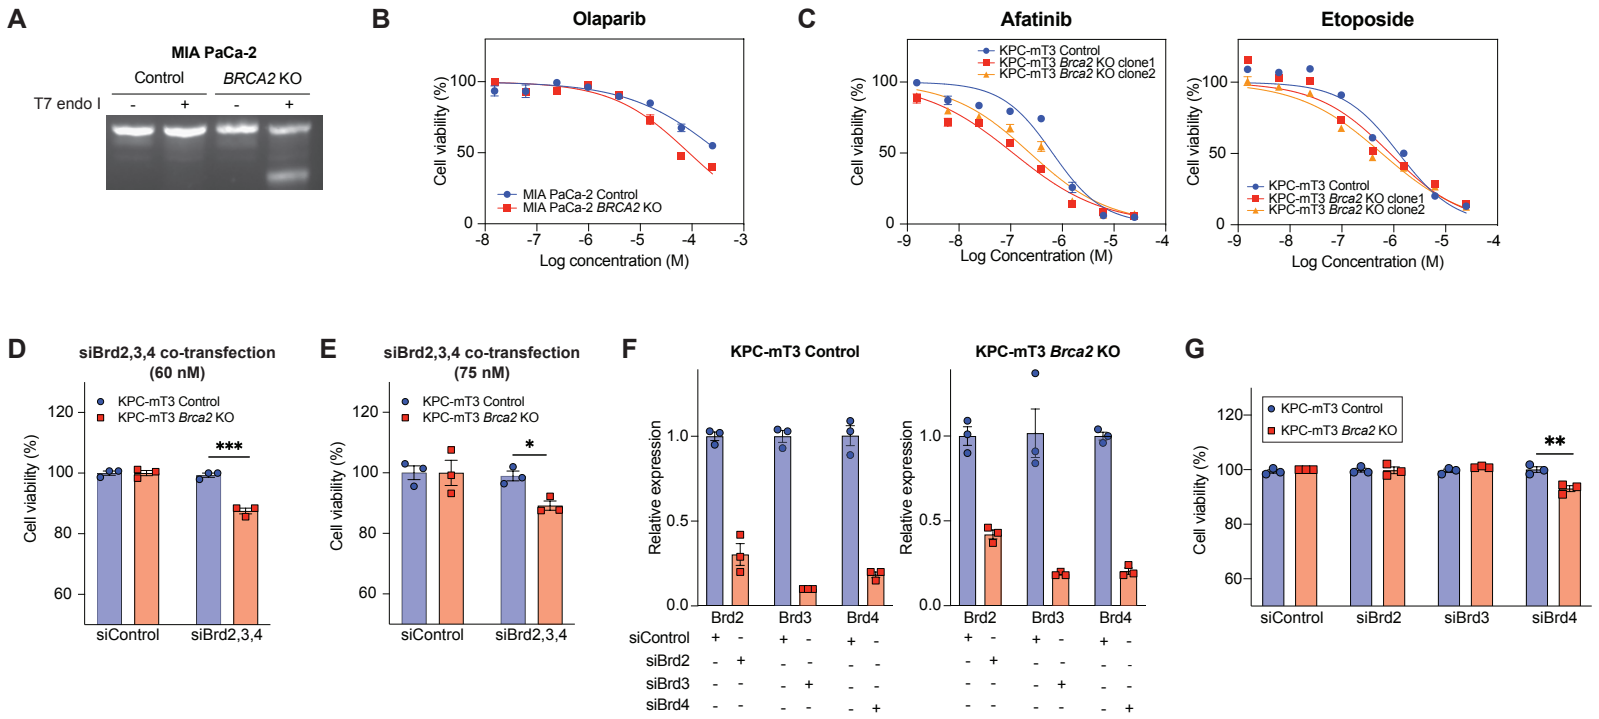

A

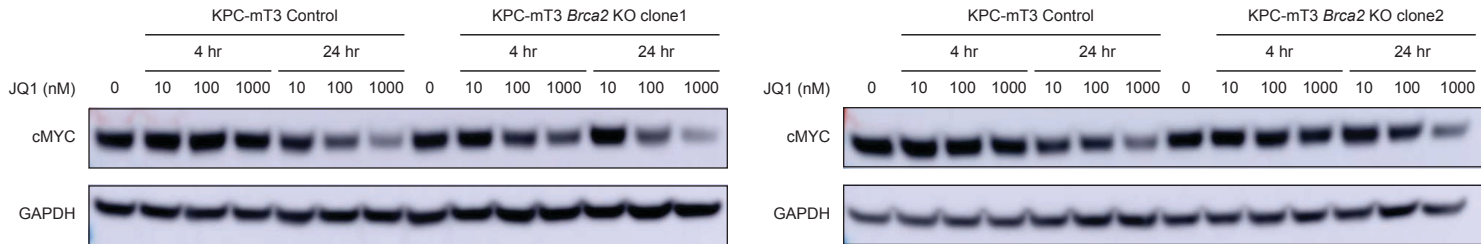

Supplementary Figure 5

A

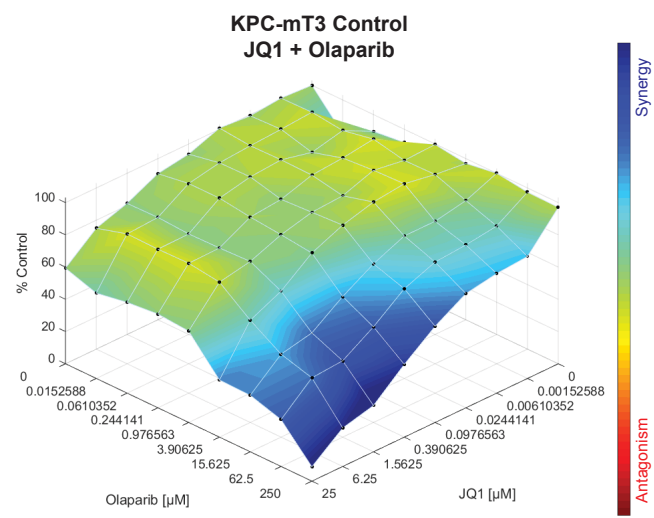

B

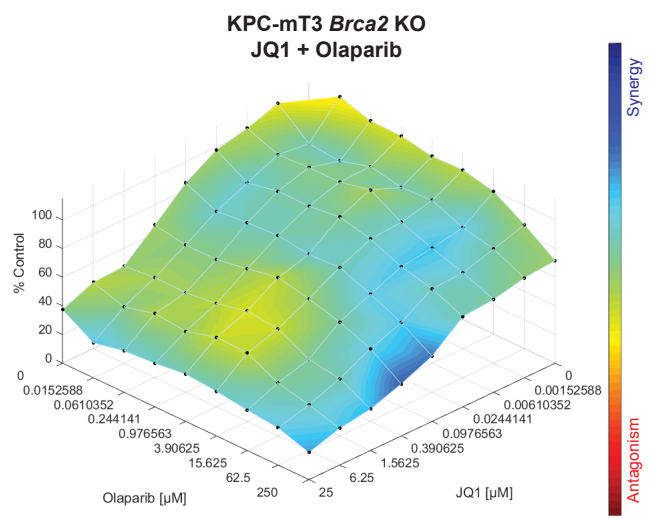

Supplementary Figure 6

A

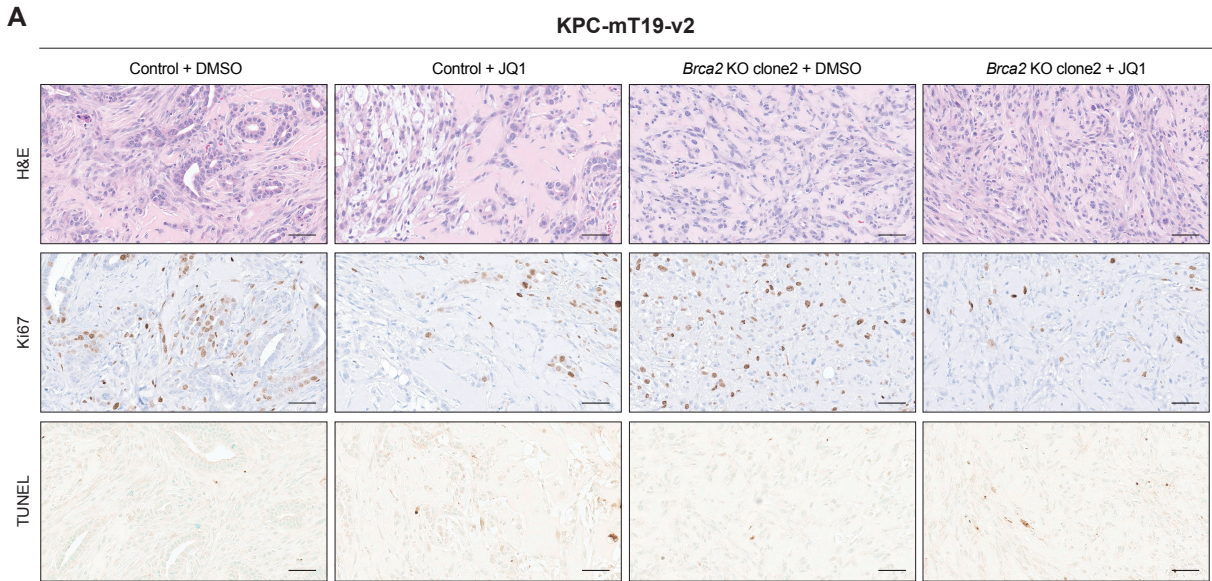

B

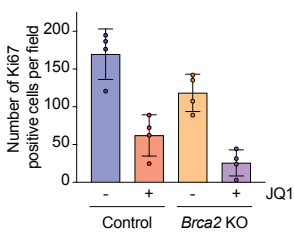

C

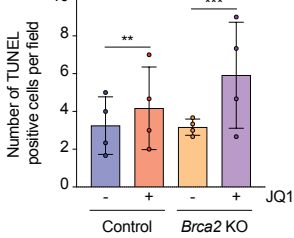

D

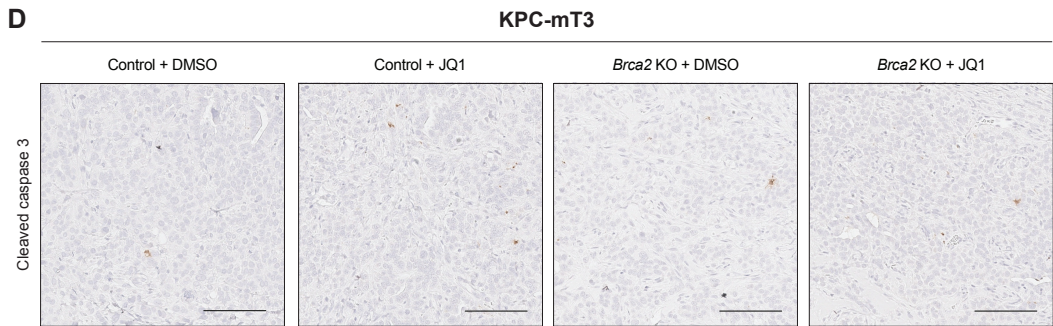

E

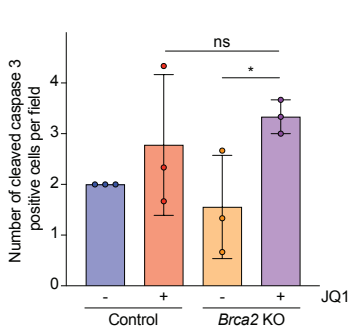

Supplementary Figure 7

A

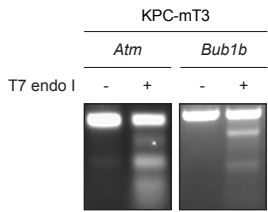

B

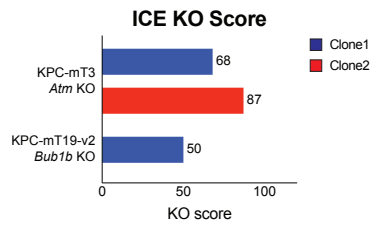

C

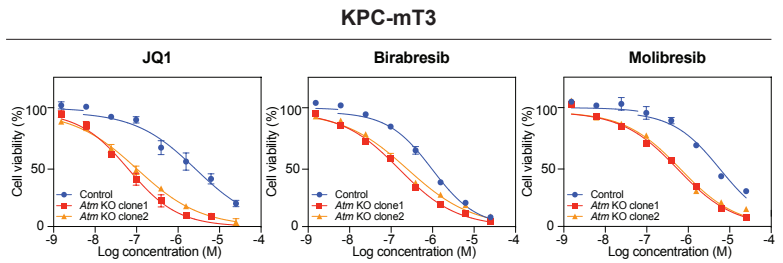

D

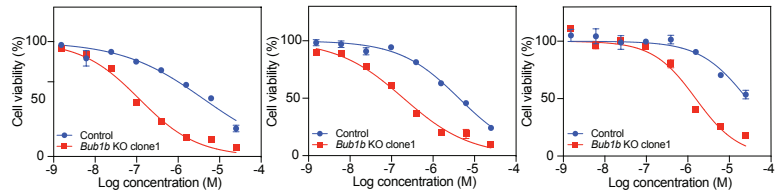

Supplementary Figure 8

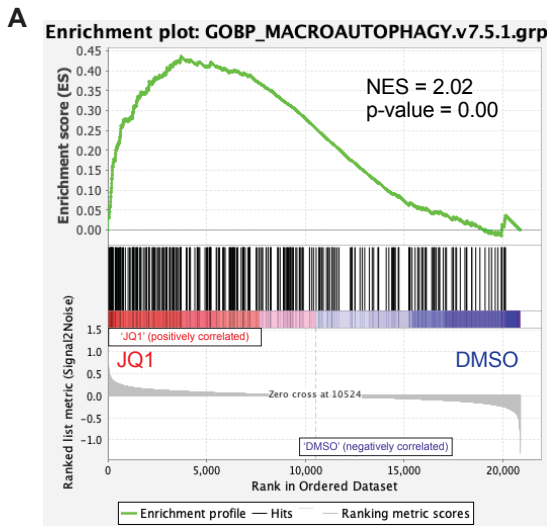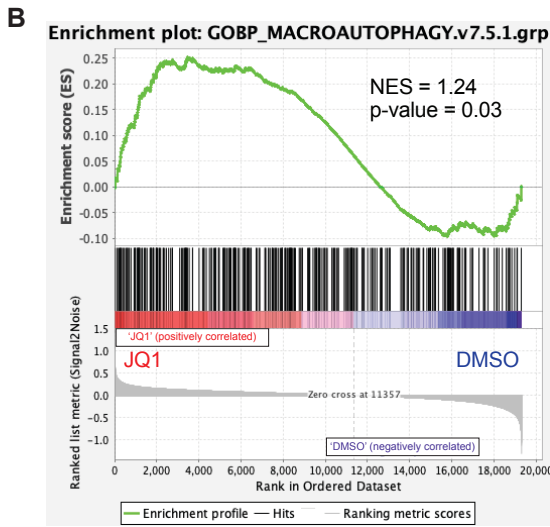

Supplementary Figure 9

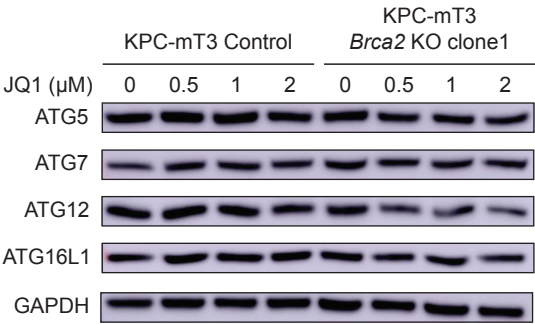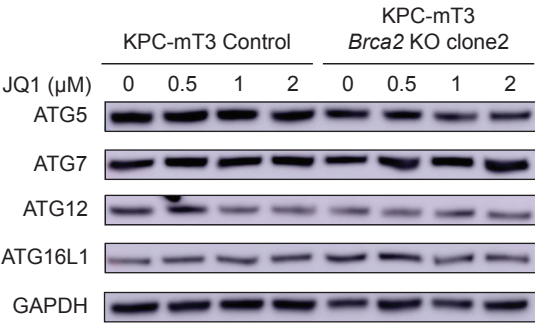

Supplementary Figure 10

A

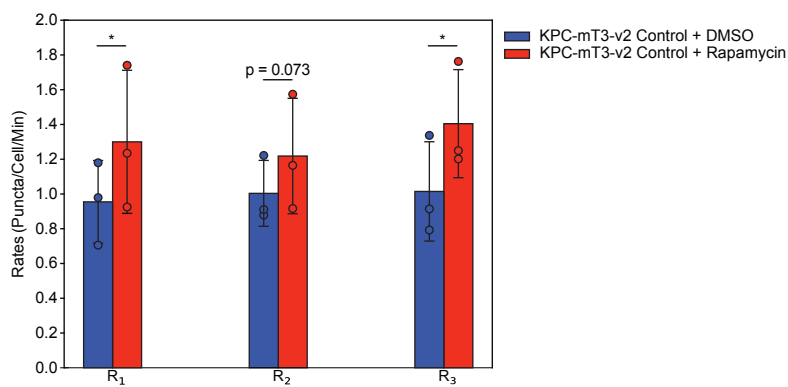

B

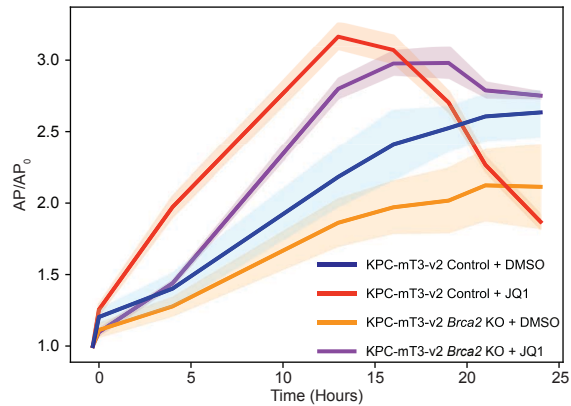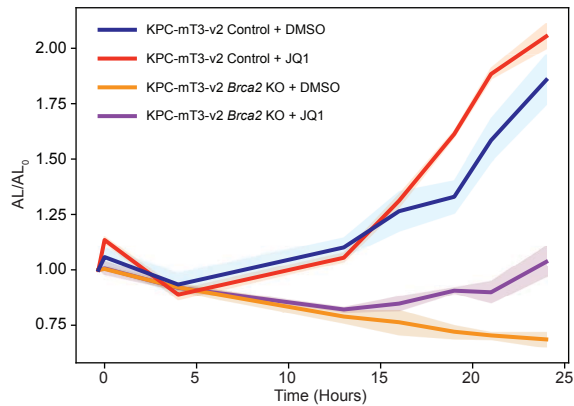

Supplementary Figure 11

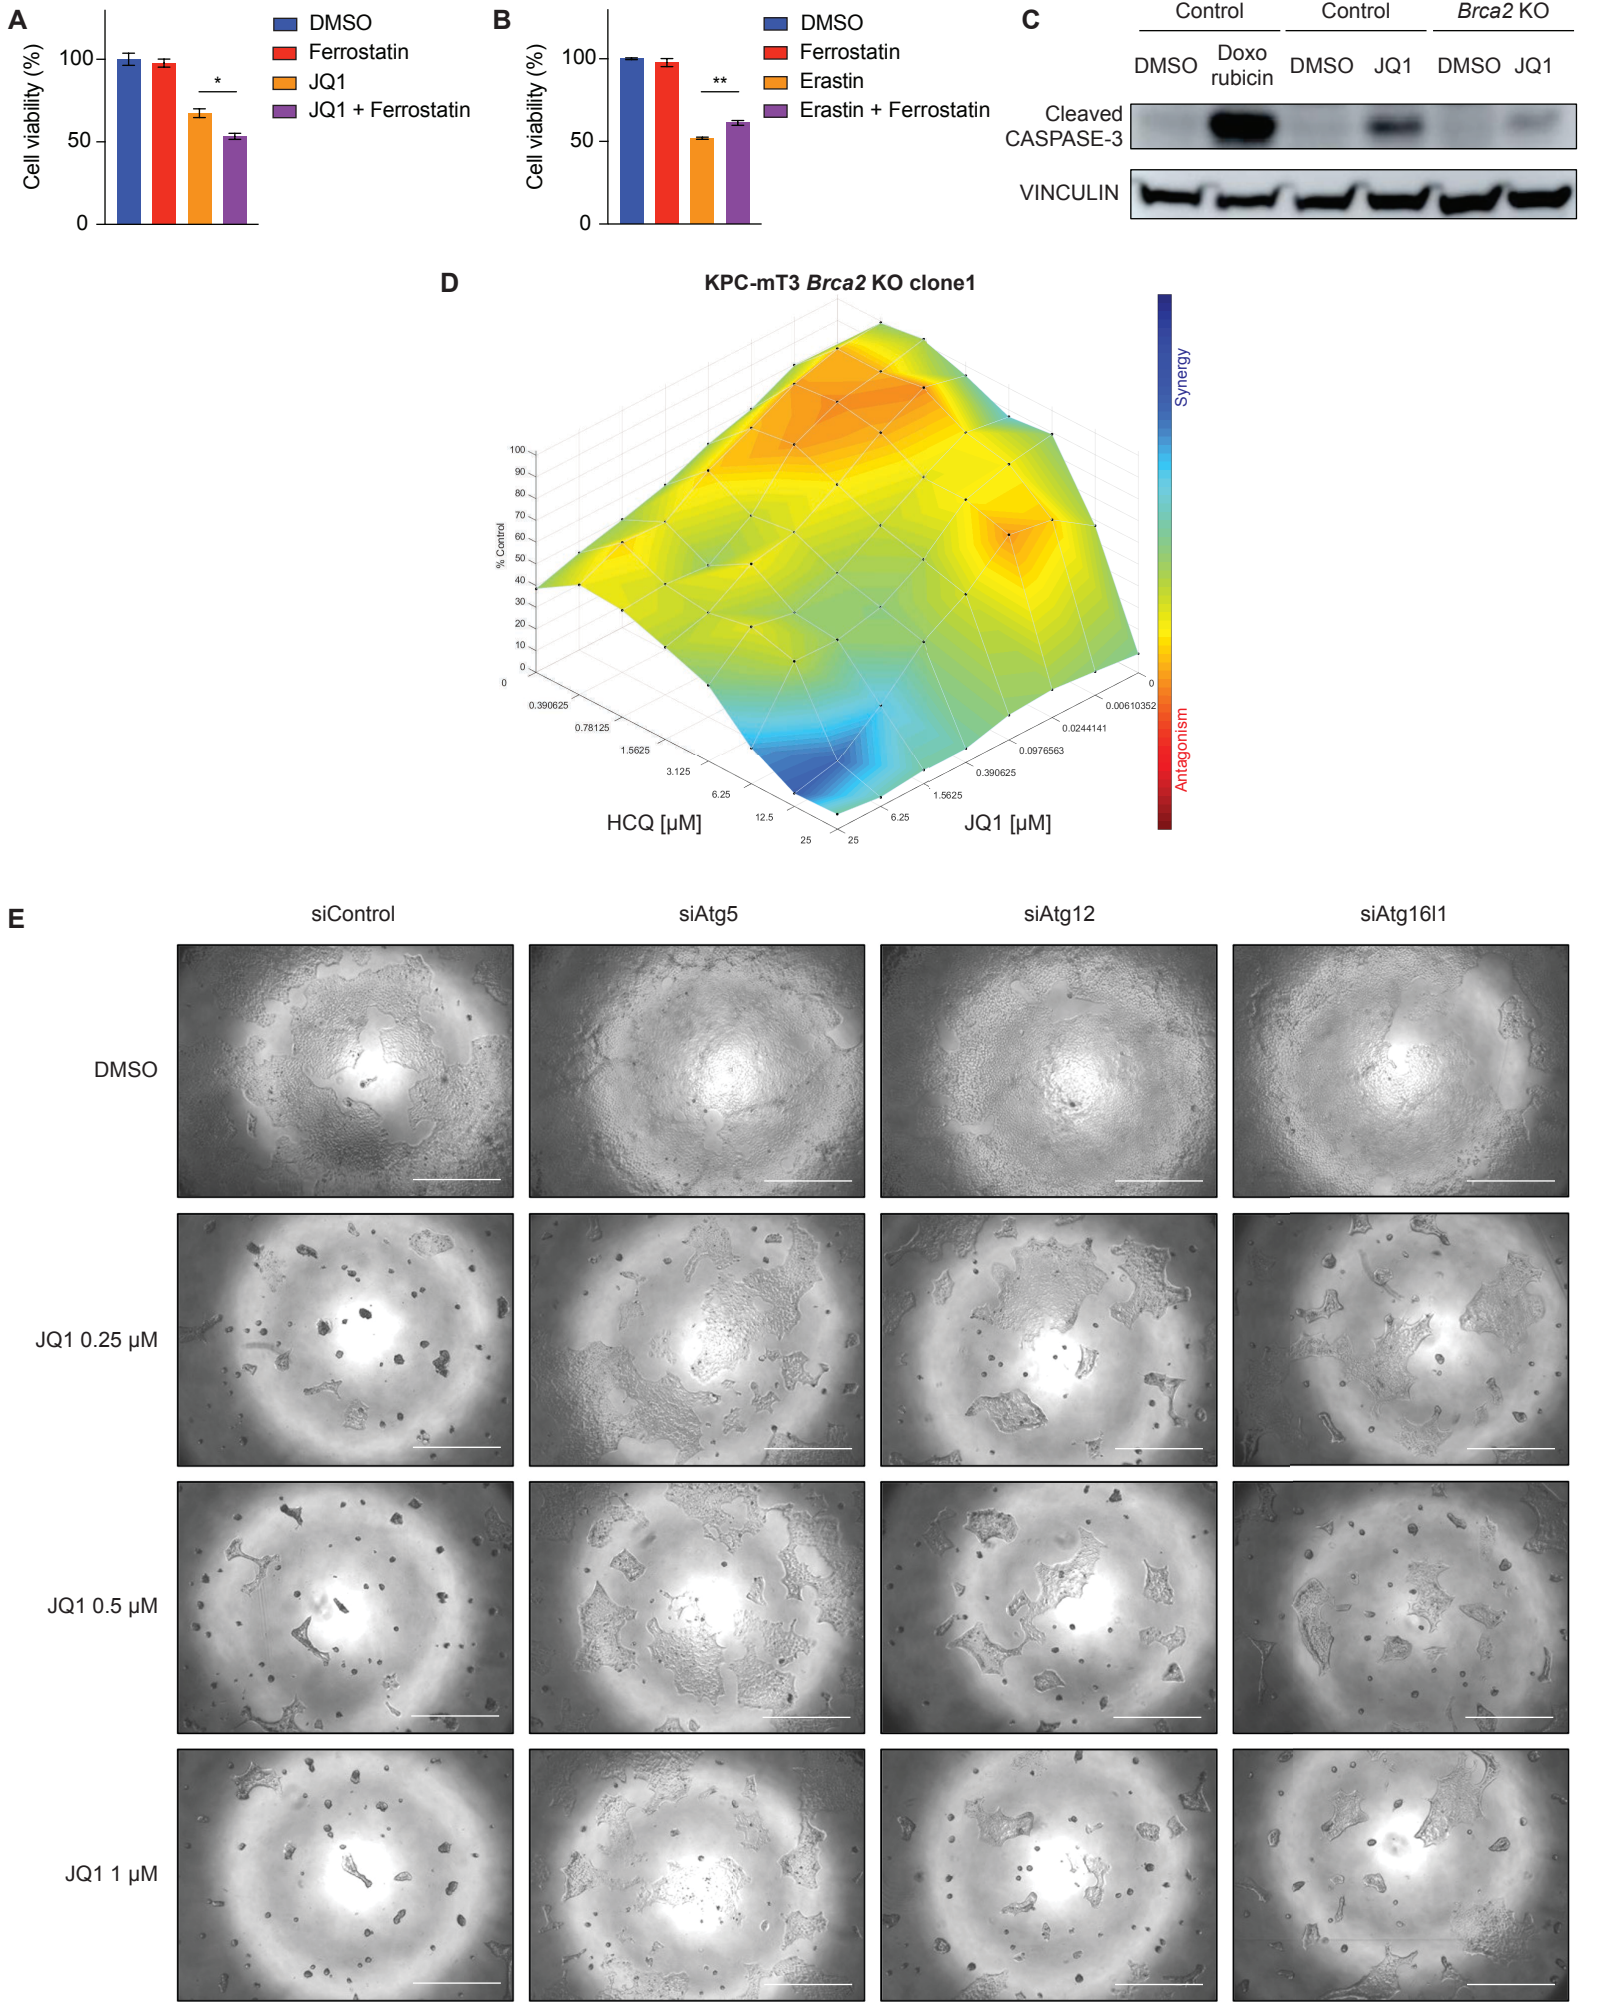

**Supplement:** Supplementary file 2 — Supplemental Figures

# Supplementary material for: A new vulnerability to BET inhibition due to enhanced autophagy in BRCA2 deficient pancreatic cancer
**Source:** Cell Death Dis. 2023 Sep 21;14(9):620. doi: 10.1038/s41419-023-06145-9

Supplemental material to Fig. 5 - Original blots

A

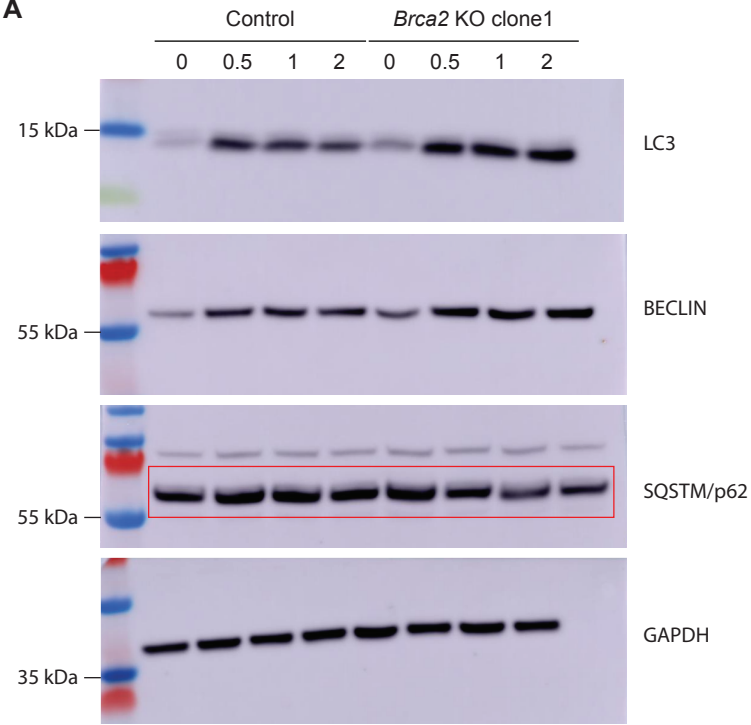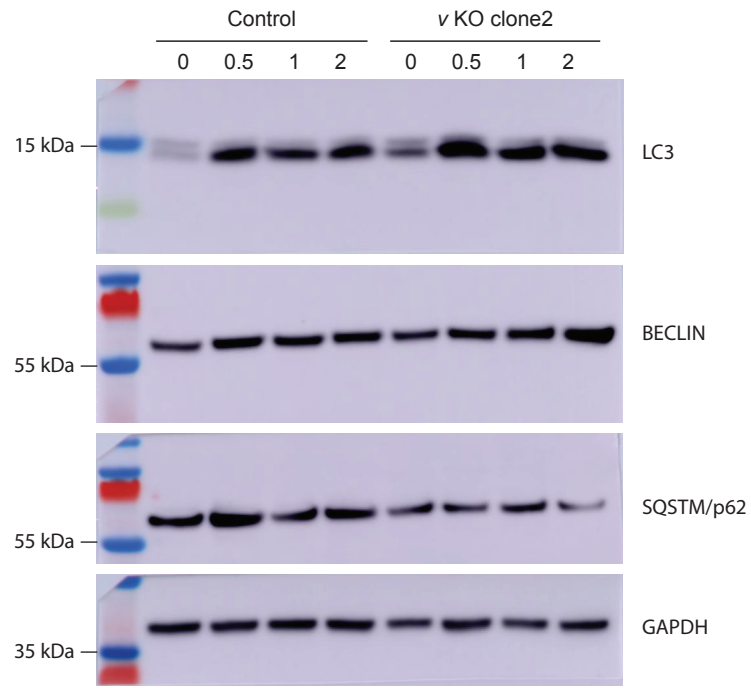

E

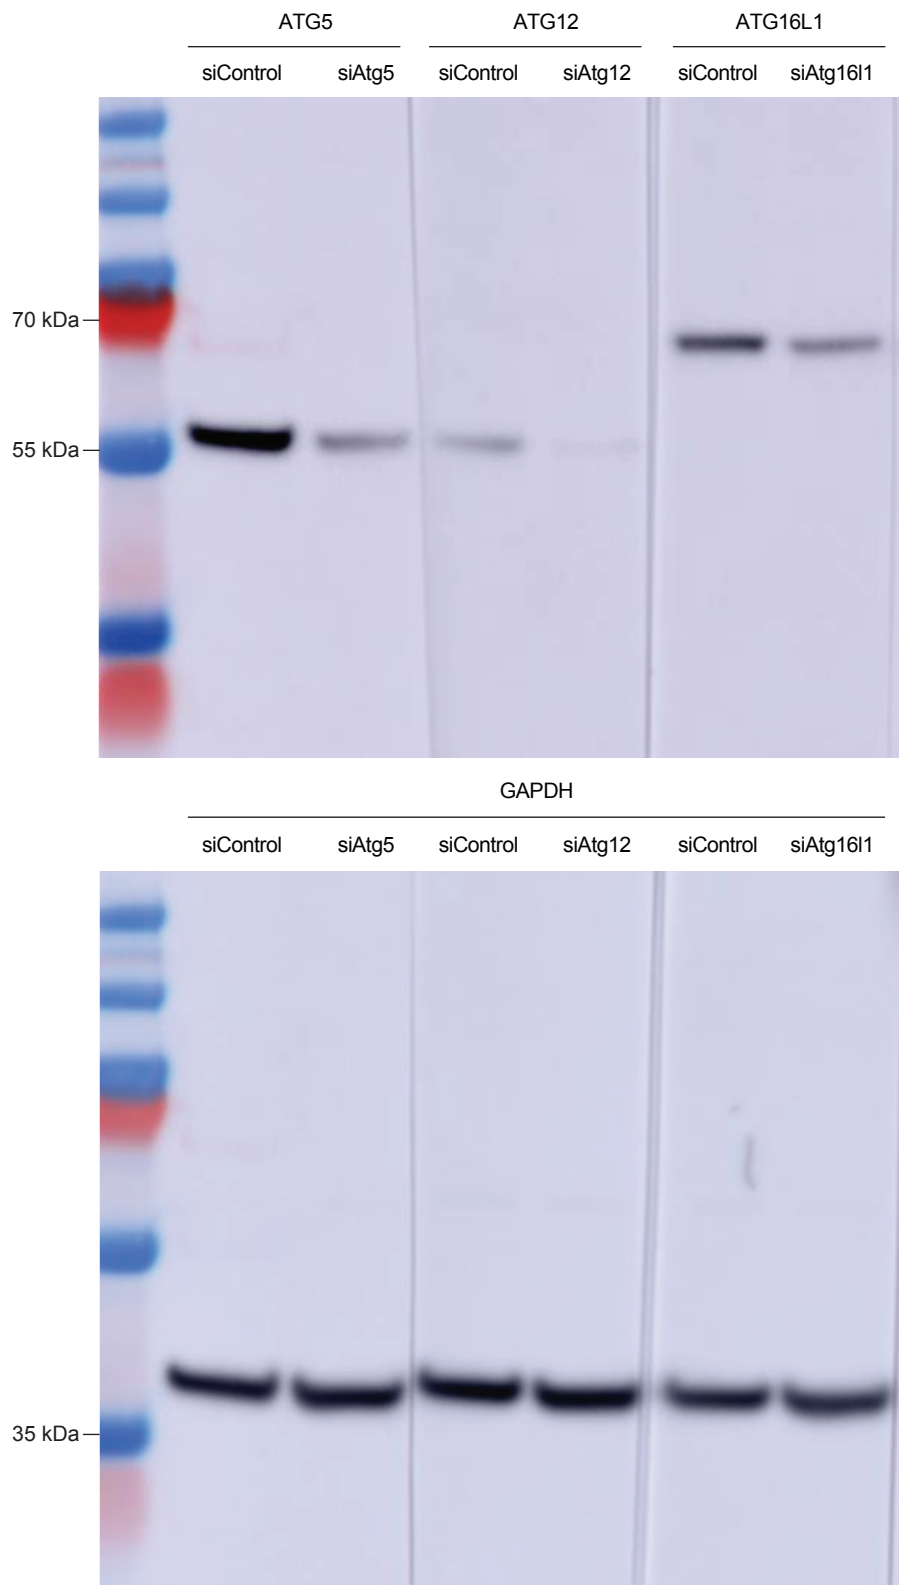

Supplemental material to Supplementary Fig. 4 - Original blots

A

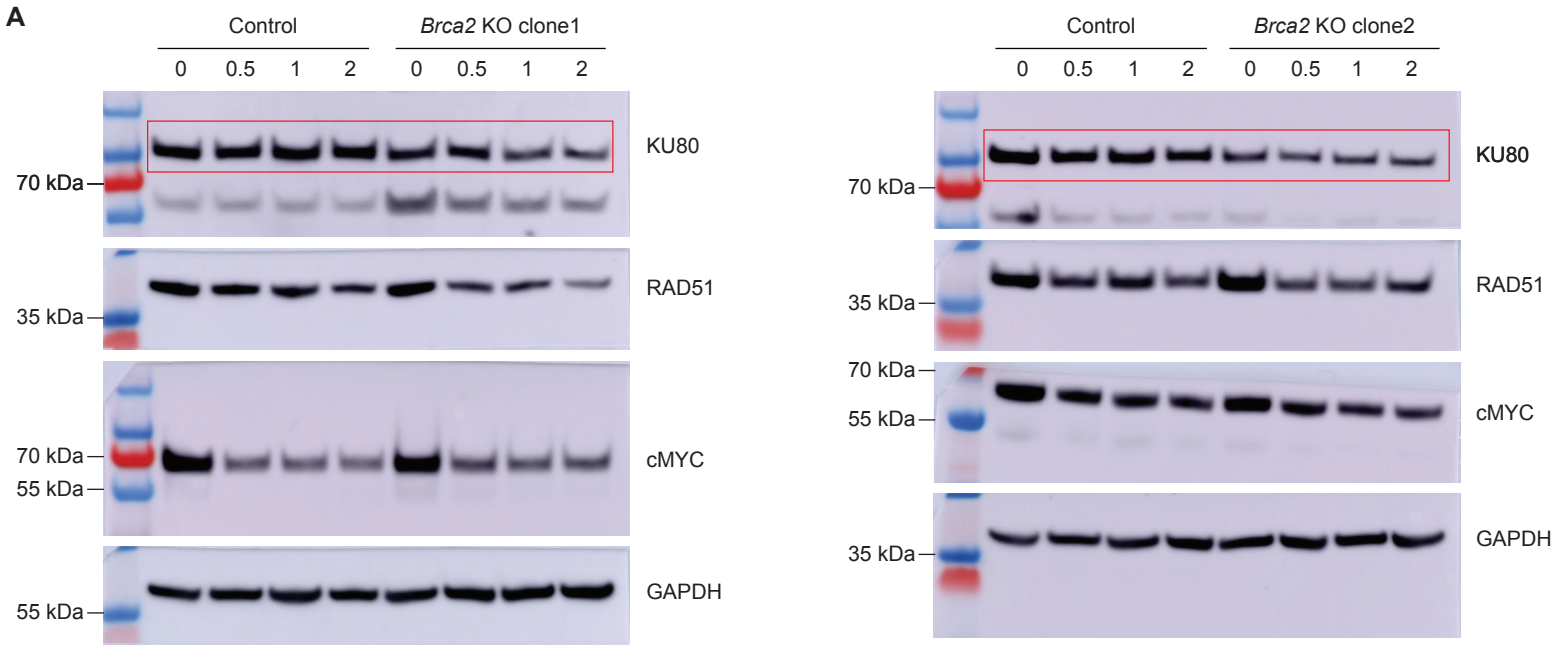

B

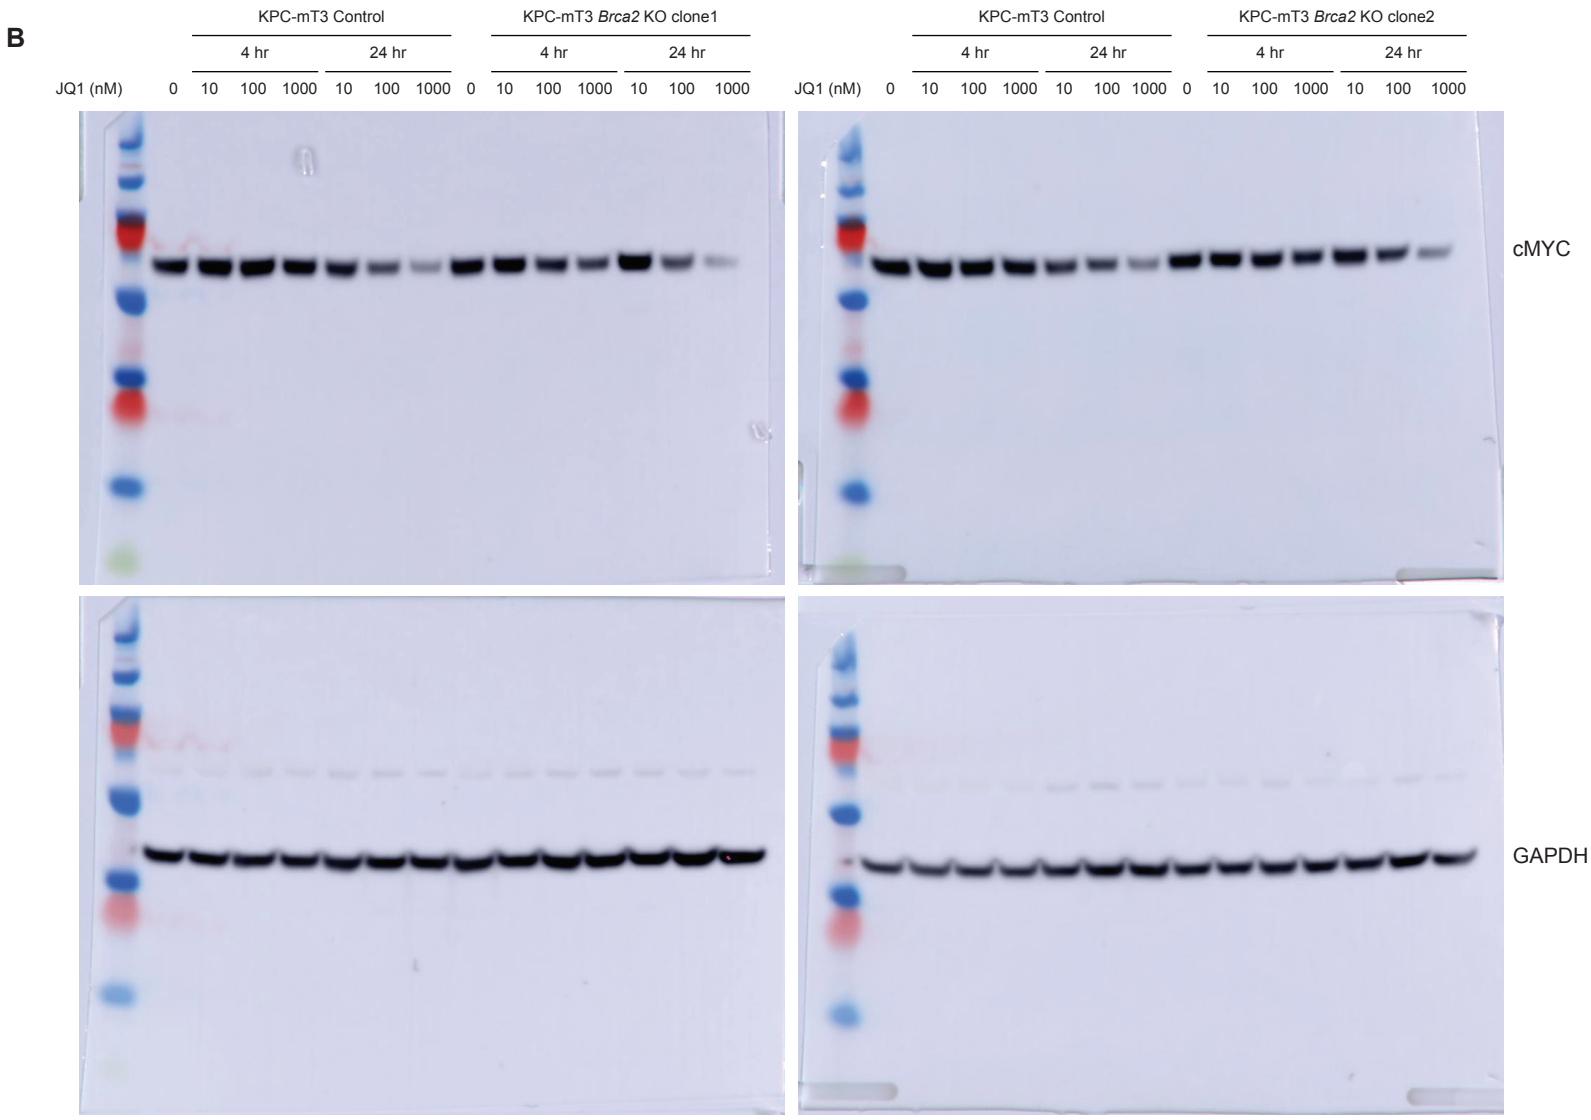

Supplemental material to Supplementary Fig. 9 - Original blots

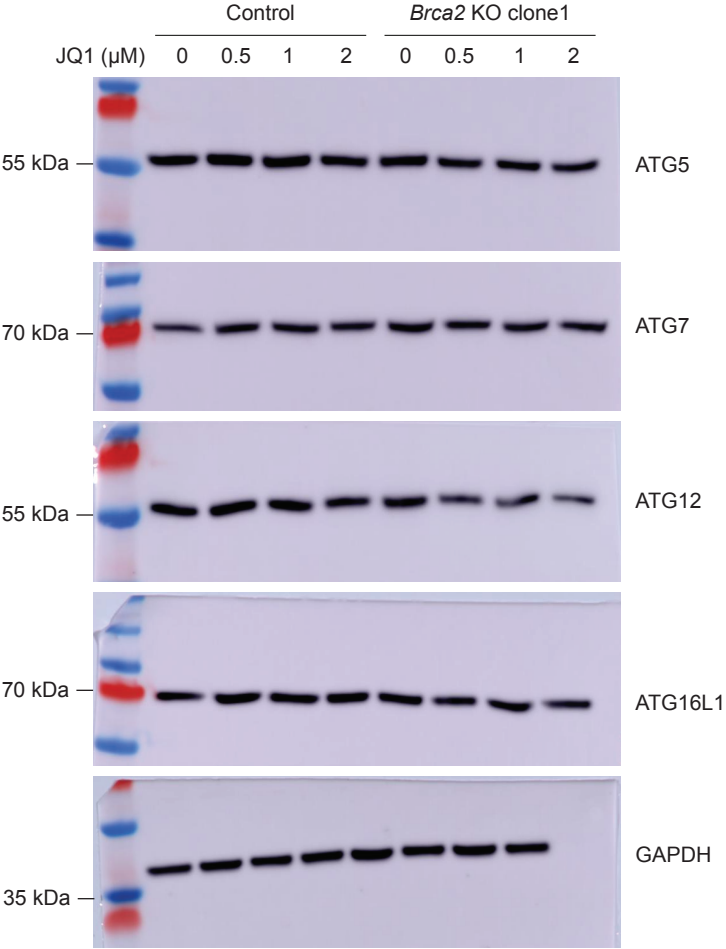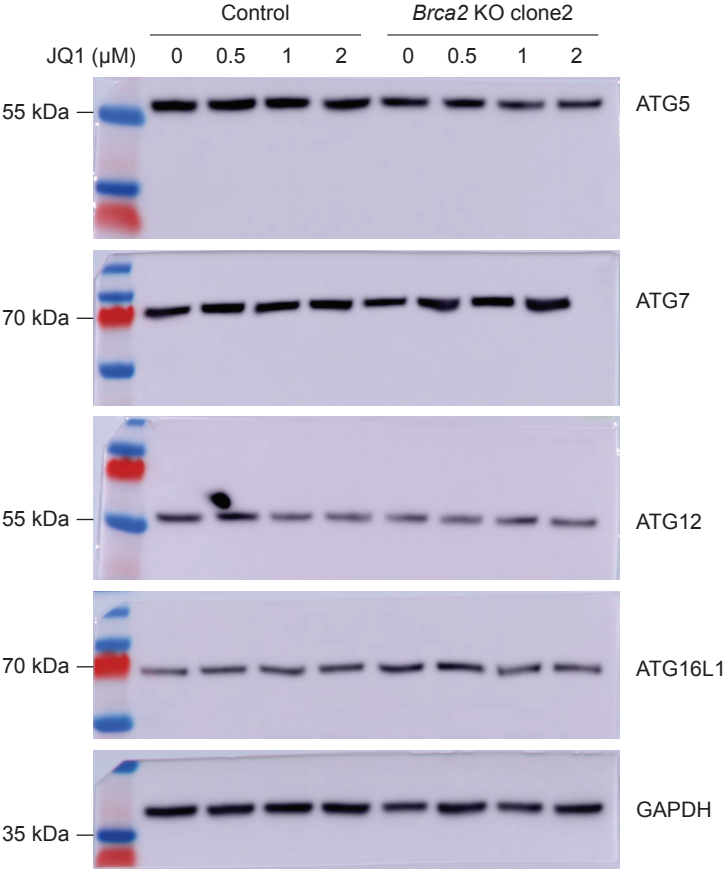

C

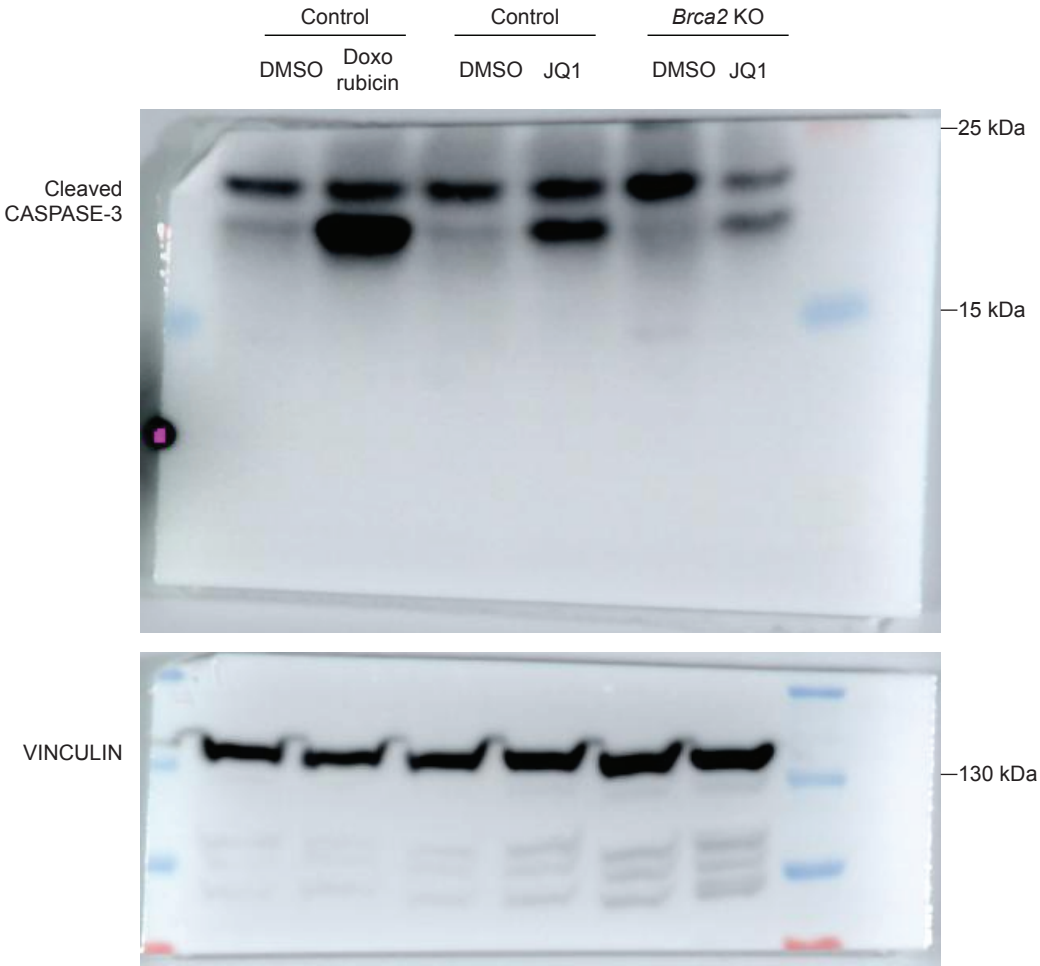

**Supplement:** Supplementary file 3 — original data files

How the deposited data were processed for this re-analysis (not part of the article)

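RNA-seq of KPC-mT3 cells measured control, Brca2-KO, Atm-KO and Bub1b-KO cells, each with DMSO or with 1 µM JQ1 for 72 h and each in 3 libraries, 24 in all. According to the authors, RNA was selected with oligo(dT) and depleted of ribosomal RNA, and complementary DNA was made with random hexamers. They aligned the reads to the mouse genome mm10 with HISAT2, took read counts and normalized counts from featureCounts and called genes with DESeq2, and the text gives no versions of these tools. The signal values deposited by the authors are normalized counts, the whole reads of a gene divided by 1 size factor per library. The values show that the size factors are those of DESeq2's median of ratios, since the median log ratios of all 24 libraries agree to within 1e-09. The whole reads could be recovered for 100% of the values, with a largest distance from a whole number of 0.0004.
The 24 libraries held 30.3 to 44.1 M reads (median 35.1), where M stands for mega-reads. Of 26301 genes in the table, 20907 were above 0 in a library and 14693 had a normalized count of 10 or more in at least 3 libraries and were tested. In all, 1444 genes of the table had no symbol, and no column of values was left out.
Log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 8 groups and empirical Bayes moderation with an intensity trend. The comparisons were JQ1 minus DMSO in each genotype and in the mean of the 4, FPC-gene-KO minus control with JQ1 and with DMSO, each KO genotype minus control with JQ1, and the difference between FPC-gene-KO and control cells in the response to JQ1. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Of 39 lists written, 34 had at least 5 measured genes and a test: the parts of the macroautophagy machinery and their union, V-ATPase, lysosome, mTORC1 and MiT/TFE regulators, histones, chromatin, sterol synthesis, ribosomes, keratins, basement membrane, NAD metabolism, MYC targets, cell cycle, DNA repair, p53, interferon, NF-κB, stress responses, ferroptosis, apoptosis, hypoxia, mesenchymal and epithelial genes, markers of other cell types and genes responsive to BET inhibitors. Each was tested against all other genes with limma's camera at a preset correlation of 0.01, with adjustment over the lists. Markers of acinar cells (1 measured), islet cells (4) and fibroblasts (4) were too few to test.
Genes named singly are those the paper names or shows in its heatmap of autophagy genes, the 10 largest rises and 10 largest falls per comparison among called genes with a mean normalized count of 50 or more, and up to 4 members per list with the largest absolute change. The lists tested against other genes, the fits, this rule and all alternatives but 1 were set before the data were examined, although the heatmap had been seen. Tests of explanations, with 3 further lists, were written later. The alternative added later removes the median of each chromosome.
The fit was tested on simulated data with 200 changed genes, 50 for each of the folds 1.2, 1.5, 2 and 4. In the mean of the 4 genotypes, limma recovered 76%, 96%, 100% and 100% of these, with 13 of 199 calls false. For JQ1-treated Brca2-KO minus control cells it recovered 14%, 76%, 92% and 100%, with 9 of 150 calls false. In each comparison, camera called at most 1% of 200 unchanged lists. Their genes were simulated independently, so this rate need not hold for lists of correlated genes. For the difference in response limma recovered 14%, 78%, 80% and 98%, with 6 of 141 calls false. In this simulation, changes under 1.5-fold between 2 groups of 3 libraries were thus called in part only. Only 200 of 14693 genes changed in it, far fewer than were called in the data. The Benjamini-Hochberg cutoff depends on that share, so these rates need not hold for the data.
The alternatives were pseudocounts of 0.5 and 5, no filter and a filter of 50, rescaling to the 75th percentile or the total, quantile normalization, fits of the compared groups alone, a replicate block, each library left out in turn, each cell line as 1 replicate, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. For the lists they were camera with an estimated correlation, fry, and gene set enrichment with fgsea 1.28.0 on the signal-to-noise ratio. Principal components were computed from normalized counts of unit variance over the 20907 genes above 0. Guide sequences were matched to GENCODE vM21 transcripts on GRCm38. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.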

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

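The tests of replication genes and of the state of the DMSO-treated control cultures were chosen only after the result was seen. The results below stand out because the response to JQ1 differs between FPC-gene-KO and control cells in a test of that difference, or because they lie outside what the paper discusses.
In the response to JQ1, limma called a difference between FPC-gene-KO and control cells for 2966 genes. Of 100 groupings of the libraries, the real one included, the highest other count was 1601, so a chance division of single libraries is excluded. The groupings mixed libraries across lines, so they cannot exclude chance differences between the control line and the KO lines. The values of single lines below are means of the response less that of control cells, in the order Brca2-KO, Atm-KO and Bub1b-KO, and no difference between lines was tested. All 19 sterol synthesis genes fell more in FPC-gene-KO cells, by a mean log2 difference of -0.615 (by line -0.32, -0.42 and -1.11; adjusted p = 5.8e-22 from camera). Their mean differences from control cells, in the same order, were -0.11, -0.050 and 0.55 with DMSO and -0.43, -0.47 and -0.55 with JQ1, so a part of the value of Bub1b-KO cells is a higher level with DMSO. Fdps differed by -0.99 (SE 0.074), and Pcsk9, which degrades the LDL receptor, by -2.69 (SE 0.13, adjusted p = 1.2e-13 from limma). Of 23 NF-κB targets, 1 had a higher and 12 a lower response (2 and 12 when adjusted over the list alone), with a mean of -0.563 (by line -0.24, -0.39 and -1.06, SE 0.23, 0.25 and 0.37 over genes, and -0.060 in Brca2-KO cells with edgeR; adjusted p = 1.1e-06 from camera), and the cytokine gene Csf1 differed by -2.04 (SE 0.15). Of 22 mesenchymal genes, 1 had a higher and 9 a lower response (2 and 10 when adjusted over the list alone), with a mean of -0.649 (by line -0.62, -1.05 and -0.27, SE 0.26, 0.36 and 0.35 over genes; adjusted p = 6.2e-04 from camera) and Sparc at -4.02 (SE 0.28). Of 18 genes of autophagosome-lysosome fusion, 5 had a higher and 0 a lower response, with a mean of 0.153 (by line 0.15, 0.26 and 0.055, SE 0.056, 0.045 and 0.049 over genes; adjusted p = 0.0039 from camera). The paper reports no test of RNA levels between DMSO-treated FPC-gene-KO and control cells, where limma called 3982 genes. Of 100 groupings, the real one included, the highest other count was 1243. A chance division of single libraries is thus excluded, and chance differences between lines are not. In DMSO-treated cells, 23 of 26 genes of the integrated stress response were lower and 0 higher, with a mean of -0.542 (in the 3 lines -0.44, -0.58 and -0.61; adjusted p = 6.1e-18 from camera). The ATF4 targets Chac1 and Trib3 differed by -1.02 (SE 0.10) and -0.97 (SE 0.093). The response of this list to JQ1, less that of control cells, was 0.30, 0.50 and 0.59 in the 3 lines. The difference was thus smaller with JQ1, and a state of the DMSO-treated control cultures alone stays open for this list.
Clustered histone genes rose with JQ1 by a mean of 2.839, and their median was 2.91. More capture of RNA without a poly(A) tail is argued against by 63 other such RNAs, whose median was 0.29 (95% bootstrap interval 0.16 to 0.43), with 16 higher and 3 lower. In Brca2-KO and Atm-KO cells, a larger share of cells in S phase is argued against by the replication genes, whose means were -0.37 (SE 0.076 over genes) and -0.91 (SE 0.094 over genes). In control and Bub1b-KO cells the replication genes rose, by 0.27 (SE 0.10 over genes) and 0.25 (SE 0.12 over genes), so that explanation stays open there. The histone genes rose by 2.85, 2.78, 2.87 and 2.85 in control, Brca2-KO, Atm-KO and Bub1b-KO cells. The size of their rise thus did not follow that of the replication genes across genotypes. Under 3 other scalings, the lowest median of the histone genes was 2.90. Reads shared between near-identical copies were not tested and stay open, as do polyadenylated histone transcripts, so an effect of JQ1 on histone transcript levels is 1 open explanation among several.
Of 76 macroautophagy genes, 17 had a larger and 1 a smaller response to JQ1 in FPC-gene-KO than in control cells. The mean difference was 0.123 (adjusted p = 0.0011 from camera and 0.091 with an estimated correlation), with 0.088, 0.25 and 0.030 in Brca2-KO, Atm-KO and Bub1b-KO cells (SE 0.027, 0.038 and 0.028 over genes), which were not tested singly. A stronger response of all genes is argued against by random lists matched on the response in control cells, of which 7 of 10000 were as high, a share of 8e-04 with the real list counted in, and whose median was -0.051. Under 3 other scalings the lowest value less the median of all genes was 0.112. In DMSO-treated cells the means were 0.064 (SE 0.029 over genes) in Brca2-KO, -0.033 (SE 0.033 over genes) in Atm-KO and 0.081 (SE 0.030 over genes) in Bub1b-KO cells, also not tested singly. However, 9 of 100 groupings of the libraries, the real one included, gave a difference in response as large (highest other 0.187), so chance is not excluded. Between the JQ1-treated cells themselves, 1 of 100 groupings, the real one, gave a value as large (highest other 0.128). These groupings mixed libraries across lines, so chance differences between lines are not excluded there.
Mesenchymal genes were lower in DMSO-treated FPC-gene-KO cells by a mean of -1.246, with 13 of 22 lower and 2 higher, or 14 and 2 when adjusted over the list alone (adjusted p = 3.3e-07 from camera). Col5a1, a collagen gene, differed by -5.33 (SE 0.43, adjusted p = 5.8e-10 from limma) and Twist1, a transcription factor of the transition, by -4.30 (SE 0.27). Other identity lists also had means below 0 with DMSO in Brca2-KO, Atm-KO and Bub1b-KO cells. These were -0.91, -0.50 and -0.49 for epithelial genes, -0.71, -0.59 and -1.24 for endothelial and -0.49, -0.70 and -1.44 for macrophage markers. Fibroblasts among the control cells are argued against by Ly6c1, the highest of 10 fibroblast genes, at up to 976 normalized counts in a control library, against 2197 for 10% of the loss of Fn1. Pdgfrb, Dcn, Lum, Dpt, Pi16, Thy1 and Mfap5 were at 0 in the DMSO-treated control libraries. The means of Ly6c1, Pdgfra and Fap were higher in DMSO-treated control than in FPC-gene-KO cells (789 and 495, 54.9 and 21.2, 2.08 and 1.16). A state of the DMSO-treated control cultures alone is argued against by the JQ1-treated cells, where the difference was 152% of that with DMSO. The mesenchymal mean with DMSO was -0.41 (SE 0.26 over genes) in Brca2-KO, -0.998 (SE 0.31) in Atm-KO and -2.33 (SE 0.55) in Bub1b-KO cells. A difference carried by some of the lines and 1 shared by all cannot be told apart. The value of Brca2-KO cells lies under 2 SE from 0, and this SE measures the spread between genes, not between libraries or lines. Clones and genotypes are confounded, so no biological explanation was tested.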

How the results depend on the processing

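The removal of chromosome medians was chosen only after the result was seen. All 11 counts of called genes stayed within 1.5 times their value under every alternative run. The count for JQ1, mean of the 4 genotypes, ran from 8958 to 12444, and 11753 to 11827 with 1 library left out. For JQ1-treated FPC-gene-KO minus control cells it ran from 6063 to 6872, and 5548 to 6591 with 1 library left out; for DMSO-treated cells from 3312 to 4463, and 2960 to 4033 with 1 library left out; for the difference in response from 2228 to 3333, and 2302 to 3103 with 1 library left out; and for JQ1-treated Brca2-KO minus control cells from 3111 to 4435, and 3265 to 3525 with 1 library left out. With each cell line as 1 replicate, limma called 8958 genes for JQ1. The mean of the macroautophagy genes ran from 0.3998 to 0.452, and 0.404 to 0.413 with 1 library left out, for JQ1; from 0.142 to 0.178, and 0.148 to 0.1696 with 1 library left out, between JQ1-treated cells; and from 0.098 to 0.123, and 0.1100 to 0.132 with 1 library left out, for the difference in response, with every unadjusted p under 0.05.
In DMSO-treated cells, the macroautophagy genes had a mean of 0.038 and passed 0.05 with camera before adjustment over the lists, but not after it. They did not pass before adjustment with the stricter filter, 0.038, 75th percentile scaling, 0.028, quantile normalization, 0.038, only the groups compared, 0.038, DESeq2, 0.038, an estimated correlation, 0.038, or gene set enrichment, 0.038; the cause was not tested. With 1 library left out the value ran from 0.032 to 0.044, and the call ended without control replicate 2, 0.032, Brca2-KO replicate 2, 0.034, or Atm-KO replicate 2, 0.033. In 27 of 100 groupings the value was as large (highest other 0.085), so chance is not excluded.
Of the lists, camera called 22 for JQ1, 15 between JQ1-treated cells, 5 between DMSO-treated cells and 19 for the difference in response, and with an estimated correlation 12, 4, 2 and 4. With fry, which tests each list on its own and not against other genes, they were 33, 25, 12 and 22. The share of the first principal component was 31.7%, against 32.7% with log2 values, 48.6% with the 500 most variable genes, 42.2% with the genes tested and 31.6% to 32.2% with 1 library left out. Quantile normalization moved the median log2 fold change of all genes for JQ1 by 0.14 in the mean of the 4 genotypes and by 0.14, 0.11, 0.14 and 0.13 in control, Brca2-KO, Atm-KO and Bub1b-KO cells. With it, more genes were called higher than lower in each of these, where the values as deposited gave more lower. Between FPC-gene-KO and control cells the balance turned with it under both treatments, and with chromosome medians removed. Between JQ1-treated cells it also turned with a pseudocount of 5, the stricter filter, only the groups compared, and without 1 control library. It also turned in JQ1-treated Brca2-KO cells with no filter, 2009 higher and 1953 lower, and without 1 control library, 1725 higher and 1651 lower, and for the difference in response with total scaling, 1389 higher and 1616 lower, and edgeR, 1451 higher and 1507 lower.
With a replicate block, limma called 11678 genes for JQ1 and 2228 for the difference in response, and no call of a macroautophagy value changed. With the mean of each group subtracted, the remaining values of libraries with the same number did not correlate above 0.1 in any pair. The own number was the best match in 3 of 12, 1 of 9 and 3 of 9 pairs, so the numbers were not taken as pairs. For JQ1 in the mean of the 4 genotypes, 1 of 100 groupings, the real one, gave a count as large (11857, highest other 6). In the same groupings, 1 gave a macroautophagy value as large (0.409, highest other 0.219), so a chance division of single libraries is excluded for JQ1. These groupings moved single libraries within a genotype. If the libraries of a group came from 1 culture, chance differences between cultures are not excluded. For JQ1-treated FPC-gene-KO cells, 1 of 100 groupings, the real one, gave a count as large (6613, highest other 2382). Those groupings mixed libraries across lines, so chance differences between lines are not excluded. The 3 against 3 comparisons allow 10 groupings, too few for a share under 0.05: the real counts were 9379, 9051, 9650 and 9708 for JQ1 in control, Brca2-KO, Atm-KO and Bub1b-KO cells (highest others 1, 0, 1 and 5), and 4032, 6240 and 7174 for JQ1-treated Brca2-KO, Atm-KO and Bub1b-KO minus control cells (highest others 3, 1 and 2).
With chromosome medians removed, 3 genes of chromosome 15 that were lower in JQ1-treated FPC-gene-KO than in control cells turned higher, Calcoco1 (0.051), Prkag1 (0.11) and Atp6v1c1 (0.18). Sqstm1, near 0 between JQ1-treated Brca2-KO and control cells, was -0.0089 with 75th percentile scaling and ran from -0.030 to 0.025 with 1 library left out, and Brca2 in DMSO-treated Brca2-KO cells, 0.072, ran from -0.020 to 0.216; the cause was not tested. Brca2 in JQ1-treated Brca2-KO cells, -0.28, was called with only the groups compared (adjusted p = 0.029 from limma). No other gene named with a value turned direction under an alternative run.
Depth limits the calls of genes with low counts, and 3 libraries per group limit those of small changes.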

Differences from the paper's values

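The first 2 principal components held 31.7% and 12.5% of the variance, about 32% and about 13% in Fig. 4A, read by eye, and no value differs. Fig. 4B shows sets of negative epigenetic regulation and heterochromatin assembly as higher with JQ1. The list of Polycomb, DNA methylation, heterochromatin and histone deacetylase genes was not called by camera, with 22 higher and 12 lower (adjusted p = 0.16, and 0.27 with an estimated correlation), and gene set enrichment did not call it (adjusted p = 0.23 from fgsea). The self-contained test fry, set before the data were examined, called it (adjusted p = 1.6e-08 from limma). For JQ1 in the mean of the 4 genotypes, fry called 33 of the 34 lists, so its calls do not set a list apart. Fig. 4B also shows sets of nucleosome assembly as higher, and 47 of 52 clustered histone genes were higher. The paper also shows sets of basement membrane organization and NAD metabolism as lower. Both lists had more lower than higher genes but were not called by camera (adjusted p = 0.082 and 0.13), while fry called both (adjusted p = 3.2e-16 and 1.7e-14 from limma) and gene set enrichment the first (adjusted p = 0.032 from fgsea). The lists here differ in their genes from the sets of the paper.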

Other observations

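The test of blocks along chromosome 15 was chosen only after the median of that chromosome was seen. The lists that follow were tested for JQ1 in the mean of the 4 genotypes. Of 22 genes of the unfolded protein response, 14 rose and 6 fell (mean 0.35, adjusted p = 0.0053 from camera and 0.20 with an estimated correlation), with the chaperone gene Hyou1 at 1.22 (SE 0.034) and Dnajb9 at 1.10 (SE 0.051). Of 24 NRF2 targets and ferroptosis regulators, 15 rose and 7 fell (mean 0.36, adjusted p = 0.030 from camera and 0.26 with an estimated correlation). The ferritin gene Ftl1 rose by 2.25 (SE 0.036) and Hmox1, heme oxygenase 1, by 1.98 (SE 0.047), while the cystine transporter gene Slc7a11 fell, -2.72 (SE 0.097). Of 26 genes of the integrated stress response, 13 were higher and 12 lower (adjusted p = 0.79 from camera; means -0.44, -0.14, 0.064 and 0.15 in control, Brca2-KO, Atm-KO and Bub1b-KO cells), Ddit3, which encodes CHOP, at 2.68 (SE 0.053) and Nupr1 at -2.57 (SE 0.14). Of 33 apoptosis genes, 16 were higher and 12 lower (adjusted p = 0.50 from camera), the pro-apoptotic Bcl2l11 at 1.73 (SE 0.033) and Bok at -2.62 (SE 0.055). Of 40 genes of double strand break repair, 9 were higher and 22 lower (adjusted p = 0.16 from camera; means 0.0026, -0.31, -0.68 and 0.046 in control, Brca2-KO, Atm-KO and Bub1b-KO cells), Rad51d at -1.21 (SE 0.057). Of 28 MYC targets, 8 were higher and 17 lower (adjusted p = 0.25 from camera), and Myc itself changed by -0.98 (SE 0.038). Of 32 replication genes, 8 were higher and 17 lower (adjusted p = 0.21 from camera), Tk1, thymidine kinase, at -1.76 (SE 0.070). By genotype the replication genes went opposite ways, with 14 higher and 7 lower in control, 2 higher and 17 lower in Brca2-KO, 0 higher and 30 lower in Atm-KO and 16 higher and 7 lower (17 and 8 when adjusted over the list alone) in Bub1b-KO cells, and in the test of the difference in response 0 had a larger and 28 a smaller response (0 and 32 when adjusted over the list alone) (mean -0.61, adjusted p = 1.4e-19 from camera and 0.090 with an estimated correlation). Of 21 interferon-stimulated genes, 7 were higher and 12 lower (adjusted p = 0.20 from camera). Otherwise the counts of these lists were the same when adjusted over the list alone.
Between JQ1-treated FPC-gene-KO and control cells, 16 of 22 mesenchymal genes were lower and 1 higher (mean -1.89, adjusted p = 1.2e-08 from camera), the same when adjusted over the list alone, with Fgfr1, a growth factor receptor gene, at -6.64 (SE 0.39, adjusted p = 3.7e-13 from limma). The villin gene Vil1 and the galectin gene Lgals4, of intestinal epithelium, were higher by 2.50 (SE 0.065) and 2.54 (SE 0.077). The list of epithelial and ductal genes went the other way. Its mean differences with DMSO were -0.91, -0.50 and -0.49 in Brca2-KO, Atm-KO and Bub1b-KO cells. Its response to JQ1, less that of control cells, was 0.35, 0.18 and -0.33, so its mean stayed below that of control cells with JQ1 in each line. Mitosis genes were lower, 30 of 30 (mean -0.68, adjusted p = 9.5e-13 from camera and 0.26 with an estimated correlation), as were 28 of 32 replication genes (mean -0.54, adjusted p = 1.3e-11 from camera and 0.21 with an estimated correlation). Of 40 repair genes, 4 were higher and 22 lower (6 and 24 when adjusted over the list alone) (mean -0.27, adjusted p = 9.5e-04 from camera and 0.38 with an estimated correlation), with Rad51 at -0.71 (SE 0.094). Of 19 sterol synthesis genes, 0 were higher and 16 lower (0 and 17 when adjusted over the list alone) (mean -0.48, adjusted p = 9.2e-10 from camera), and of 23 NF-κB targets 2 were higher and 14 lower (mean -0.88, adjusted p = 3.8e-04 from camera). Of 85 ribosomal protein genes, 1 were higher and 55 lower (1 and 58 when adjusted over the list alone) (mean -0.26, adjusted p = 2.0e-09 from camera and 0.36 with an estimated correlation). With DMSO, their mean differences from control cells were already -0.14, -0.16 and -0.082 in Brca2-KO, Atm-KO and Bub1b-KO cells. Their response to JQ1, less that of control cells, was 0.0096, 0.013 and -0.42 in the same order, so only Bub1b-KO cells fell clearly more. Hypoxia genes and interferon-stimulated genes had means of -0.016 and -0.071, which turn positive with quantile normalization, and were not called (adjusted p = 0.28 and 0.73 from camera). With DMSO, 19 of 30 hypoxia genes were lower in FPC-gene-KO cells and 0 higher (mean -0.43, with -0.51, -0.65 and -0.14 in Brca2-KO, Atm-KO and Bub1b-KO cells; adjusted p = 1.4e-07 from camera and 0.13 with an estimated correlation). In the difference in response, 14 of 26 genes of the integrated stress response were higher and 0 lower (16 and 0 when adjusted over the list alone) (mean 0.46, adjusted p = 4.6e-09 from camera and 0.063 with an estimated correlation). The lower level of these genes with DMSO in FPC-gene-KO cells, a mean of -0.54, enters this value.
Among genes whose proteins the paper measures by other assays, Rad51 and Xrcc5 changed with JQ1 by -0.47 (SE 0.058) and -0.74 (SE 0.034), Becn1 by 0.67 (SE 0.033), Atg5 by 0.31 (SE 0.052), Atg16l1 by 0.37 (SE 0.040) and Map1lc3a by 0.69 (SE 0.064) in the mean of the 4 genotypes. The call of Rad51 ends with each cell line as 1 replicate.
Transcripts of the Y chromosome were near 0 in Bub1b-KO cells. With DMSO, Ddx3y, Uty and Kdm5d were at 0 in these cells and at 2793 ± 485, 1950 ± 278 and 1862 ± 87.3 normalized counts (SD, n = 3) in control cells. Whether the chromosome itself was lost was not tested. More autosomes shifted as a whole in this line than in the other KO lines are argued against by their number, since 4 autosomes in Bub1b-KO cells, 4 in Atm-KO and 3 in Brca2-KO cells had a median over 0.15 from that of all genes to the same side in both treatments.
Genes of chromosome 15, where Myc lies, were lower in each KO line, with medians less that of all genes of -0.32, -0.33 and -0.33 in DMSO-treated Brca2-KO, Atm-KO and Bub1b-KO cells. Chromosome 2 was higher in Brca2-KO cells (0.24 with DMSO and 0.22 with JQ1), while chromosome 3 was lower in each line (-0.16 and -0.23 in Brca2-KO, -0.15 and -0.20 in Atm-KO, -0.13 and -0.20 in Bub1b-KO cells). Chromosome 14, which carries Ncoa4, Atg14 and Trim13, was higher in Atm-KO cells (0.17 with DMSO and 0.25 with JQ1), Bub1b-KO cells (0.19 and 0.28) and, less so, Brca2-KO cells (0.13 and 0.19). Chromosome 6 was higher and chromosome 19 lower in Atm-KO cells (0.20 and -0.21 with DMSO) and in Bub1b-KO cells (0.22 and -0.21), while chromosome 6 was lower in Brca2-KO cells (-0.20 with DMSO and -0.11 with JQ1). A difference in the number of copies of chromosome 15 is a candidate explanation. All 8 neighbouring blocks of its genes had a median below 0 in the 3 lines under both treatments, the highest at -0.221. A gain in the control cells or a loss in the KO lines was not tested.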
